# Murine hematopoietic progenitor cell lines with erythroid and megakaryocyte potential

**DOI:** 10.1038/s41467-025-62668-z

**Published:** 2025-08-07

**Authors:** Ruiqiong Wu, Faraz Salehi, Vanessa Redecke, Zhijun Ma, Marco Marchetti, David Finkelstein, Peng Xu, Yong Cheng, Kimberly A. Queisser, Aaron C. Petrey, Conroy O. Field, Hyun Sook Ahn, Mortimer Poncz, Mitchell J. Weiss, Hans Häcker

**Keywords:** Differentiation, Synthetic biology, Haematopoietic stem cells

## Abstract

Red blood cells and platelets derive from bi-potential bone marrow megakaryocyte-erythroid progenitors, but their study is constrained by cell scarcity and limited experimental systems. Here we show that conditional expression of a virally transduced, regulated form of Hoxa7 enables expansion of murine cells resembling megakaryocyte-erythroid progenitors (Hoxa7-TPO), which undergo erythro-megakaryocytic differentiation upon *Hoxa7* inactivation. The close relationship of Hoxa7-TPO cells to megakaryocyte-erythroid progenitors is supported by genetic and phenotypic analyses, and mature Hoxa7-TPO-derived red blood cells and platelets are largely indistinguishable from their primary counterparts. Genetic knock-out studies in Hoxa7-TPO cells recapitulate the key function of *Klf1* and *Nfe2* in red blood cell and platelet development, respectively, while disruption of the von Willebrand receptor gene *Gp1ba* recapitulates features of human Bernard-Soulier syndrome. Hence, we developed a versatile experimental system for expansion and differentiation of megakaryocyte-erythroid progenitors to study red blood cell and platelet development and model human diseases.

## Abstract (web summary)

This study presents an experimental system to conditionally immortalize murine megakaryocyte-erythroid progenitor cells, providing a versatile system for investigation of red blood cell and platelet biology in vitro and in vivo.

## Introduction

Adult hematopoiesis is initiated in the bone marrow (BM) from hematopoietic stem cells (HSC). HSCs restrict their lineage potential progressively, producing intermediate multipotent progenitors (MPPs) that eventually differentiate via intermediate cell types into mature blood cells. One well-characterized intermediate cell type is the Megakaryocyte (MK)-Erythroid progenitor (MEP), which gives rise to red blood cells (RBC) and MK/ platelets, but lacks lineage potential for major immune cell types, such as macrophages, granulocytes and lymphocytes^1,2^. Given the key effector functions of RBC and platelets, i.e., oxygen transport and primary hemostasis, respectively, regulation of MEP biology is critical for balanced hematopoiesis and human health. Key factors that control cell differentiation of MEP towards RBC and platelets have been defined. However, more detailed investigations are difficult due to a lack of suitable experimental systems. We previously showed that a combination of regulated HOXB8 and defined growth factors conditionally immortalize macrophage- and neutrophil-committed progenitors or multipotent progenitors with myeloid and lymphoid potential^3,4^. This approach takes advantage of the well-characterized function of Hox genes to block cell differentiation in favor of self-renewal, which is also the basis for the established oncogenic role of various Hox family members^5^. This property is also well illustrated by *Hoxa7*. Genetic deficiency of *Hoxa7* in mice results in reduced numbers of MEPs, while inappropriate expression is a feature of leukemias harboring mixed-lineage leukemia (MLL) mutations, reflecting reduced and increased self-renewal, respectively^6,7^.

Here we show that a combination of an estrogen-regulated form of Hoxa7 and thrombopoietin (TPO) can be used to conditionally immortalize MEP-like cells, which can be expanded in vitro for extended periods of time in the presence of estrogen (activating Hoxa7) and differentiate faithfully into RBC and platelets upon estrogen withdrawal (inactivating Hoxa7) in the presence of suitable growth factors in vitro or in vivo.

## Results

### Generation of Hoxa7-TPO cells

To investigate if MEP could be targeted by a regulated Hox gene, we transduced largely unfractionated BM cells, which had briefly been expanded in vitro, with a murine stem cell virus (MSCV)-based retroviral vector expressing an estrogen-activated form of *Hoxa7*. The fusion construct, ERHBD-Hoxa7, consists of *Hoxa7* fused to the hormone-binding domain of the estrogen receptor (ERHBD) containing the characterized G400V substitution, which renders the hormone-binding domain insensitive to physiological concentrations of estrogen or phenol red contained in growth medium^8^. As noted, *Hoxa7* was previously shown to cause selective deficiency of MEPs and, therefore, we hypothesized that its sustained expression might support expansion of MEPs^6^. As expected, cells transduced with a control vector eventually stopped growing in the presence of estrogen and TPO, whereas treatment of ERHBD-Hoxa7-transduced cells with estrogen (activating *Hoxa7*) and TPO led to exponential expansion of blast-like cells, whose survival was strictly dependent on TPO (Fig. 1a–d). These cells proliferated for extended periods of time, and karyotype analysis after one year of continuous cell culture showed no detectable abnormalities (Supplementary Fig. 1a, b). Thus, TPO in context with conditionally activated Hoxa7 can be used to generate genetically stable, growth-factor-dependent cell lines.

**Fig. 1:**
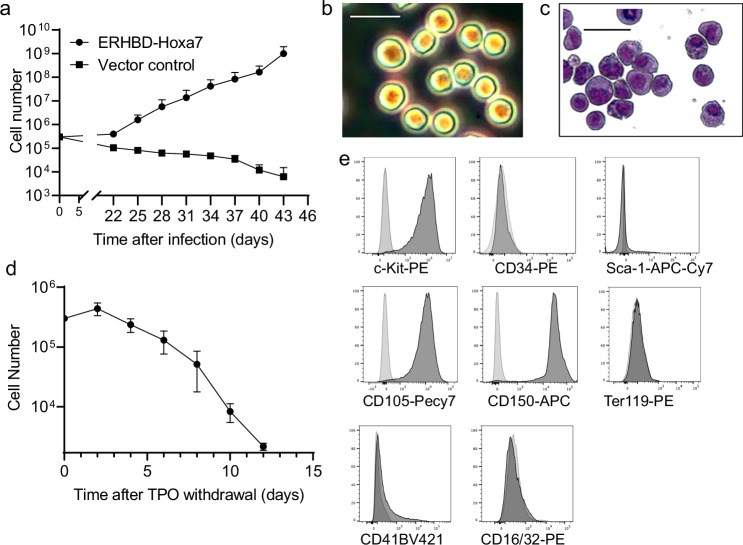
Generation of conditionally immortalized hematopoietic progenitor cell lines based on *Hoxa7* and TPO. **a** Growth characteristics of Hoxa7-TPO cells. BM cells from H2K GFP transgenic mice were transduced with an estrogen-regulated form of *Hoxa7* (ERHBD-Hoxa7) or a vector control and cultured in the presence of estrogen and TPO. Numbers of live cells were determined at the time points indicated. Source data are provided as a Source Data file. **b** Phase contrast microscopy of stably growing Hoxa7-TPO cells. **c** Cytology analysis of Hoxa7-TPO cells based on May-Grünwald-Giemsa staining. **d** Cell survival analysis of Hoxa7 cells in the absence of TPO. TPO was withdrawn at day 0 and the number of live cells was determined during time. Source data are provided as a Source Data file. Scale bars (B, C, E) = 20 μm. Error bars represent standard deviation of five biological replicates. **e** Flow cytometry analysis of Hoxa7-TPO cells. Dark grey, indicated antibodies; light grey, isotype controls.

### Phenotype analysis and megakaryocyte potential of Hoxa7-TPO cells in vitro

Consistent with their blast-like morphology, flow cytometry analysis showed that Hoxa7-TPO cells expressed the progenitor marker c-kit at high levels, but were negative for cell lineage markers, including Ter119, CD41, CD16/32, B220, CD11c, CD115, CD4, and CD8 (Fig. 1e and Supplementary Fig. 2). CD34 and Sca-1, which are expressed on early hematopoietic stem and progenitor cells (HSPC) were not expressed at detectable levels. Interestingly, CD150, which is expressed at high levels in progenitor cells with MK and erythroid potential (Pre MegE) and CD105, which is increasingly up-regulated during RBC development, were expressed at robust levels on Hoxa7-TPO cells (Fig. 1e)^9^.

To determine if Hoxa7-TPO cells could differentiate in vitro into MKs, we removed estrogen (to deactivate Hoxa7) and continued to culture the cells in medium containing TPO. Under these conditions the cells ceased to proliferate, and after 4 days, they had formed large cells with up to 16 nuclei (32 N) that were indistinguishable from primary MKs (Supplementary Fig. 3b and Fig. 2a–c). The homogeneity of Hoxa7-TPO-derived cells allowed direct analysis without further enrichment, while BM-derived MKs required enrichment by BSA gradient, a commonly used method to increase homogeneity of primary MKs^10^. Similar to BM-derived MKs, Hoxa7-TPO-derived MKs produced proplatelets, which could be detected by phase contrast microscopy, but were particularly apparent when analyzed by differential interphase contrast (DIC) microscopy (Fig. 2d, e)^11,12^. Quantitative analysis showed a similar percentage of Hoxa7-TPO- and BM-derived MKs participating in proplatelet formation (Fig. 2f). A more detailed kinetics analysis of Hoxa7-TPO cells during TPO-driven cell differentiation using flow cytometry (CD41, CD42d, Hoechst H33342) and microscopy showed that the cells start to increase their size already by day 1 after estrogen withdrawal, with increasing surface expression of CD41 and CD42d at day 2 (Fig. 2g–j and Supplementary Fig. 3b). Cells containing more than one nucleus indicative of endomitosis became apparent at day 3, after which cell differentiation was rapidly progressing and largely completed by day 5, although polyploidy was further increased at day 7 (Fig. 2h). As noted, a particularly obvious aspect of this process employing Hoxa7-TPO cells is the homogeneity of the mature MK cell population generated, which sets it apart from primary BM cultures. Together, the data suggest that Hoxa7-TPO cells have MK potential that can be realized in vitro to generate homogenous, mature MK cell populations of essentially unlimited cell numbers that resemble phenotypically primary MKs.

**Fig. 2:**
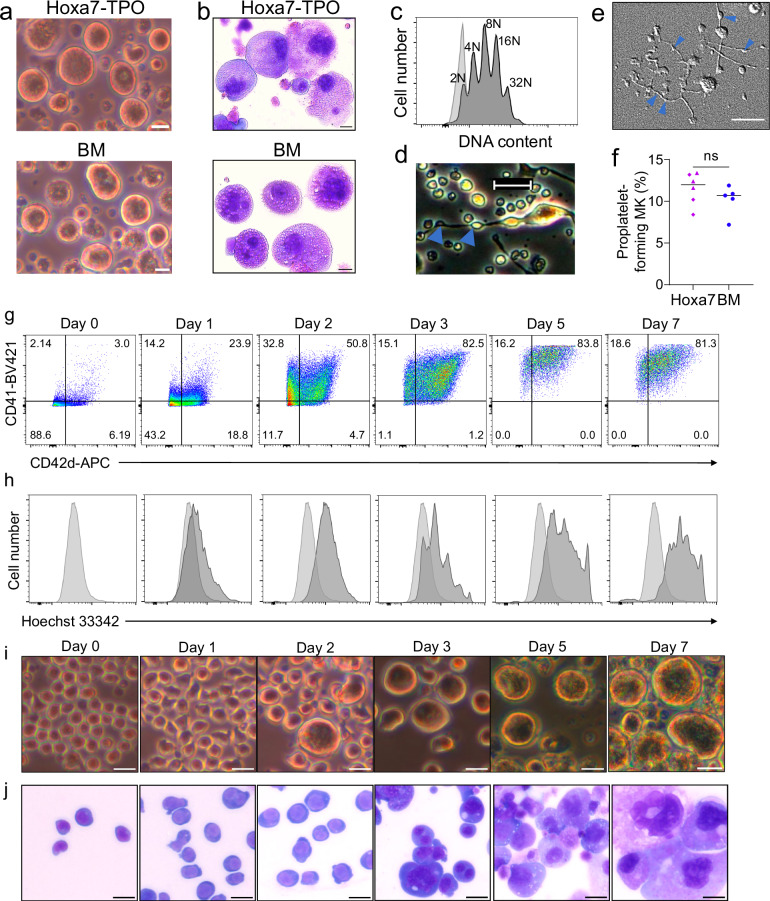
Phenotype analysis and in vitro MK differentiation of Hoxa7-TPO cells. **a** Phase contrast images of in vitro differentiated Hoxa7-TPO and BM cells cultured in the presence of TPO in the absence of exogenous estrogen for 4 and 6 days, respectively. **b** May-Grünwald-Giemsa staining of Hoxa7-TPO and BM cells described in (**a**). **c** Flow cytometry analysis of Hoxa7-TPO cells that were left non-differentiated (light grey) or were differentiated for 4 days in the presence of TPO using the DNA dye Hoechst H33342. **d** Phase contrast image of in vitro differentiated Hoxa7-TPO cells cultured in the presence of TPO in the absence of exogenous estrogen for 7 days. Proplatelets are indicated by blue arrows. **e** Differential interphase contrast (DIC) image of in vitro differentiated Hoxa7-TPO cells in the presence of TPO highlighting proplatelet formation (blue arrows). **f** Quantification of proplatelet-producing MK described in e in comparison to BM-derived MK, which were differentiated in the presence of TPO for 4 days and enriched by BSA-gradient. Data represent *n* = 6 independent experiments for Hoxa7-derived MK and *n* = 5 for BM-derived MK. Purple triangles and diamonds indicate independently established Hoxa7-TPO populations. Ns, not significant; Two-tailed unpaired t test. Source data are provided as a Source Data file. **g**, **h** Flow cytometry analysis of in vitro differentiating Hoxa7-TPO cells in the presence of TPO using antibodies against CD41 and CD42d (**g**) and the DNA dye Hoechst 33342 (**h**). Light gray, non-differentiated cells; dark grey, differentiating cells. **i**, **j** Phase contrast (**i**)- and May-Grünwald-Giemsa (**j**)-based microscopy images of in vitro differentiating Hoxa7-TPO cells in the presence of TPO. Magnification 20x. Scale bars (**a**, **b**, **d**, **e**, **i**, **j**) = 20 μm.

### Transcriptional analysis of Hoxa7-TPO cells and primary hematopoietic cell types

To further characterize Hoxa7-TPO cells, we performed RNAseq analyses of four independently established bulk cell populations, either in their non-differentiated state or after differentiation in the presence of TPO for four days. 

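RNAseq data of 5 non-differentiated (ND) Hoxa7-TPO cell populations and of the same 5 populations after 4 days in TPO without estrogen (MK) were analysed. Hoxa7-TPO cells are bone marrow progenitors of the mouse that carry an estrogen-activated form of the transcription factor Hoxa7, which is switched off when estrogen is withdrawn. The populations are called K1, K2, K3, K5 and K1v2, with 1 library of each per group. By its name K1v2 may be a second version of K1, and no source used here settles this. K2 and K3 were the closest pair in each group, with a correlation across genes of 0.988 in MK and 0.984 in ND. The 5 are counted as populations below, although they may not all be independent. The paper's text counts 4 populations and does not say which libraries those are. By the sample labels the MK libraries are of cells sorted as positive and the ND libraries of cells sorted as negative for CD41, so the CD41 gene Itga2b was itself a criterion of the groups. The authors' processing notes name BWA, HTSeq and the mouse genome build mm9. The deposited table gives log2(FPKM + 0.5) for 34591 genes, FPKM being fragments scaled to the length of the transcript and to the mapped reads of the library. The steps between low FPKM values give the relative depth of the libraries, with that of the deepest one, K1 of MK, set to 100. It was 34.0 to 100 with a median of 69.0 in MK and 50.5 to 80.7 with a median of 60.2 in ND. This is a rough estimate because at most 49.2% of the low genes compared in a library shared the same step. The 11851 genes with an FPKM of at least 1 in at least 4 libraries were tested with limma, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes are on the log2(FPKM + 0.5) scale, which understates the change of genes of low expression. The tests, the gene lists for cell types, organelles and processes, and the rule for which genes are named were fixed before the data were examined. Each list was set against all other tested genes with camera, a set test of limma, at a preset correlation between genes of 0.01. Camera compares t-values, so its direction can differ from that of the mean log2 fold change. Of 36 lists with at least 3 tested members, 20 passed at an adjusted p under 0.05, 10 of them higher and 10 lower in MK relative to the other genes. With a correlation estimated from the data, camera called 0 lists, and 4 had an unadjusted p under 0.05. The test fry, which asks whether the genes of a list move one way without comparing them with other genes, called 20.

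Subtracting the median of each library, or quantile normalization, moved the median log2 fold change of all tested genes, which was −0.42 in the values as deposited, up by 0.41. The gene AC157822.1, singled out after its values were seen because it has the highest FPKM in every library, measured 89735 to 132257 FPKM in the ND and 153393 to 176736 FPKM in the MK libraries, out of 636992 to 812664 FPKM summed over all genes of a library. On a line from the mean of the ND libraries (0) to that of the MK libraries (100), each library being left out of its own group's mean, K1 of ND lay at 35.4 and K1v2 of MK at 41.7. The other ND libraries lay between −9.43 and 6.76 and the other MK libraries between 98.0 and 119.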

Interestingly, gene expression-based correlation analyses with defined primary hematopoietic cell populations (available through Hemopedia^13^) showed the strongest correlation of non-differentiated Hoxa7-TPO cells with bi-potent megakaryocyte/ erythroid progenitors (MEP), followed by immature MK and colony-forming units-erythroid (CFUE). 

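Among 12 lists of hematopoietic marker genes, the 30 MEP markers had the highest mean level in non-differentiated Hoxa7-TPO cells, at 4.54 ± 0.22 on the log2(FPKM + 0.5) scale (SD, n = 5 populations). MEP markers led in K2, K3, K5 and K1v2. In K1, markers of MK and platelets had a z-score of 1.83 over the 12 lists, above 1.49 for MEP markers. The MEP list holds Gata2, a transcription factor of early progenitors, at 5.85 ± 0.46 (SD, n = 5), Gata1, the transcription factor that both the erythroid and the MK lineage require, at 5.35 ± 0.41 (SD, n = 5), and its cofactor Zfpm1 at 4.66 ± 0.44 (SD, n = 5). MK and platelet markers came next at 3.37 ± 1.08 (SD, n = 5), a mean that K1 raised with 5.24 against 2.54 to 3.33 in the other populations. In K1v2 they lay below the stem and progenitor list at 3.16 and the erythroid list at 2.91. Counting expressed members only, they ranked behind the stem and progenitor list, with z-scores of 0.79 and 0.81. Erythroid markers had a mean of 2.55 ± 0.39 (SD, n = 5) and CFUE markers one of 2.24 ± 0.19 (SD, n = 5). Klf1, a transcription factor of erythroid cells, measured 3.46 ± 0.70 (SD, n = 5). Expressed as z-scores, MEP markers had 1.86 ± 0.23, MK and platelet markers 1.13 ± 0.47, erythroid markers 0.66 ± 0.10 and CFUE markers 0.48 ± 0.16 (SD, n = 5). These lists were written from general knowledge and stand in for the Haemopedia signatures, which were not used here. Their z-scores compare lists within a library, whereas the paper scales each signature across samples, so the 2 rankings are not like for like. The MEP list shares 3 genes with the MK and platelet list, 6 with the erythroid list and 4 with the CFUE list.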

Less differentiated HSPC, including long-term hematopoietic stem cells (LT-HSC) and MPP, as well as myeloid progenitors (granulocyte monocyte progenitors (GMP) and lymphoid progenitors (common lymphoid progenitors (CLP), Pro B-cells) were more distantly related (Fig. 3a). 

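Markers of hematopoietic stem and progenitor cells had a mean level of 2.66 ± 0.35 on the log2(FPKM + 0.5) scale (SD, n = 5) in non-differentiated cells, and those of GMP one of 1.08 ± 0.80 (SD, n = 5). Lymphoid markers lay near the floor of −1.0, with −0.33 ± 0.14 for B cells and −0.11 ± 0.26 for T and NK cells (SD, n = 5). Among stem and progenitor genes, Cd34, a surface marker of immature cells, measured 5.08 ± 1.03, the transcription factor Hlf 4.45 ± 0.89 and the transcription factor Mecom 3.4 ± 1.2 (SD, n = 5). Kit, the receptor of stem cell factor, ranged from 5.3 to 6.1 in K2, K3 and K1v2 but was 0.84 in K1 and 0.47 in K5. Of GMP genes, Plac8 measured 7.75 ± 0.50 and Sfpi1, which encodes the myeloid transcription factor PU.1, 3.18 ± 0.14 (SD, n = 5). The T cell genes Cd4 and Cd8a, the macrophage receptor gene Csf1r and the dendritic cell gene Itgax had means of −0.99, −1.0, −0.84 and −0.59. The stem and progenitor list had a z-score of 0.74 ± 0.22 over the 12 lists, GMP −0.21 ± 0.37, dendritic cells −0.77 ± 0.14, T and NK cells −0.93 ± 0.05, neutrophils −0.95 ± 0.16, macrophages −0.99 ± 0.09 and B cells −1.06 ± 0.15 (SD, n = 5). Markers of mast cells, basophils and eosinophils had a z-score of 0.04 ± 0.30 (SD, n = 5).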

Global comparison of non-differentiated vs. differentiated cells illustrated a massive change in gene expression (Fig. 3b and Supplementary Data 1). 

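Of 11851 genes tested with limma, 1335 (11.3%) were higher and 5046 (42.6%) were lower in MK than in ND at an adjusted p under 0.05. The largest rise was that of Itgb3, which encodes the integrin chain that pairs with CD41 to bind fibrinogen on platelets. It rose from 3.32 ± 2.93 to 9.68 ± 0.35 on the log2(FPKM + 0.5) scale (SD, n = 5 each), a log2 fold change of 6.36 (standard error 1.15, adjusted p = 0.00202). Gp6, the collagen receptor of platelets, rose by 6.22 (standard error 0.98, adjusted p = 0.00154). The largest falls were those of Dio2, an enzyme that activates thyroid hormone, with −6.51 (standard error 0.64, adjusted p = 0.000377), and of Dazl, an RNA-binding protein known from germ cells, with −6.35 (standard error 0.66, adjusted p = 0.000519). Cmtm7, a membrane protein, fell by 6.07 (standard error 0.60, adjusted p = 0.000377). These changes had the same direction in 5 of 5 populations, as had those of 1130 of the genes that were higher and 4646 of the genes that were lower. At a log2 fold change of at least 1 in size, 801 genes were higher and 2508 lower. For 3669 genes (31% of those tested) the values of the MK and the ND libraries did not overlap, which chance gives for 0.794%. The split into higher and lower genes rests on the scaling between libraries, with 2568 higher and 2761 lower after quantile normalization and 2576 higher and 2622 lower after subtracting the median of each library. Without K1v2 of MK and K1 of ND, a choice made after the values were seen, 1609 genes were higher and 5460 lower.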

Cells differentiated in the presence of TPO had lost apparent similarity to progenitor cells, but exhibited a very strong correlation with MKs, followed by reticulocytes (Fig. 3c). 

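In every MK library the markers of MK and platelets had the highest mean level of the 12 hematopoietic lists, 6.30 ± 0.37 on the log2(FPKM + 0.5) scale (SD, n = 5), with a z-score of 2.40 ± 0.16. MEP markers followed with a z-score of 1.21 ± 0.07, erythroid markers with 0.53 ± 0.16, stem and progenitor markers with 0.38 ± 0.06 and CFUE markers with 0.12 ± 0.11 (SD, n = 5). Of 49 tested MK and platelet genes, 43 rose and none fell, with 44 rising when adjusted over the list alone (camera, adjusted p = 7.07e-29, and adjusted p = 0.316 with an estimated correlation). Ppbp, a chemokine stored in platelet granules, had a log2 fold change of 6.06 (standard error 1.31, adjusted p = 0.00388 from limma) and was higher in 4 of 5 populations. Gp1ba and Gp5, subunits of the platelet receptor for von Willebrand factor, rose by 3.67 (standard error 0.55) and 3.31 (standard error 0.76). Selp, the adhesion molecule P-selectin, rose by 4.59 (standard error 0.96).

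Genes of progenitors moved apart. Of 20 tested stem and progenitor genes, 6 fell and 3 rose, also when adjusted over the list alone, against 5 falling and 6 rising under both rescalings between libraries (camera, adjusted p = 0.599). Their mean log2 fold change was −0.61, or −0.21 relative to that of other genes. Hlf and Mecom fell by 4.42 (standard error 0.62) and 4.1 (standard error 0.49). Cd48, a surface protein of multipotent progenitors, fell by 3.59 (standard error 0.87) and the transcription factor Bcl11a by 2.30 (standard error 0.33). Cd34 had a log2 fold change of −1.41 (adjusted p = 0.123 from limma, or 0.048 with the population as a block). Leaving out 1 library moved it to between −1.81 and −0.93. Of 28 tested MEP genes, 10 rose and 10 fell, also when adjusted over the list alone, against 14 and 8 under both rescalings. The mean log2 fold change of the MEP list was −0.72, or −0.32 relative to that of other genes, and its median 0.12. By t-values camera placed the list higher than other genes (adjusted p = 0.0299, and adjusted p = 0.316 with an estimated correlation). That call was lost under both rescalings and without the low-value filter. Within the MEP list Epor, the erythropoietin receptor, rose by 1.37 (standard error 0.24) and Samd14, a gene of erythroid progenitors, by 1.62 (standard error 0.40). Of 14 tested CFUE genes, 5 fell and 3 rose, also when adjusted over the list alone, against 4 and 4 under both rescalings (camera, adjusted p = 0.495). Their mean log2 fold change was −0.88, or −0.48 relative to that of other genes. Car1, a carbonic anhydrase of early erythroid cells, fell by 4.59 (standard error 1.20) and the erythroid adhesion molecule Icam4 by 3.63 (standard error 0.47). Of 34 tested erythroid genes, 10 rose and 9 fell, or 10 and 11 when adjusted over the list alone, against 13 and 6 after quantile normalization and 14 and 6 after subtracting medians. Their mean log2 fold change was −0.18, their median 0.22, and camera placed them higher than other genes (adjusted p = 0.00432, and adjusted p = 0.409 with an estimated correlation). Spnb1 and Epb4.1, which encode parts of the red cell membrane skeleton, rose by 1.93 (standard error 0.45) and 1.44 (standard error 0.22). Mkrn1, a ubiquitin ligase of maturing red cells, rose by 1.78 (standard error 0.27). Of 12 tested GMP genes, 5 fell and 1 rose, also when adjusted over the list alone, against 2 and 2 after quantile normalization and 3 and 2 after subtracting medians (camera, adjusted p = 0.946). Plac8 fell by 2.47 (standard error 0.60) and Sfpi1 by 1.99 (standard error 0.38). From its signatures, Q-PCR, lineage-defining factors and gene ontology analyses taken together, the paper concludes that the cells resemble primary MKs in their gene expression after differentiation.

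**Figure D1:**
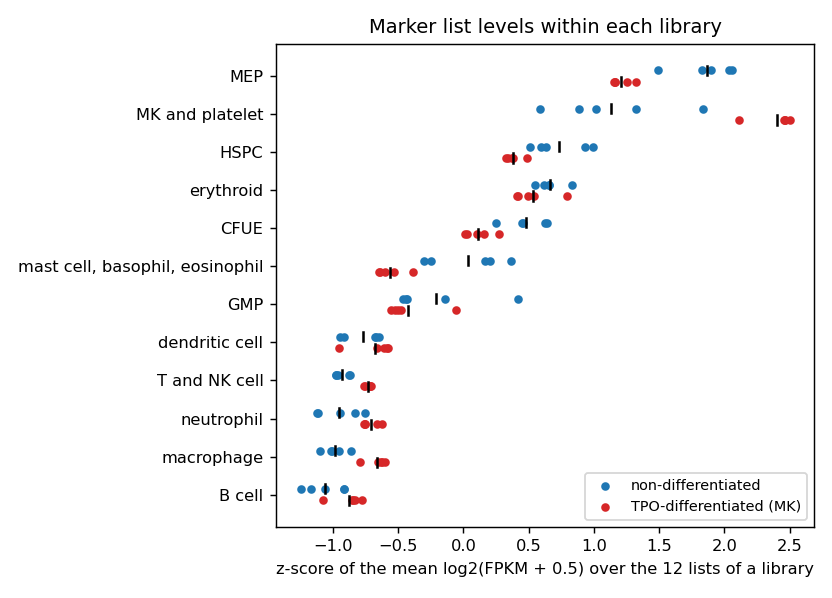
Z-score of the mean level of each of 12 hematopoietic marker lists within a library (horizontal axis, no unit) for the non-differentiated and MK libraries, each point being 1 library. MEP markers lead in 4 of the 5 non-differentiated libraries and MK and platelet markers in the 5 MK libraries.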

Up-regulation of two MK signature genes, *Pf4* and *Vwf*, in TPO-differentiated Hoxa7-TPO cells was confirmed by Q-PCR (Fig. 3d). 

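Pf4, which encodes platelet factor 4, a chemokine of MK granules, rose from 9.09 ± 1.77 in ND to 13.68 ± 0.70 in MK on the log2(FPKM + 0.5) scale (SD, n = 5 each), a log2 fold change of 4.59 (standard error 0.75, adjusted p = 0.0016 from limma). Vwf, the adhesion protein that tethers platelets to the vessel wall, rose from 2.98 ± 1.91 to 7.93 ± 0.65 (SD, n = 5 each), a log2 fold change of 4.96 (standard error 0.79, adjusted p = 0.00158 from limma). Both were higher in MK in 5 of 5 populations and in each MK library than in each ND library (exact permutation test without regard to the pairs, two-sided p = 0.00794, the smallest that 252 arrangements allow). With the pairs of each population kept, p was 0.0625 for both genes, the smallest that 32 arrangements allow. Population K1 had the smallest rise in both genes, by 1.67 for Pf4 and 2.35 for Vwf, as its ND library already measured 12.1 and 5.77, where the other ND libraries had 7.70 to 8.84 and 1.54 to 4.18. These are RNAseq values. In the paper's own Q-PCR the mean log2 ratio of differentiated to non-differentiated cells is 6.56 for Pf4 and 6.79 for Vwf over 5 populations, one of which, K4, has no library here, and K1v2 has no Q-PCR value.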

The fundamental changes in gene regulation during cell differentiation were recapitulated on the level of lineage-defining factors, including *Mpl* and *Itga2b*, as expected (Supplementary Fig. 4). They were also recapitulated by gene ontology analyses, illustrating for example up-regulation of autophagy-related genes and down-regulation of RNA synthesis-related genes in mature MK (Supplementary Fig. 5 and Supplementary Data 2). This analysis also shows the down-regulation of mitotic cell cycle-related genes in mature MK (and their up-regulation in RBC, see below), which is consistent with the negative correlation of cell cycle kinetics and MK differentiation of primary MEP (Supplementary Fig. 5)^14^. 

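Mpl, the receptor of TPO, rose from 5.17 ± 0.80 in ND to 6.90 ± 0.23 in MK on the log2(FPKM + 0.5) scale (SD, n = 5 each), a log2 fold change of 1.73 (standard error 0.34, adjusted p = 0.00257 from limma). Itga2b, the CD41 gene by whose product the cells were sorted, rose from 7.68 ± 0.74 to 10.06 ± 0.33 (SD, n = 5 each), a log2 fold change of 2.37 (standard error 0.33, adjusted p = 0.00132 from limma). For both genes the lowest MK library lay above the highest ND library (exact permutation test without regard to the pairs, two-sided p = 0.00794, or 0.0625 with the pairs kept, the smallest either allows). Factors of the progenitor state fell, with Kit at −4.34 (standard error 1.09, adjusted p = 0.00759) and Gata2 at −2.51 (standard error 0.41, adjusted p = 0.00161). Kit was already low in K1 and K5 of ND, so its mean fall rests mainly on K2, K3 and K1v2. Klf1, which directs erythroid gene expression, fell from 3.46 to −0.45 ± 1.06 (SD, n = 5), by 3.91 (standard error 0.51, adjusted p = 0.00117). The transferrin receptors Tfrc and Tfr2, which take up or sense iron, fell by 2.57 (standard error 0.57) and 5.56 (standard error 0.37). Zfpm1 rose by 1.34 (standard error 0.23, adjusted p = 0.00187) and Gata1 by 0.56 (standard error 0.19, adjusted p = 0.0274). The call of Gata1 was lost without the filter on low values (adjusted p = 0.058) and without K2 or K3 of MK or K3 of ND (adjusted p = 0.056, 0.060 and 0.053). Nfe2, a transcription factor of platelet formation, had a log2 fold change of 0.57 (standard error 0.24, adjusted p = 0.0684). It passed the test after quantile normalization with 0.81 (adjusted p = 0.024), after subtracting medians with 0.97 (adjusted p = 0.010), without K1v2 of both groups with 0.77, with K1 and K1v2 averaged with 0.70, without K5 of MK with 0.68 and without K1v2 of ND with 0.73.

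Genes of heme and hemoglobin synthesis went several ways. Of 18 tested heme genes, 9 fell and 1 rose, also when adjusted over the list alone, against 6 and 4 after quantile normalization and 5 and 4 after subtracting medians (camera, adjusted p = 0.495). Abcb10, a transporter of the mitochondrial membrane, fell by 2.49 (standard error 0.48). Alad, an enzyme of heme synthesis, fell by 1.42 (standard error 0.48, adjusted p = 0.0294). That call was lost without the low-value filter (adjusted p = 0.075), under both rescalings (−0.97 and −1.01) and when K1, K2, K3 or K5 of MK or K1, K2 or K1v2 of ND was left out, with adjusted p-values of 0.053 to 0.069. Hba-a1 and Hba-a2, which encode alpha globin, had log2 fold changes of 2.39 (standard error 1.42, adjusted p = 0.178) and 2.00 (standard error 1.37, adjusted p = 0.238). They passed the test with K1 and K1v2 averaged, at 3.28 and 2.76, and Hba-a1 also without K1 of ND, at 3.4. Hbb-b1 and Hbb-b2, which encode beta globin, had −0.74 (standard error 1.28, adjusted p = 0.642) and −0.56 (standard error 1.12, adjusted p = 0.69). Leaving out 1 library moved them to between −0.14 (without K1v2 of ND) and −1.51 (without K2 of ND) for Hbb-b1, and to between −0.01 (without K5 of ND) and −1.27 (without K3 of ND) for Hbb-b2, with no call. The copies within each globin pair are nearly identical in sequence and could share reads, so the values of single copies are uncertain. Gypa, the red cell surface protein glycophorin A, rose by 1.53 (standard error 0.54, adjusted p = 0.0344), a call lost without the low-value filter (adjusted p = 0.093) and without K2 or K3 of MK or K2, K3 or K5 of ND (adjusted p = 0.062 to 0.084). Hoxa7 measured 3.23 ± 0.66 in ND and 3.16 ± 0.29 in MK (SD, n = 5 each, log2 fold change −0.07, adjusted p = 0.865 from limma). Leaving out 1 library moved it to between −0.26 (without K1 of ND) and 0.09 (without K2 of ND), with no call. The viral fusion gene with the same coding sequence could contribute to these values.

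**Figure D2:**
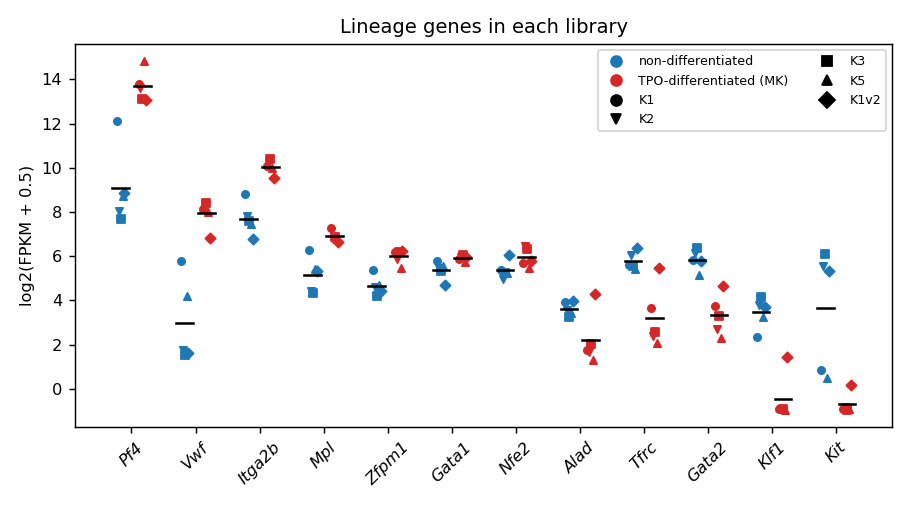
Level of 12 genes of the MK, erythroid and progenitor programs on the log2(FPKM + 0.5) scale (vertical axis) in non-differentiated and MK libraries, each marker being 1 library and its shape the population. Pf4, Vwf, Itga2b and Mpl lie higher in each MK library than in each non-differentiated library, Kit and Klf1 lie near the floor of −1.0 in most MK libraries, and the non-differentiated library K1 lies apart from its group for Pf4.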

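Genes of ribosome biogenesis and of mRNA processing fell together in MK, while no list of transcription genes was tested. Of 71 tested genes of ribosome biogenesis, 67 fell and none rose, or 68 when adjusted over the list alone (camera, adjusted p = 5.37e-09, and adjusted p = 0.671 with an estimated correlation). Rrp15, which takes part in ribosomal RNA processing, fell by 2.69 (standard error 0.48), and Dkc1, which modifies ribosomal RNA, by 2.46 (standard error 0.52) on the log2 scale. Of 64 tested genes of mRNA processing, 60 fell and none rose, also when adjusted over the list alone, while 1 rose and 46 fell after subtracting medians (camera, adjusted p = 4.03e-08, and adjusted p = 0.671 with an estimated correlation). Ddx39, an RNA helicase of splicing and export, fell by 2.31 (standard error 0.48), and Snrpd1, a core protein of the spliceosome, by 2.10 (standard error 0.40).

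Autophagy genes went both ways. Of 53 tested members, 8 rose and 9 fell in the values as deposited, or 6 and 5 when adjusted over the list alone, but 25 rose and 1 fell after quantile normalization and 27 rose and 1 fell after subtracting the median of each library. Relative to all other genes the list was higher in MK (camera, adjusted p = 0.000449, mean log2 fold change 0.10, median 0.06). That call was lost with an estimated correlation (adjusted p = 0.316) and without the low-value filter (adjusted p = 0.057). Fry, which compares the list with no other genes, made no call (adjusted p = 0.389). By the rule for naming, the members shown are those that fell most. Bnip3, a mitochondrial protein of mitophagy, fell by 1.72 (standard error 0.48) and Atg16l2, a homolog of an autophagosome-forming protein, by 0.79 (standard error 0.28). Wipi2, which binds lipids of the forming autophagosome, fell by 0.61 (standard error 0.16) and Uvrag, a regulator of autophagosome maturation, by 0.59 (standard error 0.12). The calls of Atg16l2, Wipi2 and Uvrag were lost under both rescalings, with values of −0.25, −0.24 and −0.23 after quantile normalization. That of Atg16l2 was also lost without the low-value filter and without any of K1, K2, K3 and K5 of MK or K3, K5 and K1v2 of ND (adjusted p = 0.055 to 0.088). Among the members that rose, Fyco1, an adaptor for autophagosome transport, and Trp53inp1, a stress-induced autophagy protein, were chosen after their values were seen, with rises of 1.60 (standard error 0.33) and 1.70 (standard error 0.31). Trp53inp1 is also a target gene of p53.

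**Figure D3:**
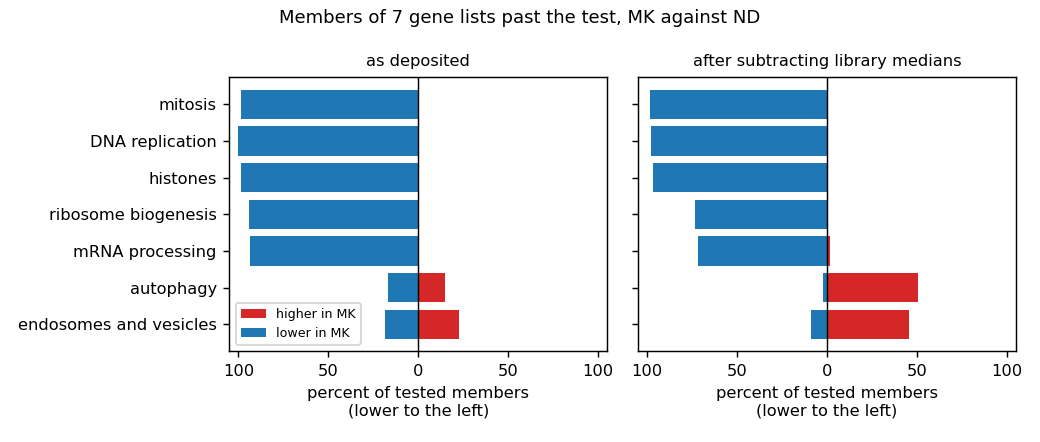
Percent of the tested members of 7 gene lists (horizontal axis) that passed the test as higher (to the right) or lower (to the left) in MK than in ND, for the values as deposited and after subtracting the median of each library. Mitosis, DNA replication, histone, ribosome biogenesis and mRNA processing genes fell under both scalings, whereas the autophagy list turned from 8 rising and 9 falling to 27 rising and 1 falling.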

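Cell cycle genes fell almost without exception in MK. Of 60 tested genes of mitosis, 59 fell and none rose, or 60 when adjusted over the list alone (camera, adjusted p = 1.64e-09, and adjusted p = 0.671 with an estimated correlation). Mki67, a protein of proliferating cells, fell from 6.32 ± 0.26 to 2.14 ± 2.14 on the log2(FPKM + 0.5) scale (SD, n = 5 each), a log2 fold change of −4.18 (standard error 0.84, adjusted p = 0.00288 from limma). Top2a, the topoisomerase that untangles chromosomes, fell by 4.11 (standard error 0.81), and the cyclins Ccnb2 and Ccna2 fell by 4.25 (standard error 0.89) and 4.18 (standard error 0.95). All 50 genes of DNA replication fell, also when adjusted over the list alone (camera, adjusted p = 8.03e-10, and adjusted p = 0.671 with an estimated correlation). Mcm5, part of the replicative helicase, fell by 4.16 (standard error 0.84) and Uhrf1, which maintains DNA methylation at replication forks, by 4.04 (standard error 0.76). Of 66 tested histone genes, 65 fell and none rose, also when adjusted over the list alone (camera, adjusted p = 4.85e-09, and adjusted p = 0.671 with an estimated correlation), with Hist1h1b at −5.20 (standard error 1.20). The MK library K1v2 kept part of this expression. Its FPKM was 35.0% of that of the ND library of the same population for Uhrf1, 45.6% for Top2a, 46.8% for Mcm5, 56.1% for Mki67, 57.2% for Ccnb2, 66.1% for Ccna2 and 72.1% for Hist1h1b. Of 29 tested genes linked to endomitosis, the repeated DNA replication without cell division by which MKs become polyploid, 16 fell and 7 rose, also when adjusted over the list alone, against 12 and 9 after quantile normalization and 10 and 10 after subtracting medians (camera, adjusted p = 0.555). Their mean log2 fold change was −0.61, or −0.21 relative to that of other genes.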

Taken together, the data show that Hoxa7-TPO-derived mature MKs resemble transcriptionally their primary counterparts. The close relationship with MEP and co-expression of CD105 and CD150 indicated that Hoxa7-TPO cells might have both MK and erythroid potential.

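Eng, which encodes CD105, measured 3.89 ± 0.97 on the log2(FPKM + 0.5) scale in non-differentiated cells and 3.51 ± 0.78 in MK (SD, n = 5 each), a log2 fold change of −0.39 (standard error 0.49, adjusted p = 0.521 from limma). Leaving out 1 library moved it to between −0.17 (without K5 of ND) and −0.69 (without K3 of ND), with no call. Slamf1, which encodes CD150, measured 5.05 ± 0.37 in non-differentiated cells and rose to 5.83 ± 0.36 in MK (SD, n = 5 each), by 0.78 (standard error 0.22, adjusted p = 0.0131 from limma) and in 5 of 5 populations, or by 1.19 after subtracting the median of each library. Genes of other surface antigens had these values. Ptprc fell by 1.34 (standard error 0.25, adjusted p = 0.00239). It encodes all forms of CD45, and the value of the gene says nothing on B220, the form that the paper measured. The adhesion receptor gene Cd44 had a log2 fold change of −0.10 (standard error 0.40, adjusted p = 0.854), or 0.31 after subtracting medians. Ly6a, which encodes Sca-1, had 0.69 (standard error 1.18, adjusted p = 0.642), and between −0.08 (without K3 of ND) and 1.37 with 1 library left out. Of the CD16/CD32 genes, Fcgr2b had 0.33 (standard error 0.98, adjusted p = 0.792), with −0.24 without K2 of MK, −0.26 without K3 of MK, −0.05 without K5 of ND and up to 0.82 without K1v2 of MK. Fcgr3 fell by 2.08 (standard error 0.75, adjusted p = 0.0376). The call of Fcgr3 was lost under both rescalings, without the low-value filter and without any of K1, K2, K3 and K5 of MK or K2, K3 and K1v2 of ND (adjusted p = 0.059 to 0.097).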

**Fig. 3:**
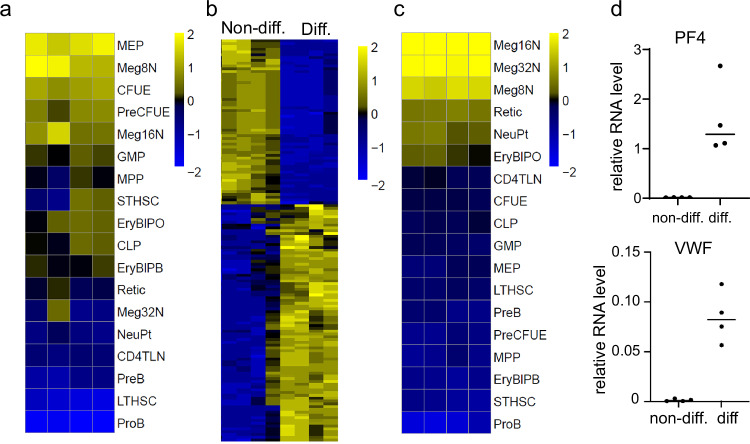
Transcriptomics-based comparative analysis of Hoxa7-TPO cells and primary hematopoietic cell types. **a** Heatmap based on z-scores of averaged log 2 FPKM gene expression for each signature that were derived from four populations each of non-differentiated Hoxa7-TPO cells and defined, murine hematopoietic cell types obtained from Haemopedia^13^. **b** Heatmap displaying the z-score transformation of average of log 2 FPKM of highly expressed genes for each cell type. The genes were selected by RNAseq analysis derived from four populations of non-differentiated Hoxa7-TPO cells and Hoxa7-TPO cells that were differentiated in TPO for four days. **c** Heatmap based on z-scores of averaged log 2 FPKM gene expression for each signature derived from four populations of Hoxa7-TPO cells that were differentiated with TPO for four days and defined, murine hematopoietic cell types obtained from Haemopedia^13^. **d** Q-PCR analysis of four populations of non-differentiated Hoxa7-TPO cells and Hoxa7-TPO cells that were differentiated in TPO for four days. Source data are provided as a Source Data file. LTHSC, Long-term hematopoietic stem cells; STHSC, short-term hematopoietic stem cells; MPP, multipotent progenitors; GMP, granulocyte macrophage progenitors; CLP, common lymphoid progenitors; PreCFUE, Pre-colony forming unit – erythroid; MEP, megakaryocyte erythrocyte progenitors; CFUE, colony forming unit – erythroid; EryBlPB, polychromatic (some basophilic) erythroblasts; EryBlPO, polychromatic (some orthochromatic) erythroblasts; Retic, reticulocytes; Meg8N, 8N MK; Meg16N, 16N MK; Meg32N, 32N MK; NeutPt, neutrophils from peritoneal cavity; ProB, Pro-B cells; PreB, Pre-B cells; CD4TLN: CD4 T cell from lymph nodes.

### In vivo potential of Hoxa7-TPO cells

To evaluate the in vivo lineage potential of Hoxa7-TPO cells, we established cell lines using BM from GFP-transgenic mice, which express GFP in all hematopoietic lineages, facilitating their identification by flow cytometry^15^. Cells grown in the presence of TPO and estrogen were adoptively transferred to lethally irradiated mice (along with a small number of GFP-negative BM helper cells from isogenic mice), and the generation of GFP^+^ Hoxa7-TPO-derived cells was analyzed in the peripheral blood (PB) over time. One week after transfer, substantial levels of Hoxa7-TPO-derived platelets were apparent in all mice adoptively transferred with independently established Hoxa7-TPO cell populations (Fig. 4a, b). Cell size of Hoxa7-TPO-derived platelets was comparable to BM-derived platelets under various conditions, including mice transferred with Hoxa7-TPO cells and mice transplanted with GFP + BM to mimic adoptive transfer conditions (Supplementary Fig. 6). Owing to the low number of BM cells transferred (2x10e5 cells) and the early time point of analysis, endogenous, host-derived platelets in Hoxa7-TPO-transferred mice likely represent exclusively cells that survived irradiation, rather than de-novo, donor-derived cells. To analyze morphological and functional aspects of Hoxa7-TPO-derived platelets, we transferred non-differentiated Hoxa7-TPO cells into PF4-Cre-iDTR mice, in which MK and platelets can be eliminated efficiently by in vivo administration of diphtheria toxin (DT), thereby increasing the percentage of Hoxa7-TPO-derived mature platelets (see Methods section). 6 days after transfer, platelets were isolated and analyzed by immuno-fluorescence with antibodies against *β*-tubulin, von Willebrand factor (vWF) and GFP, the latter identifying Hoxa7-TPO-derived cells. As shown in Fig. 4c, Hoxa7-TPO-derived cells showed a typical platelet morphology as reflected by a classic tubulin ring surrounding granular vWF, similar to endogenous platelets of untreated control mice. Moreover, when plated on fibrinogen, both Hoxa7-TPO-derived and endogenous platelets exhibited characteristic, actin-dependent spreading of platelets (Fig. 4d).

**Fig. 4:**
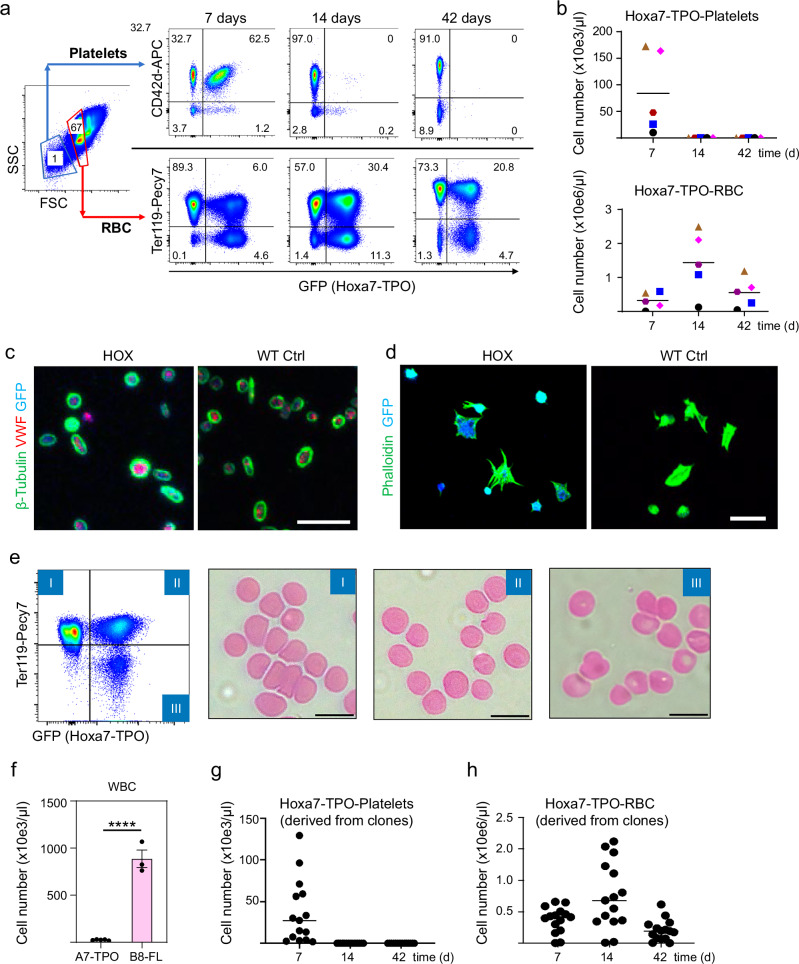
In vivo potential of Hoxa7-TPO cells. **a** Flow cytometry analysis of the PB of mice that were adoptively transferred with GFP-expressing Hoxa7-TPO cells for indicated time periods. **b** Quantitative analysis of Hoxa7-TPO-derived platelets and RBC in the PB of mice adoptively transferred with independently established Hoxa7-TPO cell populations (*n* = 6) for indicated time periods. Symbols represent independently established cell populations. Source data are provided as a Source Data file. **c, d** Immuno-fluorescence analysis of washed Hoxa7-TPO-derived and endogenous platelets that were seeded on chamber slides coated with Poly-L-lysine (**c**) or fibrinogen (**d**), incubated with antibodies against indicated proteins or phalloidin, followed by confocal microscopy. Scale bars = 10 μm. **e** Flow cytometry-based gating strategy (left) and microscopy images (right) of May-Grünwald-stained cytospins of FACS-purified cell populations 14 days after adoptive transfer of Hoxa7-TPO cells. I = BM-derived RBC; II = Hoxa7-TPO-derived Ter119^+^ RBC; III = Hoxa7-TPO-derived Ter119^-^ RBC. Scale bars = 10 μm. **f** Flow cytometry-based quantification of Hoxa7-TPO- and Hoxb8-FL-derived white blood cells (WBC) in the PB 7 days after adoptive transfer. Data represent mean ± SD for 5 (Hoxa7-TPO) and 3 (Hoxb8-FL) adoptively transferred mice. ****P < 0.0001. Two-tailed unpaired t test. Source data are provided as a Source Data file. **g, h** Quantitative analysis of platelets (**g**) and RBC (**h**) in the PB of mice that were adoptively transferred with 15 clones derived from Hoxa7-TPO cells. Each symbol represents data obtained from individual mice transferred with one individual clone. Source data are provided as a Source Data file.

Hoxa7-TPO-derived platelets largely disappeared by day 14 after transfer, consistent with terminal differentiation accompanied by loss of self-renewal of Hoxa7-TPO cells in the absence of exogenous estrogen and the relatively short half-life of mouse platelets (Fig. 4a)^16^. In contrast, GFP+ Ter119+ RBC were detected at day 7 after Hoxa7-TPO cell transfer, reached peak levels at day 14 and remained present after six weeks, reflecting the 38 to 52 day in vivo half-life of RBC^17^ (Fig. 4a, b). Morphologically Hoxa7-TPO-derived RBC were indistinguishable from endogenous cells (Fig. 4e). We noted a population of GFP^+^ Ter119^-^ RBC, which was detected primarily at early time points and progressively lost thereafter (Fig. 4a). Morphologically, these cells were very similar to Ter119^+^ RBC (Fig. 4e). We speculate that these cells represent less mature RBC, which may be generated under the very particular conditions in irradiated mice. This interpretation is consistent with the smaller percentage of these cells found in endogenous RBC populations, which consist largely of aged cells that persist after lethal irradiation. The Hoxa7-TPO cells produced very few white blood cells (WBC) in vivo, in contrast to Hoxb8-FL cells, which represent conditionally immortalized WBC progenitors, but lack potential for platelet and RBC development^4^ (Fig. 4f). To exclude the possibility that the bi-lineage potential of Hoxa7-TPO cell populations was due to a mixture of cells with lineage potential for either platelets or RBC, we established single cell clones and evaluated their lineage potential in adoptive transfer experiments. Most clones maintained both platelet and RBC potential, similar to what we observed in bulk cell (non-clonal) populations (Fig. 4g, h). While the overall lineage output of individual clones varied, platelet and RBC potential correlated quite well, as reflected by a Pearson correlation index of 0.46 (Supplementary Fig. 7). As such, some clones appeared to possess an overall higher lineage potential. However, we note that the cloning procedure itself may exert stress on the cell lines, which may contribute to differences in linage output. Cryopreserving established Hoxa7-TPO cells in liquid nitrogen did not reduce cell performance as assessed by recovery and adoptive transfer of Hoxa7-TPO cells that had been cryopreserved for 4 years in liquid nitrogen (Supplementary Fig. 8a–c). Together with results obtained by flow cytometry and gene expression analyses, the data suggest that Hoxa7-TPO cells correspond closely to primary MEP, with potential for megakaryocyte and erythroid lineages.

### Functional analysis of Hoxa7-derived platelets

Thrombin treatment of platelets induces their activation markers and aggregation, reflecting essential, physiological functions. To determine if Hoxa7-TPO-derived platelets maintained these effector functions, we analyzed platelets from the PB of adoptively transferred mice in comparison to endogenous platelets from the same mice. Hoxa7-TPO-derived platelets showed thrombin-induced CD62P up-regulation comparable to endogenous platelets (Fig. 5a and Supplementary Fig. 8d). Moreover, thrombin treatment resulted in aggregation of Hoxa7-TPO-derived platelets, reflected by loss of single platelets, which was largely comparable to their endogenous counterparts (Fig. 5b). Slight differences may be due to the fact that Hoxa7-TPO-derived platelets represent newly generated (younger) cells, while endogenous platelets are largely composed of older cells that persist after lethal irradiation. Thus, the data suggest that Hoxa7-derived platelets are functionally active.

**Fig. 5:**
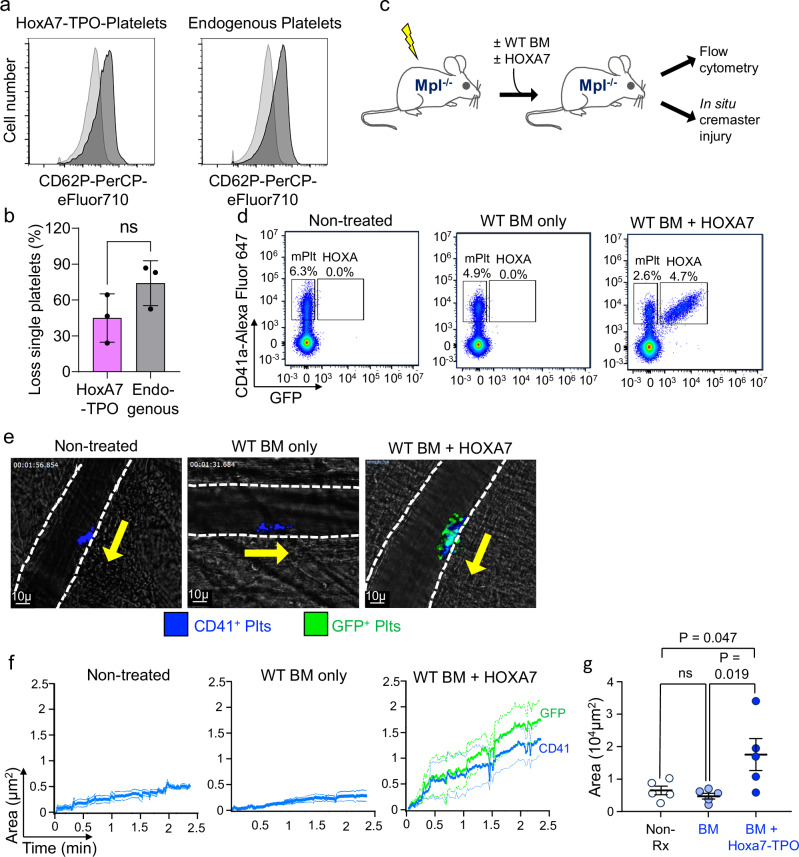
Functional analysis of Hoxa7-TPO-derived platelets. **a** Flow cytometry of thrombin-treated platelets. Platelet-rich plasma was prepared from mice six days after adoptive transfer with GFP^+^ Hoxa7-TPO cells and BM-derived helper cells, followed by thrombin treatment (2U/ml) for 20 min. Light grey, non-treated cells; dark gray, thrombin-treated cells. **b** Collagen-induced aggregation analysis of Hoxa7-TPO-derived and endogenous platelets. Whole blood obtained from mice six days after adoptive transfer with GFP^+^ Hoxa7-TPO cells and BM-derived helper cells was treated with collagen (2 µg/ml) for 5 min. The loss of single platelets (reflecting aggregation) was determined by flow cytometry in comparison to non-treated samples. Error bars represent mean ± SD for three replicates obtained from independently transferred mice; Two-tailed unpaired t test. Source data are provided as a Source Data file. **c** Experimental layout of the cremaster arteriole injury model. *Mpl*^-/-^ mice were left untreated (non-treated) or irradiated and then infused with either wildtype (WT) bone marrow cells (BM) alone or BM cells along with non-differentiated Hoxa7-TPO cells. **d** Representative flow cytometry analysis of 4 studies indicating endogenous platelets (mPlt) and Hoxa7-TPO-derived platelets (HOXA) 5 days after adoptive transfer. See Supplementary Fig. 9 for detailed numbers of cells in the various mouse groups. **e** Representative wide-field images at 1.5-2 minutes post injury from videos of laser-induced cremaster arteriole thrombi with CD41^+^ cells in blue and GFP^+^ cells in green. The vessel wall is indicated by the dashed white lines. Direction of flow is indicated by the yellow arrow. Scale bar, 10 µm. **f** Mean ±1 SEM of area-under-the-curve (AUC) of CD41^+^ and CD41^+^GFP^+^ platelet incorporation into thrombi over 2.5 minutes post-laser injury in mice transferred with Hoxa7-TPO cells and BM cells. *N* = 5 with 4-8 injuries per arm is shown. Source data are provided as a Source Data file. **g** Thrombi size (mean ± 1 SEM) for *n* = 5 studies per arm quantified based on total AUC of CD41^+^ platelets over the 2.5-minute study shown in (f) for non-treated *Mpl*^*-/-*^ mice (Non-Rx), mice receiving only BM (BM) and mice receiving BM plus Hoxa7-TPO cells (BM + Hoxa7-TPO). The total CD41 signal includes CD41^+^ BM- and Hoxa7-TPO-derived platelets. Statistical difference was calculated by one-way ANOVA. Ns, not significant. Source data are provided as a Source Data file.

To confirm and extend the functional activity of the Hoxa7-TPO-derived platelets, we studied their hemostatic efficacy in a cremaster arteriole vascular injury in situ microscopy model in which thrombus formation can be visualized in real time^18^. To limit the contribution of the endogenous platelets, we used previously described *Mpl*^*-/-*^ mice as the recipients, in which platelet counts are reduced by approximately 60–80% compared to wildtype (WT) C57B/6 mice^19^. Three distinct groups of mice were studied, i.e., (i) untreated *Mpl*^*-/-*^ control mice, (ii) irradiated *Mpl*^*-/-*^ control mice receiving only a small number of wildtype helper BM cells, and (iii) irradiated *Mpl*^*-/-*^ mice receiving wildtype BM helper cells plus non-differentiated Hoxa7-TPO cells (Fig. 5c). Whole blood flow cytometry analysis from these mice showed that the relative number of platelets was ~4–6% of the total cells. In mice transplanted with BM plus Hoxa7-TPO cells, roughly two-thirds of platelets were derived from the Hoxa7-TPO cells (Fig. 5d). All three groups were studied for hemostatic efficacy by in situ microscopy of clot formation following laser injury to cremaster arterioles. Compared to untreated *Mpl*^*-/-*^ mice or *Mpl*^*-/-*^ mice transplanted with only BM helper cells, the concurrent presence of BM- and Hoxa7-TPO-derived platelets led to a more vigorous thrombus formation at the site of injury, with Hoxa7-TPO-derived platelets contributing the majority of clot formation (~60%)(Fig. 5c–g and Supplementary Fig. 9). Interestingly, the presence of Hoxa7-TPO-derived platelets increased the incorporation of endogenous (*Mpl*-deficient) platelets into thrombi significantly, likely compensating for the functional deficiency of *Mpl*-deficient platelets (Fig. 5f, g). Thus, Hoxa7-TPO-derived platelets exhibit hemostatic function, as evidenced by their contribution to thrombus formation after arteriole vascular injury.

### RBC development of Hoxa7-TPO cells in vivo

We isolated Hoxa7-TPO-derived reticulocytes from mice and analyzed their gene expression profile, which confirmed their close relation to primary reticulocytes and dissimilarity to other hematopoietic cell types (Fig. 6a)^20^. 

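Reticulocytes that had formed from transferred Hoxa7-TPO cells were sorted from recipient mice and sequenced in 5 libraries (RBC). The paper gives 7 days after transfer and 4 populations for these cells, whereas the sample labels give day 6 and name K3 as the transferred population in each of the 5 libraries. No source used here says that the libraries are of separate mice, so the SD measures only the spread between these samples, which may be technical. The deposited table gives raw counts of reads per gene for 34590 genes, with mm9, BWA and HTSeq named in the processing notes. Counts in genes totalled 8305720 to 12481253 per library with a median of 11326525. They were 15.6 to 17.6% of all reads in the table, since 76.4 to 79.2% had been set aside by HTSeq for low mapping quality. The counts were scaled to the total of each library in the usual way (CPM). A count of 0 allows up to 0.240 to 0.361 CPM, the worth of 3 counts, which covers counting error only. Counts and log2 FPKM values were normalized separately and no table holds both groups, so RBC were not tested against ND. Levels are set side by side only as percentiles among the detected genes of a library. Detected genes numbered 10528 to 11795 in RBC and 20054 to 23667 in ND libraries, so the same rank is a lower percentile in RBC. CPM, unlike FPKM, are not scaled to transcript length, so long transcripts rank higher and short ones lower in RBC for that reason alone. Gaps between RBC and ND percentiles can hold both effects.

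Erythroid markers had the highest mean level of the 12 hematopoietic lists in 5 of 5 RBC libraries, 8.06 ± 0.13 on the log2(CPM + 0.5) scale (SD, n = 5), with a z-score of 2.46 ± 0.02. CFUE markers, which share 15 genes with them, followed with 1.33 ± 0.04, MEP markers with 0.33 ± 0.02, macrophage markers with 0.23 ± 0.08 and neutrophil markers with 0.11 ± 0.06 (SD, n = 5). MK and platelet markers had −0.43 ± 0.03, GMP −0.42 ± 0.07, stem and progenitor cells −0.64 ± 0.02 and mast cells, basophils and eosinophils −0.64 ± 0.04 (SD, n = 5). Dendritic cells had −0.73 ± 0.03, B cells −0.77 ± 0.02 and T and NK cells −0.83 ± 0.03 (SD, n = 5). All 48 erythroid markers reached 1 CPM in the mean and 28 of them 100 CPM. Slc4a1, the anion exchanger of the red cell membrane, measured 27665 ± 1773 CPM and Alas2, the first enzyme of heme synthesis in erythroid cells, 9095 ± 213 CPM (SD, n = 5). Car2, a carbonic anhydrase, measured 11079 ± 1086 CPM and Gypa 8115 ± 981 CPM (SD, n = 5). Fam46c, which encodes a poly(A) polymerase, measured 41125 ± 3486 CPM (SD, n = 5). Also among the 10 highest were mt-Rnr2, a mitochondrial ribosomal RNA, at 22837 ± 3685 CPM, and Mir5105, annotated as a microRNA gene, at 13088 ± 3164 CPM (SD, n = 5).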

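Most stem and progenitor markers were near or below detection in RBC, while part of the MEP markers was not. Kit, Gata2 and Mpl, the receptors and the transcription factor of progenitors and MKs, and Cd34 had no count in any of the 5 RBC libraries. In ND, whose table was normalized separately, Gata2 lay at percentile 94.5 and Kit at percentile 74.8 among detected genes. Of 30 stem and progenitor markers, 4 reached 1 CPM in RBC, and their median percentile was 2.75 ± 3.77 against 65.4 ± 5.30 in ND (SD, n = 5 each). Of 30 MEP markers, 17 reached 1 CPM, at a median percentile of 73.1 ± 1.66 in RBC and 89.3 ± 1.52 in ND (SD, n = 5 each), among them Rhag, a membrane protein of red cells, at 446 ± 58.8 CPM and the transcription cofactor Lmo2 at 181 ± 21.7 CPM (SD, n = 5). GMP markers had 42.0 ± 10.0 in RBC and 40.0 ± 12.9 in ND (SD, n = 5 each). MK and platelet markers had a median percentile of 36.5 ± 1.69 in RBC, 74.3 ± 14.4 in ND and 97.7 ± 1.05 in MK (SD, n = 5 each), and 17 of 51 reached 1 CPM in RBC. Pf4 measured 0.664 ± 0.298 CPM, Vwf 4.19 ± 1.21 CPM and Itga2b 20.1 ± 3.68 CPM (SD, n = 5). In the other direction, CFUE markers had a median percentile of 94.3 ± 0.82 in RBC and 56.4 ± 10.4 in ND, and heme synthesis genes one of 95.5 ± 0.33 in RBC and 76.2 ± 3.16 in ND (SD, n = 5 each). Fech, the last enzyme of heme synthesis, measured 756 ± 25.2 CPM and Slc25a37, which imports iron into mitochondria, 481 ± 26.4 CPM (SD, n = 5). Gata1, Nfe2 and Tfrc measured 126 ± 17.2, 67.7 ± 8.51 and 177 ± 30.5 CPM (SD, n = 5). Because the tables were normalized separately, none of these differences was tested. A like percentile in RBC and ND, such as that of GMP markers, is not a like rank, because fewer genes were detected in RBC.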

Similar to Hoxa7-TPO-derived MK, the gene expression profile of Hoxa7-TPO-derived reticulocytes was fundamentally different from the parent undifferentiated cells grown in estrogen-containing medium. In particular, differentiation to the RBC lineage was associated with induction of signature erythroid genes, such as *Zfpm1*, *Alad*, *Hbb* and *Hba* and regulation of proteolysis- and RNA-metabolic processes identified by Gene Ontology analysis (Supplementary Figs. 4 and 5). 

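Globin transcripts dominated the RBC libraries. The adult alpha and beta globin genes took 61.9 ± 1.75% of all counts in genes (SD, n = 5, range 60.4 to 64.1%), 61.0% from beta and 0.874% from alpha globin genes. Hbb-b1 measured 491921 ± 14134 CPM and Hbb-b2 118297 ± 4192 CPM, Hba-a1 5304 ± 401 CPM and Hba-a2 3437 ± 259 CPM (SD, n = 5). The gene copies of each pair are nearly identical in sequence and HTSeq had set aside most reads for low mapping quality, so the split between copies and between alpha and beta globin is uncertain. Embryonic globin genes took 0.000105% of counts. Among detected genes of a library, Hba-a1 lay at percentile 99.9 in RBC and 49.9 in ND, Hba-a2 at 99.8 and 39.9, Hbb-b1 at 100.0 and 88.9, and Hbb-b2 at 100.0 and 97.8, in tables that were normalized separately. Zfpm1, the cofactor of Gata1, measured 192 ± 23.3 CPM (SD, n = 5) at percentile 98.2 in RBC and lay at 87.3 in ND. Alad measured 5.49 ± 1.08 CPM (SD, n = 5) at percentile 80.6 ± 1.87 in RBC and lay at 76.3 ± 3.88 in ND. Klf1 measured 85.5 ± 23.6 CPM (SD, n = 5) at percentile 96.7 in RBC and lay at 74.5 in ND.

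Of the proteolysis genes, 55 of 62 genes of ubiquitin-dependent proteolysis reached 1 CPM and 20 reached 100 CPM, and their median percentile was 94.2 ± 0.41 in RBC and 83.4 ± 1.70 in ND (SD, n = 5 each). Ube2l6, a conjugating enzyme for ubiquitin and ISG15, measured 9750 ± 341 CPM and Ube2o, which removes ribosomal and other proteins during red cell maturation, 5163 ± 435 CPM (SD, n = 5). Trim10, a gene of terminal erythroid differentiation, measured 5142 ± 421 CPM and Dcaf12, a substrate receptor of a ubiquitin ligase, 3982 ± 238 CPM (SD, n = 5). Proteasome genes had a median percentile of 69.3 ± 2.45 in RBC and 93.4 ± 0.46 in ND (SD, n = 5 each), with the activator subunits Psme3 at 2444 ± 98.1 CPM and Psme4 at 254 ± 25.3 CPM (SD, n = 5). Autophagy genes had 84.1 ± 0.64 in RBC and 74.2 ± 2.97 in ND (SD, n = 5 each), with Tax1bp1, an autophagy receptor, at 1787 ± 217 CPM and Bnip3l, which directs the removal of mitochondria from reticulocytes, at 1166 ± 56.1 CPM (SD, n = 5).

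RNA metabolism genes lay at lower percentiles in RBC than in ND. CPM without a scaling to transcript length, and the smaller number of genes detected in RBC, can contribute to this. Genes of mRNA processing had a median percentile of 63.7 ± 3.33 in RBC and 92.5 ± 0.59 in ND, ribosome biogenesis 49.6 ± 3.77 and 85.9 ± 0.78, and ribosomal proteins 82.4 ± 0.78 and 99.3 ± 0.07 (SD, n = 5 each). Mitochondrial ribosomal proteins had 35.5 ± 4.09 and 81.8 ± 1.68, and tRNA charging and mitochondrial translation 25.9 ± 3.19 and 66.0 ± 2.04 (SD, n = 5 each). Their highest members measured 158 ± 26.5 CPM for the splicing factor Sf3b1, 22.2 ± 2.55 CPM for Dkc1, 729 ± 36.2 CPM for the ribosomal protein gene Rplp1 and 6.09 ± 1.43 CPM for the tRNA synthetase gene Fars2 (SD, n = 5). Of 71 ribosome biogenesis genes, 33 reached 1 CPM, of 64 mRNA processing genes 46, of 76 mitochondrial ribosomal protein genes 15 and of 73 tRNA and mitochondrial translation genes 13. The paper states that these cells are closely related to primary reticulocytes and fundamentally different from their parent cells, in particular through the induction of erythroid genes.

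**Figure D4:**
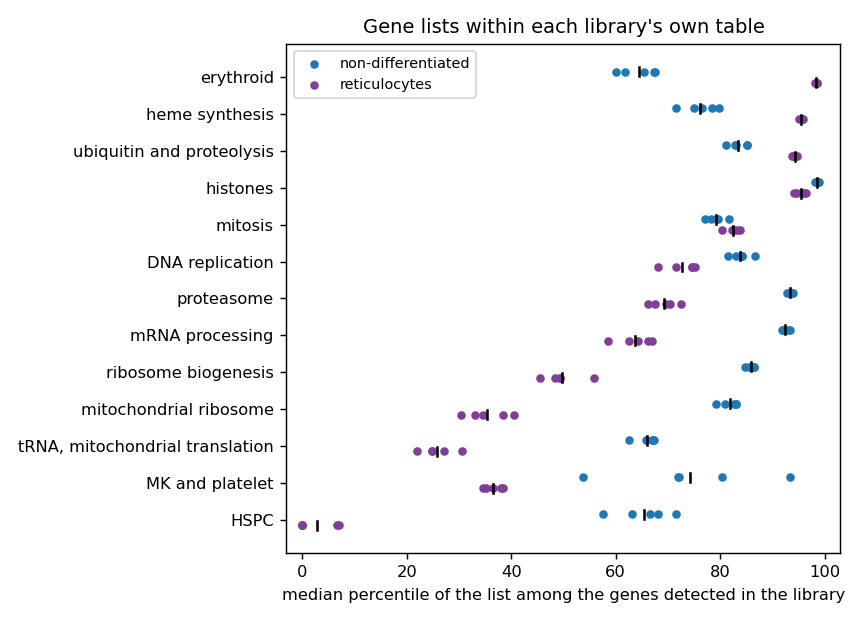
Median percentile of 13 gene lists among the detected genes of a library (horizontal axis, in percent) in non-differentiated and RBC libraries, each point being 1 library. Erythroid, heme and ubiquitin lists lie higher in RBC and stem and progenitor, mitochondrial ribosome and tRNA lists lie lower, in tables that were normalized separately and not tested against each other. RBC values, unlike ND values, are not scaled to transcript length, and fewer genes were detected in RBC.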

As noted, mitotic cell cycle-related genes were up-regulated in RBC compared to undifferentiated cells, consistent with the positive correlation of cell cycle kinetics and RBC differentiation (Supplementary Fig. 5)^14^. 

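Genes of mitosis were well represented in RBC. Of 60 genes, 54 reached 1 CPM and 3 reached 100 CPM, and their median percentile among detected genes was 82.4 ± 1.31, where it was 79.2 ± 1.65 in ND and 52.4 ± 12.4 in MK (SD, n = 5 each). The highest members were Mki67 at 2289 ± 259 CPM, Ube2c, which helps to degrade mitotic cyclins, at 468 ± 34.6 CPM, Nusap1, a protein of the mitotic spindle, at 167 ± 13.3 CPM and Ccna2 at 88.9 ± 6.59 CPM (SD, n = 5). Replication-dependent and other histone genes had a median percentile of 95.4 ± 0.97 in RBC and 98.5 ± 0.30 in ND, with 59 of 69 genes at 1 CPM or more and 19 at 100 CPM or more. Hist1h4c measured 1044 ± 208 CPM and Hist1h1c 812 ± 181 CPM (SD, n = 5). DNA replication genes had a median percentile of 72.8 ± 3.04 in RBC and 83.8 ± 1.93 in ND (SD, n = 5 each), and 39 of 50 reached 1 CPM, among them Rrm2, which supplies nucleotides for DNA synthesis, at 61.5 ± 10.1 CPM and Pola1, a DNA polymerase, at 38.6 ± 4.87 CPM (SD, n = 5). Percentiles of RBC and of ND come from tables that were normalized separately, and only those of ND rank values scaled to transcript length. They were taken over unlike numbers of detected genes and move with the count that RBC genes must reach. The order of RBC and ND is therefore not settled and was not tested.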

Hoxa7-TPO-derived RBC exhibited a classic hemoglobin α/β profile characteristic of adult-type mouse RBC, similar to endogenous RBC (Fig. 6b). Last, based on established maturation steps defined using forward scatter and CD44 expression of Ter119-positive cells, we analyzed the maturation of GFP + , Hoxa7-TPO-derived erythroid progenitors over time^21^. While Hoxa7-TPO cells were merely detectable in the BM at day 1-3 after adoptive transfer, proerythroblasts appeared at day 4, then declined in frequency two days later (Fig. 6c, d). Basophilic RBC appeared on day 4 and day 6, followed by the appearance of polychromatic and orthochromatic erythroblasts. Reticulocytes and mature RBC were detected on day 6 after adoptive transfer (Fig. 6c, d). These data show that after adoptive transfer, Hoxa7-TPO cells can form committed erythroid progenitors that undergo synchronous terminal maturation with a trajectory that defines normal erythropoiesis. Moreover, the resultant RBCs exhibit normal morphology and hemoglobin content and in vivo lifespan.

**Fig. 6:**
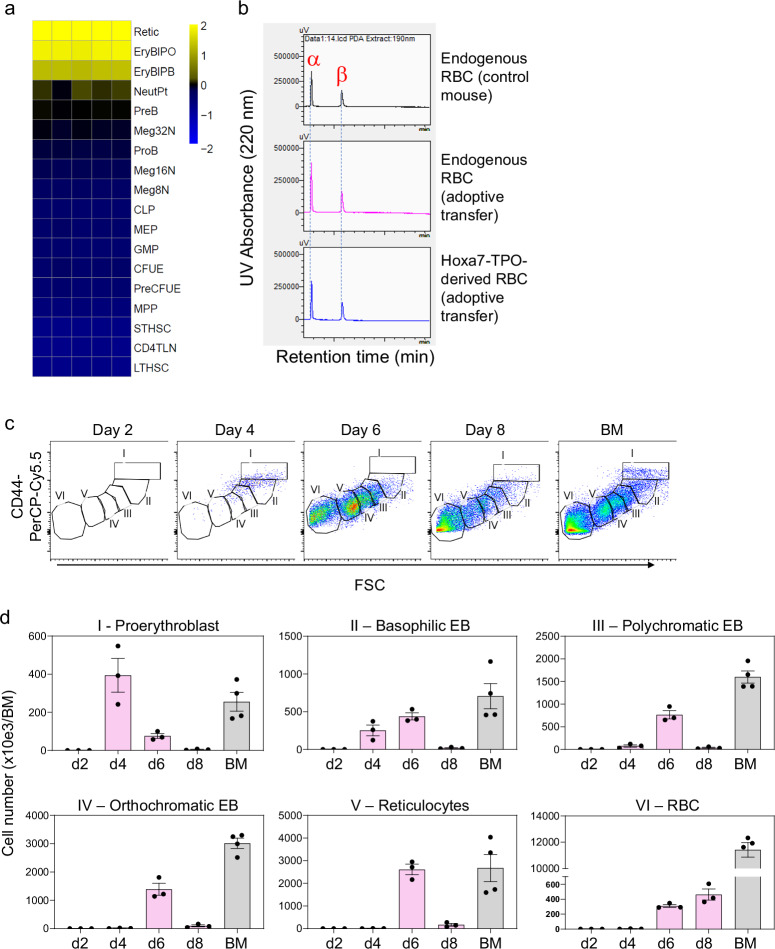
Analysis of Hoxa7-TPO-derived RBC. **a** Heatmap based on RNAseq-derived mRNA gene signatures and Pearson’s correlation from four populations of Hoxa7-TPO-derived reticulocytes and defined murine hematopoietic cell types obtained from Haemopedia^13^. **b** Chromatography-based hemoglobin analysis of RBC isolated by FACS. Upper panel: RBC from control mice. Middle and lower panel: RBC from adoptively transferred mice, either Hoxa7-TPO-derived cells (GFP^+^, lower panel) or endogenous RBC (middle panel). **c** Flow cytometry analysis of GFP^+^ Hoxa7-TPO cells during terminal erythropoiesis in the BM of adoptively transferred mice at indicated time points. Lin^-^ Ter119^+^ cells are shown. BM from untreated control mice is shown for comparison. I, proerythroblast; II, basophilic erythroblast (EB); III, polychromatic EB; IV, orthochromatic EB; V, reticulocytes; VI, RBC. **d** Quantification of data shown in (**c**). Cell numbers are based on cells isolated from femurs and tibias of mice. Data represent mean and stdev of three mice per time point. Source data are provided as a Source Data file.

### RBC development of Hoxa7-TPO cells in vitro

Given the RBC potential of Hoxa7-TPO cells in vivo, we tested if Hoxa7-TPO cells could also differentiate into RBC in vitro simply by removing estrogen and culturing the cells in the presence of erythropoietin (EPO). Indeed, as assessed by flow cytometry, the cells survived largely in the presence of EPO and started to reduce CD44 expression after day 4, accompanied by up-regulation of Ter119 in ~25% of the cells (Fig. 7a and Supplementary Fig. 3c). This phenotype was also accompanied by a progressive reduction of cell size, as apparent by microscopy using phase contrast and May-Grünwald-Giemsa-staining (Fig. 7b, c). Flow cytometry sorting based on staining for Ter119 and the DNA dye Hoechst 33342, followed by cytospin/ May-Grünwald-Giemsa staining revealed late stage nucleated erythroblasts, enucleated cells (reticulocytes) and extruded nuclei (pyrenocytes) (Fig. 7d). As expected, cells differentiated under these conditions displayed a red cell pellet, reflecting hemoglobinization (Fig. 7e). We also tested the formation of burst forming units-erythroid (BFU-E) and colony forming units-erythroid (CFU-E) using the commercial MegaCult system (StemCell), but did not observe such colonies. We speculate that colony formation may depend on factors absent in our in vitro-culture system (provided by the in vivo BM environment), which will however require further studies. In any case, Hoxa7-TPO cells display RBC potential in vivo and in vitro.

**Fig. 7:**
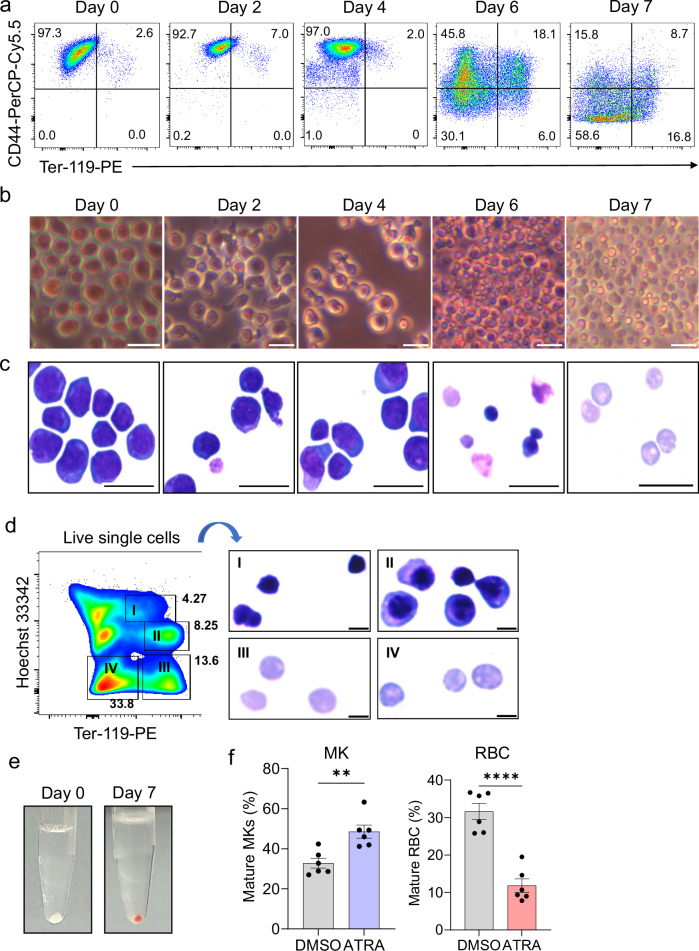
In vitro cell differentiation of Hoxa7-TPO cells in the presence of EPO. **a** Flow cytometry analysis of in vitro differentiating Hoxa7-TPO cells in the presence of EPO. **b**, **c** Phase contrast (b)- and May-Grünwald-Giemsa (**c**)-based microscopy images of in vitro differentiating Hoxa7-TPO cells in the presence of EPO. Magnification 40x. Scale bars = 20 μm. **d** Enucleation analysis of Hoxa7-TPO cells that were differentiated for 7 days in the presence of EPO, followed by FACS and May-Grünwald-Giemsa-based microscopy. Gating strategy (left); Sorted cell fractions (right) are labeled with roman letters. I, extruded nuclei; II, nucleated cells; III, IV, Ter119^high^ and Ter119^low^ reticulocytes. Scale bars, 5 μm. **e** Cell pellets of Hoxa7-TPO cells left non-differentiated (left) and in vitro differentiated for 7 days in the presence of EPO (right). Red color indicates hemoglobin synthesis during in vitro differentiation. **f** Flow cytometry-based quantification of mature MK (CD41^high^ CD42d^high^) and RBC (FSC-A^low^ SSC-A^low^ CD44^low^ CD41^-^) that were derived from Hoxa7-TPO cells after 5 days in the presence of EPO (1 ng/ml) and TPO (1 ng/ml), treated either with DMSO or ATRA (50 nM). Data represent mean ± SEM from *n* = 6 independent experiments. Two-tailed unpaired t test, **P = 0.0032, ****P = 0.000036. Cohen’s *d* = 2.23 for MK and 4.06 for RBC. Source data are provided as a Source Data file.

### Alteration of cell cycle kinetics biases the differentiation of Hoxa7-TPO cells

Cell cycle kinetics can influence MEP differentiation toward RBC (cell cycle activation) or MK (cell cycle slowing)^14^. To investigate if Hoxa7-TPO cells recapitulated this MEP property, we established cell culture conditions suitable for simultaneous differentiation of both MK and RBC, and added all-*trans* retinoic acid (ATRA), which downregulates cyclins and cyclin-dependent kinases, reducing cell cycle progression^22^. Indeed, ATRA treatment increased the number of Hoxa7-TPO-derived MK and, simultaneously, reduced the number of RBC precursors (Fig. 7f). As noted, these data are also consistent with described ontogeny analysis, showing up- and down-regulated mitotic cell cycle-related genes in Hoxa7-TPO-derived RBC and MK, respectively (Supplementary Fig. 5). Thus, Hoxa7-TPO cells differentiate according to cell cycle cues in a similar manner as primary MEP^14^.

### Hoxa7-TPO cells as tool for CRISPR/Cas9-mediated loss-of-function studies

An important future application for Hoxa7-TPO cells will be to analyze gene function by genetic modification. This includes generation of Hoxa7-TPO cells from BM of genetically modified mice or, alternatively, the genetic modification of established wild-type Hoxa7-TPO cells by gain- or loss-of-function approaches, including retroviral overexpression or CRISPR/Cas9-mediated deletion of genes of interest. To test this concept, we used CRISPR/ Cas9-mediated non-homologous end joining to disrupt three different genes with important functions in RBC or platelet development: (i) *Nfe2*, which encodes a transcription factor that is essential for normal MK and platelet production^20,23^; (ii), *Gp1ba*, which encodes the CD42b subunit of the platelet vWF receptor and is mutated in Bernard-Soulier syndrome, a macrothrombocytopenia with platelet dysfunction and bleeding diathesis^24–27^; and (iii) *Klf1*, which encodes a transcription factor that positively regulates differentiation of MEPs into erythroid precursors and their maturation into RBCs. Biallelic disruption of *Klf1* causes defective erythropoiesis and increased platelet numbers^28,29^. We achieved efficient targeting of *Nfe2*, *Gp1ba* and *Klf1* with Cas9 and specific gene-targeting small guide RNAs (sgRNAs)(Supplementary Fig. 10). Disruption of *Nfe2* or *Gp1ba* led to strong reductions in platelet numbers without significant impact on RBC generation, consistent with the known functions of these genes (Fig. 8a). Reduced platelet numbers from GP1BA-deficient cells were accompanied by increased cell size, as apparent by IF analysis and flow cytometry, recapitulating the platelet phenotype of the Bernard-Soulier syndrome (Fig. 8b, c and Supplementary Fig. 11). Abnormally increased platelet size and reduced platelet production were particularly profound with *Gp1ba* sgRNA-2, which was associated with a higher targeting efficiency than *Gp1ba* sgRNA-1. Contrasting with the effects of *Gp1ba* or *Nfe2* on platelet production, disruption of *Klf1* in Hoxa7-TPO cells led to a strong reduction of RBC output in vivo and significantly increased platelet numbers, similar to observations in *Klf1*-targeted mice (Fig. 8a)^28,30–33^. Together, these findings demonstrate that Hoxa7-TPO cells represent a facile model for examining human blood disorders and for analyzing efficiently the gene regulatory networks that control platelets and RBC formation from MEPs.

**Fig. 8:**
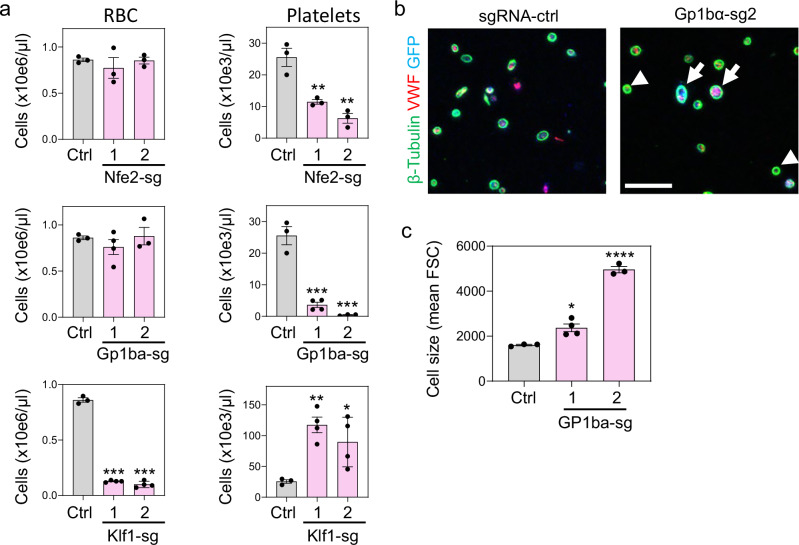
CRISPR/ Cas9-mediated deletion of key differentiation factors. **a** RBC (left) and platelet (right) numbers in the PB of mice that were adoptively transferred with GFP^+^ Hoxa7-TPO cells 7 days after transfer. Hoxa7-TPO cells were transduced with expression vectors for Cas9 and sgRNAs against *Nfe2*, *Gp1ba* or *Klf1* as indicated. Cell numbers were determined by flow cytometry and CBC analysis. Data represent mean ± SD for n mice: Ctrl *n* = 3, Nfe2-sg1 *n* = 3, Nfe2-sg2 *n* = 3, Gp1ba-sg1 *n* = 4, Gp1ba-sg2 *n* = 3, Klf1-sg1 *n* = 4, Klf1-sg2 *n* = 4. *P < 0.05, **P < 0.01, ***P < 0.001; Two-tailed unpaired t test. Source data are provided as a Source Data file. **b** Immuno-fluorescence analysis of washed platelets derived from PF4-Cre-iDTR mice that were transferred with Hoxa7-TPO cells transduced with expression vectors for Cas9 and control sgRNA (sgRNA-ctrl) or sgRNA targeting *Gp1ba* (Gp1ba-sg2). Platelets were seeded on chamber slides coated with poly-L-lysine and stained with antibodies against β-tubulin, VWF and GFP, followed by confocal microscopy. Arrows indicate GFP^+^, Hoxa7-TPO-derived platelets, arrow heads indicate residual endogenous (GFP^-^) platelets. Scale bars = 10 μm. **c** The cell size of platelets derived from the PB of mice that were adoptively transferred with Hoxa7-TPO cells transduced with Gp1ba-sgRNA (and control-sgRNA) was determined by flow cytometry. Data represent mean ± SD for n mice: Ctrl *n* = 3, Gp1ba-sg1 *n* = 4, Gp1ba-sg2 *n* = 3. *P = 0.0136, ****P < 0.0001. Two-tailed unpaired t test. Source data are provided as a Source Data file.

## Discussion

This work describes a simple method to generate hematopoietic progenitor cells lines with erythroid and MK potential. Similar to earlier methods that target WBC precursors, this approach is based on regulated Hox gene expression in combination with a defined growth factor, which block cell differentiation and promote cell proliferation, respectively^34^. An important observation from these studies was that the growth factor present during ex vivo expansion of Hox gene-expressing cells resulted in the expansion of specific progenitors from a mixed BM population^5^. For example, while GM-CSF in context with regulated Hox gene led to expansion of a macrophage precursor, FLT3L promoted expansion of a multipotent progenitor cell type with myeloid and lymphoid potential^34^. Consistent with the current study, the TPO receptor is expressed on MEPs, but not committed myeloid/ lymphoid progenitors, which likely explains how TPO selectively expands Hox-expressing MEP-like cells, while other progenitors and more differentiated cells are lost during cell propagation. Although there was some variation related to the output of RBC and platelets in vivo, all cell lines established and, importantly, all clones derived thereof, exhibited dual lineage potential, suggesting an overall homogenous nature of established cell lines. Homogeneity is also supported by transcriptional analyses, which further supports the close relationship of Hoxa7-TPO with MEP and a more distant relationships to all other progenitor cell types. While karyotype analysis indicated that Hoxa7-TPO cells are genetically stable for up to one year, functional analyses including cell cloning and sgRNA treatment, were restricted to ~8 weeks of continuous in vitro cell culture. As for any other cell line, it seems advisable to restrict cell culture periods as far as possible to avoid changes in key parameters, such as differentiation potential.

Whether the Hoxa7 gene is specifically required for MEP expansion or if other Hox genes such as Hoxb8, can be used to expand cells with similar lineage potential, remains unexplored. Likewise, whether the approach described here can be used to conditionally immortalize human MEP requires further study. In general, the factors governing Hox gene specificity remain largely unexplored. This is at least in part due to their low expression levels, their short residence time on chromatin, their cooperation with other proteins regulating specificity and, not least, the low number of endogenous, hematopoietic cells available for investigation^34^. Regarding the latter aspect, the Hoxa7-TPO cell line described here may be a useful tool to define Hoxa7-specific functions in MEPs.

Upon repression of Hoxa7 by estrogen withdrawal, Hoxa7-TPO cells differentiate via a series of defined precursors into mature RBC and platelets, which are largely indistinguishable from their primary counterparts with respect to morphology, gene transcription and function, e.g. platelet aggregation and thrombus formation. As such, this method facilitates the analysis of erythroid and MK cell differentiation and the functional investigation of the respective mature cell progeny. Various cellular systems to investigate MK and/or RBC development have been established. This includes MK cell lines (MEG-01, K562, 3T3-L1 preadipocytes), embryonic stem (ES)-cell/ induced pluripotent stem cell (iPS)-derived MKs, conditionally immortalized MK progenitors and ex vivo isolated, primary cells. These systems, however, have limitations related to partial or defective terminal cell differentiation (MK cell lines), complexity and duration of cell generation (ES/ iPS cells), restriction to the MK/ platelet lineage (conditional MK progenitors) or relatively low cell numbers available for manipulation and analysis (primary cells)^35–41^. Related to the erythroid lineage, similar systems have been established, including cell lines (MEDEP, HUDEP, HiDEP, EJ, BEL-A, BEL-C, JK-1), ES/ iPS-derived RBC and isolation of primary cells^42–47^. These systems, however, show similar limitations related to their terminal differentiation commitment (cell lines), complexity and time constraints (ES/ iPS cells) and relatively low cell numbers available (primary cells). Last, various leukemic cell lines with erythroid and megakaryocytic potential are available, such as K562, HEL and MEG-01, whose differentiation can be induced by compounds, such as PMA, hemin or butyric acid. However, these cell lines harbor various, partly characterized mutations, exhibit only limited terminal differentiation capacity and applications are limited to in vitro experiments^48–52^. To the best of our knowledge, Hoxa7-TPO cells represent the only cell system that (i) provides essentially unlimited numbers of bi-potent cells closely related to MEP, a cell type that is exceedingly rare and difficult to isolate and (ii) is amenable to facile genetic manipulation followed by in vitro and in vivo applications. The capacity of Hoxa7-TPO cells to faithfully recapitulate MEP’s physiology is evidenced by our findings that their bi-potential differentiation is influenced by disruption of *Klf1* and interference with cell cycle progression, both of which favor megakaryopoiesis. In summary, our findings indicate that this cell system has a wide range of possible applications to explore the biology of MEP, erythroid and MK lineages.

## Methods

### Reagents and plasmids

The following monoclonal antibodies were used in flow cytometry and immunofluorescence: TER-119-Pecy7 (TER-119), CD41-BV421 (MWReg30), CD34-PE (SA376A4), CD16/CD32-PE (93), CD11c-PerCP-Cy5.5 (N418), CD42d-APC (1C2); B220-PE (RA3-6B2**)**, CD62P- PerCP-eFluor710 (Psel.KO2.3), CD115-APC (AFS98), CD11b-BV421 (M1/70), donkey anti-mouse IgG- Alexa Fluor™ 488, all donkey anti-rabbit IgG- Alexa Fluor™ 488 (all from Thermo Fisher Scientific); CD8a-APC (53-6.7), CD4-APC (RM4-5), C-KIT-APC (2B8), CD71-PE (C5) (all from Becton Dickinson). Sca-1-PE (E13-161.7), LY6G-Pecy7 (1A8), Ly6C-APC (HK1.4), CD150-APC (TC15-12F12.2), CD105-Pecy7 (MJ7/18), CD44-PerCP-Cy5.5 (IM7) and CD42d- Percp-cy5.5 (1C2) (all from Biolegend). Anti-GFP-Alexa Fluor™ 647 (Boster Bio). Anti-β1-tubulin (Sigma). Anti-VWF (Santa Cruz Biotech). Anti-CD41a-Alexa Fluor 647 (clone MWReg30, BD Biosciences).

The following reagents were used: β–estradiol (Sigma-Aldrich), recombinant mouse growth factors SCF, TPO, IL–3, IL–6, EPO (Peprotech), Hirudin (Aniara Diagnostic), fibronectin (Sigma-Aldrich), Hoechst H33342 (Thermo Fisher Scientific), ATRA (Sigma-Aldrich), Alexa Fluor™ 488-Phalloidin conjugate (Thermo Fisher Scientific). A list of reagents used in this study is provided in Supplementary Data 3.

Mouse *Hoxa7* cDNA was cloned into MSCVneo (BD Biosciences) downstream of a triple hemagglutinin (HA) epitope tag. The hormone binding domain of the mutagenized estrogen receptor (ERHBD G400V) was cloned in frame between HA–tag and *Hoxa7*, generating the final MSCV–ERHBD–Hoxa7 vector. The correct sequence of the expression cassette was confirmed by DNA sequencing.

### Virus production

The plasmids MSCV–ERHBD–Hoxa7 and the ecotropic packaging vector pCL–Eco (Imgenex) were co–transfected into HEK293T cells using Lipofectamine 2000 (Invitrogen). 18 hours after transfection, the supernatant (SN) was replaced by fresh growth medium (DMEM (Invitrogen), supplemented with 10% (v/v) fetal bovine serum (FBS, Hyclone), 50 mM 2–mercaptoethanol, antibiotics (penicillin G (100 IU/ml) and streptomycin sulfate (100 IU/ml) and Pyruvate (1 mM)), followed by incubation for 24 hours and collection of virus– containing supernatant. Replication-deficient lentivirus was generated using Lipofectamine 2000 (Invitrogen)–based transient transfection of HEK293T cells using a four-plasmid system that was generously provided by I. Verma. Cas9-mediated deletion of genes in Hoxa7-TPO cells was done on the basis of cells transduced with the lentiviral CAS9 expression vector lentiCas9-Blast (Addgene, no. 52962)^53^. Single-guide RNAs (sgRNAs) were expressed by lentiviral delivery of specific sgRNA using the lentiviral vector lentiGuide-Puro (Addgene, no. 52963)^53^. Transduced cells were selected with puromycin (10 µg/ml) and used as polyclonal cell populations.

### Generation and cell culture of Hoxa7-TPO progenitor cell lines

BM cells were harvested by flushing femurs and tibias of 4–8 week old female mice with 10 ml RP10 (RPMI 1640 (Invitrogen), supplemented with 10 % (v/v) FBS, 50 mM 2–mercaptoethanol and antibiotics (penicillin G (100 IU/ml) and streptomycin sulfate (100 IU/ml)), pelleted by centrifugation, resuspended in 4 ml RP10, loaded on 3 ml Ficoll-Paque (GE Healthcare) and separated by centrifugation at 450 g for 30 min. The entire supernatant was collected (discarding only 500 μl including the cell pellet), diluted with 45 ml of PBS containing 1% FBS, pelleted at 800 g for 10 min, followed by resuspension in 10 ml RP10, centrifugation at 450 g for 5 min and resuspension at a concentration of 5 × 10^5^ cells/ml in RP10 containing recombinant mouse IL–3 (10 ng/ml), IL–6 (20 ng/ml) and 100 ng/ml recombinant SCF (R&D Systems). After two days of cell culture, cells were collected and resuspended in progenitor outgrowth medium (POM), i.e., X-VIVO10 (Lonza) containing 10 % (FBS, Hyclone), 50 mM 2-mercaptoethanol, antibiotics (penicillin G (100 IU/ml) and streptomycin sulfate (100 IU/ml)), supplemented with 1 μM β–estradiol and murine TPO (20 ng/ml). 3 × 10^5^ cells were dispensed in 1 ml per well in a 12–well plate and infected with the MSCV–ERHBD–Hoxa7 vector by spin inoculation at 1500 g for 60 min in the presence of Lipofectamine (0.1 %, Invitrogen). After spinoculation, cells were diluted by adding 1.5 ml POM for 24 h, followed by replacement of 2 ml of the cell culture medium with fresh POM. During the following cell culture period, cells were transferred to new wells containing fresh medium every 3–4 days. Once the cell populations were stably expanding, cells were kept at concentrations between 1 × 10^5^ and 1.5 × 10^6^ cells/ml.

### Mouse strains and adoptive transfer of Hoxa7-TPO cells

All mouse studies were carried out in accordance with protocols approved by the Institutional Animal Care and Use Committees at the St. Jude Children’s Research Hospital, the University of Utah and the Children’s Hospital of Philadelphia. Transgenic mice with pancellular EGFP expression under control of an H2Kb enhancer/promoter were generously provided by Derek Persons^15^. PF4-Cre-iDTR transgenic mice were generated as previously described by crossing the PF4-Cre strain (Jackson Laboratories, stock #008535) with the ROSA26iDTR strain (Jackson Laboratories, stock #007900)^54–56^. *Mpl*^*-/-*^ mice were obtained from Dr. Wei Tong at the Children’s Hospital of Philadelphia^19^. For in vivo reconstitution experiments, 5 × 10^6^ GFP^+^ Hoxa7-TPO cells, together with 2 × 10^5^ BM cells from C57BL/6 J mice were transferred into lethally irradiated C57BL/6 J recipient female mice via tail vain or retro-orbital injection. Irradiation doses were 950 rad (cesium-137) for transfer experiments into wt mice, 2 × 500 rad (Radsource RS2000) for experiments using PF4-Cre-iDTR mice and 1000 rad (XRAD320, Precision) for experiments using *Mpl*^*-/-*^ mice. At the different time points after the transfer, PB was collected by retro-orbital bleeding, or mice were sacrificed and organs were harvested. Complete blood counts (CBC) were measured using the Forcyte Hematology System (Oxford Science). Single cell suspensions were analyzed by flow cytometry.

### Adoptive transfer of Hoxa7-TPO cells for immunofluorescence analysis

For analysis of endogenous and Hoxa7-TPO-derived platelets, PF4-Cre-iDTR mice (6–8 weeks old) were injected intraperitoneally with one dose of diphtheria toxin (DT, 400 ng), followed by two additional doses of DT (200 ng) administered every other day to deplete endogenous MKs and platelets. One day after the last DT treatment, mice were lethally irradiated (2 ×500 rad at an interval of 3 hours, Radsource RS2000), followed by intravenous injection of Hoxa7-TPO cells (2 x 10e7)(day 0) along with unfractionated BM cells (2 x 10e5) from PF4-Cre-iDTR mice that had been treated with DT using the same regimen. Additional Hoxa7-TPO cells (2 x 10e7) were transferred on day 1. On day 6, whole blood was collected via cardiac puncture. Blood from various experimental groups was pooled and washed platelets were isolated in Tyrodes buffer.

For analysis of platelets derived from sgRNA-treated Hoxa7-TPO cells, PF4-Cre-iDTR mice (8–12 weeks old) were injected intraperitoneally with a single dose of DT (400 ng). Three days after DT treatment, mice were lethally irradiated (2 ×500 rad at an 3 hour interval, Radsource RS2000) and transplanted with 4 x 10e7 control or Gp1ba-deleted Hoxa7-TPO cells, along with BM cells (2 x 10e5) from PF4-Cre-iDTR mice that had undergone the same DT treatment (day 0). On day 5, whole blood was collected via cardiac puncture. A fraction of PB from each mouse was used for flow cytometry analysis. The remaining blood from each control and experimental group was pooled and used for immunofluorescence analysis.

### Immunofluorescence analysis of platelets

Chamber slides were coated with 200 µL of poly-L-lysine (0.1 mg/mL) or fibrinogen (100 µg/ml) in a 37 °C humidified chamber for 1 hr. Slides were rinsed 3x with PBS and blocked with BSA (0.1 %) in PBS for 30 min. Washed platelets were prepared in modified Tyrodes buffer at a density of 2 x10e7 cells/mL left to rest for 30 minutes. 1.5x10e6 total platelets per slide were spread on coated cover-glass for 45 minutes at 37 °C under humidified conditions. Unbound platelets were washed away (3x gentle PBS washes) and adhered cells were fixed using paraformaldehyde (4 %) in PBS for 10 minutes at room temperature, followed by blocking with FBS (2 %) in PBS for 1 h. Immunostaining was performed using primary antibodies specific to β1-tubulin and vWF at 1:100 dilutions overnight at 4 °C under humidified conditions. Chamber slides were washed 3x with PBS and incubated with Alexa Fluor™ 488 donkey Anti-Mouse IgG, Alexa Fluor™ 488 donkey Anti-Rabbit secondary antibodies at a 1:1000 dilution, and an anti-GFP Alexa Fluor™ 647 at a 1:100 dilution for 45 min at room temperature in the dark. Platelets spread on fibrinogen were stained using Alexa Fluor™ 488-Phalloidin conjugate at a 1:50 dilution and anti-GFP Alexa Fluor™ 647 at a 1:100 dilution. Chamber slides were washed 3x with PBS, and mounted with coverslips using Prolong Glass before curing overnight in the dark. Images were obtained using a Leica TCS SP5 II Confocal microscope and a 60x oil objective.

### Intravital cremaster arteriole laser injury studies

These studies were conducted using a confocal intravital imaging system as previously described^18^. A 100 μl bolus of Alexa Fluor 647-labeled anti-CD41 F(ab′)2 (0.3 µg/g mouse, clone MWReg30, BD Bioscience) in PBS was infused into the mice via a jugular vein cannula to visualize platelets. Arterioles (20-40 μm diameter) were injured using an SRS NL100 pulsed nitrogen dye laser (440 nm) aimed at the endothelial lining. Brightfield and timelapse images were captured on the injuries made in each mouse and analyzed using Slidebook 6.0 software (Intelligent Imaging Innovations) to determine the area and fluorescent intensity of platelets.

### Activation of platelets in whole blood

Platelet activation was determined as described previously^57^. In brief, 500 µl blood was drawn from the vena cava inferior using a 1 ml syringe containing 50 µl sodium citrate (3.2%).40 µl of whole blood were seeded into half-area 96-well microtiter plates (Greiner Bio-One) coated with hydrogenated gelatin (0.75% w/v, Sigma). For stimulation, collagen (Chronolog) was added at a final concentration of 2 µg/ml and incubated for 5 min at 37 °C on a plate shaker at 1200 rpm. 5 µl of treated blood were transferred into 45 µl acid citrate dextrose solution (5 mM glucose, 6.8 mM trisodium citrate, 3.8 mM citric acid) and 50 µl PBS/0.5% FBS containing CD42d-APC were added and incubated for 20 min, followed by addition CountBright Absolute counting beads (Thermo Fisher Scientific) and flow cytometry analysis. The percent loss of single platelets was calculated using the formula: [unstimulated platelet number minus collagen-stimulated platelet number]/ unstimulated cd42d positive platelet number x 100.

### Activation of Platelets in platelet rich plasma (PRP)

1 ml mouse blood was drawn from the vena cava inferior using a 1 ml syringe containing 100 µl Sodium Citrate (3.2 %). 2 ml of wash buffer (13.4 mM NaCl, 0.3 mM KCL, 0.03 mM NaH2PO4, 0.5 mM HEPES, 0.5 mM Glucose, 0.2 mM MgCl2, 11 mM NaHCO3, 2 mg/ml BSA, 1 mM EGTA, pH 6.8) was added, and blood was centrifuged at 190 g for 3 min. The top layer representing PRP was transferred to a new 15 ml falcon tube and prostaglandin E1 (PGE1) was added to a final concentration of 1 µM to prevent premature platelet activation. Cells were collected by centrifugation (1450 g, 8 min) and resuspended in 1 ml of final resuspension buffer (13.4 mM NaCl, 0.3 mM KCL, 0.03 mM NaH2PO4, 0.5 mM HEPES, 0.5 mM Glucose, 0.2 mM MgCl2, 11 mM NaHCO3, 2 mg/ml BSA, pH 7.2). 2 µl of washed platelets were added to 98 µl of final resuspension buffer containing antibodies against CD62P, CaCl2 (1 mM) and Thrombin (2 U/ml (Sigma-Aldrich)) and incubated for 20 min at 37 °C. Thereafter, samples were diluted with 200 µl of resuspension buffer and analyzed immediately by flow cytometry.

### Hemoglobin fractionation

RBC sorted by Fluorescence-activated Cell Sorting (FACS) were lysed in Hemolysate reagent (Helena Laboratories) and collected by centrifugation (1000 g,10 min). Analysis of globin chains in the supernatant was performed by ion exchange (IE) and reverse phase (RP)-HPLC (Prominence UFLC, Shimadzu). Proteins eluting from the column were quantified by light absorbance at 220, 280, and 415 nm with a diode array detector.

### In vitro MK differentiation and proplatelet generation

Hoxa7-TPO cells were washed twice with PBS containing FBS (2 %) and cultured for different periods of time in POM supplemented with TPO (20 ng/ml) to generate MK. MK were evaluated by phase contrast microscopy, cytospin and May-Grünwald-Giemsa-staining and flow cytometry as described in figure legends. MK ploidy was determined by flow cytometry based on Hoechst H33342 staining. For proplatelet production, TPO (50 ng/ml) and hirudin (100 anti-thrombin units) were added to Hoxa7-TPO or BM cultures throughout cell differentiation (4 days), and mature MKs were isolated using a BSA gradient and seeded at 1x10e5 cells per well in a 24-well plate, either left uncoated (for phase contrast microscopy) or coated with fibrinogen (100 μg/ml)(for proplatelet quantification and DIC microscopy)^58^. Proplatelet formation was assessed 12 h later using phase-contrast or DIC microscopy.

### In vitro erythroid cell differentiation and enucleation analysis

Hoxa7-TPO cells were washed twice with PBS containing 2% FBS and seeded into 12-well plates coated with fibronectin (2.5 μg per square centimeter) at a density of 2x10e5 cells per well in 2 ml POM supplemented with EPO (1 ng/ml). On day 6 after plating, the medium was replaced with 2 ml POM containing 20% FBS without EPO for 24 hours. Cells were analyzed by flow cytometry and May-Grünwald-Giemsa staining. For enucleation assessment on day 7, cells were stained with antibodies against Ter-119 and Hoechst 33342, followed by flow cytometry analysis. Various fractions, including extruded nuclei, as well as nucleated and enucleated cell populations, were FACS-sorted, stained with May-Grünwald-Giemsa, and analyzed by microscopy.

### Dual MK/ Erythroid differentiation assay and cell cycle inhibition

To evaluate the effect of cell cycle kinetics on the lineage bias of Hoxa7-TPO cells, an optimized dual megakaryocyte (MK) and erythroid (E) differentiation assay was used. Hoxa7-TPO cells were washed twice with PBS containing FBS (2 %) and seeded into uncoated 12-well plates (2 x 10e5 cells per well) in POM (2 ml) containing TPO (1 ng/ml) and EPO (1 ng/ml). In some conditions ATRA (50 nM) or its solvent DMSO was added. Five days later, cells were analyzed by flow cytometry to quantify MK (CD41^+^ CD42d^+^) and erythroid cells (FSC-A^low^ SSC-A^low^ CD44^low^ CD41^-^).

### Computational analysis of RNA-seq data from Hoxa7-TPO cell lines

Public murine microarray data (GSE77098) was imported into Partek Genomics Suite 6.6 and rma normalized. A Kruskal Wallis test was applied to each probeset across selected categories. Those data that passed the Bonferroni threshold at 5 percent were retained. Data were then imported into STATA/MP 15.1 and filtered to retain the highest expressing probe-set per gene symbol. Each gene was then assigned to the signature category that had the highest median expression. Next, the data were matched by gene symbol to RNAseq log 2 FPKM data, where values for genes within a signature were averaged for each signature and each RNAseq sample. These sample signatures were then z-score normalized across samples, creating a −2 to 2 scale. The resultant z-scores were subsequently imported and visualized in R version 3.5.1 using the pheatmap package. RNAseq data of non-differentiated and differentiated Hoxa7-TPO cells are available from NCBI GEO (GSE244976).

### Computational analysis of lineage-defining factors and over-representation analysis

Raw RNA-seq reads were first processed with TrimGalore (v0.6.10) to remove adapters and low quality reads. Filtered reads were then mapped to the mouse genome (GRCm39.112) with the STAR aligner (v2.7.11a), using the “--quantMode GeneCounts” option to generate gene-level read counts. Raw counts were then processed using the R package DESeq2 (v1.42.1) for differential expression analysis comparing undifferentiated Hoxa7-TPO cells to differentiated ones (MK and RBC, separately). Genes with a Benjamini-Hochberg corrected p-value < 0.05 were considered significantly differentially expressed. These genes were then interpolated to experimentally defined bone-marrow MK and RBC markers reported in the CellMarker 2.0 database^59^. Differentially expressed genes were also used for an over-representation analysis of Gene Ontology “Biological Process” terms (Fisher’s exact test), with upregulated and downregulated genes analyzed separately. Gene Ontology terms with a Benjamini-Hochberg corrected p-value < 0.05 were considered significantly enriched. The code used for the over-representation analysis is available at Github (https://github.com/mmarchetti90/project_setup_assistant/blob/main/code_base/term_enrichment/ora/enrichment_analysis_1.py)

### Quantitative PCR (Q-PCR)

Total RNA was extracted using the RNeasy Plus Universal Mini Kit (Qiagen) and reverse-transcribed into cDNA using the iScript™ cDNA Synthesis Kit (Bio-Rad). Q-PCR was performed using the ViiA™ 7 Real-Time PCR System (Applied Biosystems) with SYBR™ Green dye (Applied Biosystems). The primer sequences used were as follows: *Vwf*: Forward: TCATCGCTCCAGCCACATTCCATA, Reverse: AGCCACGCTCACAGTGGTTATACA; *Pf4*: Forward: TTCTGGGCCTGTTGTTTCTG, Reverse: GATCTCCATCGCTTTCTTCG; *Gapdh*: Forward: AGGTTGTCTCCTGCGACTTCA, Reverse: CCAGGAAATGAGCTTGACAAAG. Gene expression levels were quantified using the standard curve method and normalized to *Gapdh* expression.

### Analysis of sgRNA targeting efficiency

DNA was extracted from cells using the PureLink Genomic DNA Mini Kit (Life Technologies). A first-round PCR amplification was conducted using a 2x Phusion High-Fidelity PCR Master Mix using gene-specific primers. A second PCR amplification reaction was performed with primers containing sample-specific adapters (Illumina). PCR products were sequenced on a MiSeq platform (Illumina) with 2 ×150-bp paired-end reads. Sequence alignment and mutation detection were performed using CRISPResso2 software. The gRNA sequences and first-round PCR primers are listed in Supplementary Table 1.

### Statistics and reproducibility

Statistical analyses were performed using data from at least three independent biological and/or technical replicates. Data distribution was assessed using the Shapiro-Wilk test. Group differences were evaluated using two-tailed unpaired t-tests or one-way analysis of variance (ANOVA) followed by Tukey’s test for multiple comparisons. For select pairwise comparisons, Cohen’s *d* was calculated post hoc to estimate effect size and aid interpretation. No statistical method was used to predetermine sample size. No data were excluded from the analyses. The experiments were not randomized. The Investigators were not blinded to allocation during experiments and outcome assessment. Statistical significance was defined as *P* < 0.05, with significance levels indicated as follows: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Relevant data supporting the findings of this study are available upon request from the corresponding author, respectively have been deposited at NCBI GEO under accession code GSE244976. Source data are provided with this paper.

## Code availability

The code used for this study is available at GitHub [https://github.com/mmarchetti90/project_setup_assistant] and has been archived on Zenodo at 10.5281/zenodo.15626059 (release v1.0.0)^60^.

# Supplementary material for: Murine hematopoietic progenitor cell lines with erythroid and megakaryocyte potential
**Source:** Nat Commun. 2025 Aug 7;16:7283. doi: 10.1038/s41467-025-62668-z
**Supplement:** Supplementary file 1 — Supplementary Information

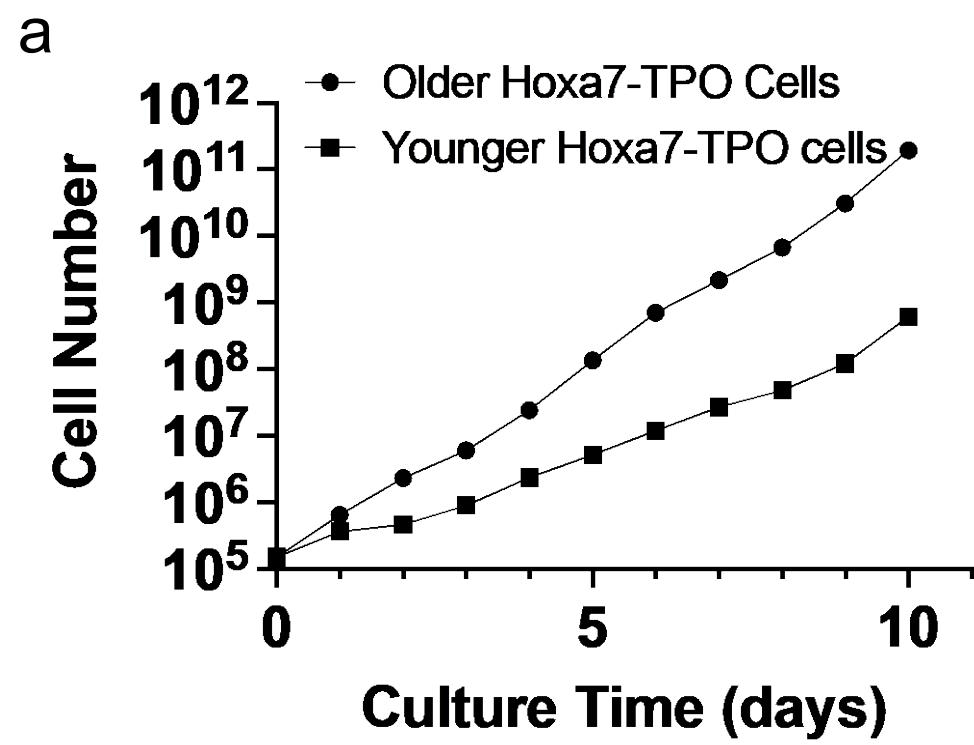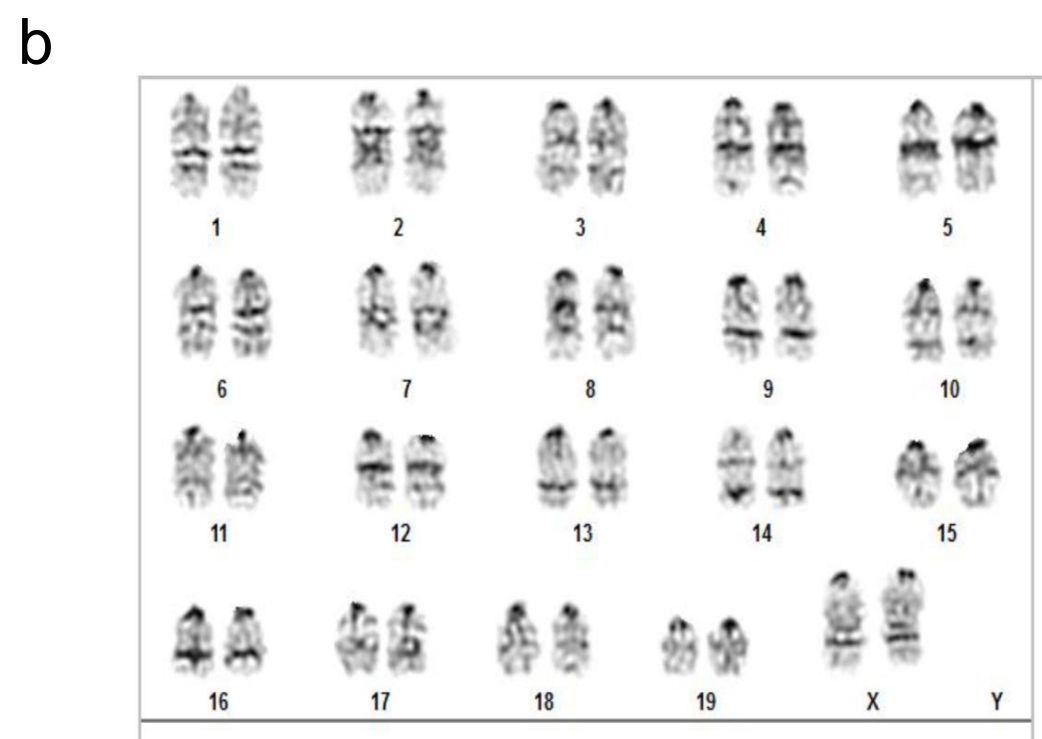

Supplementary Fig. 1 *In vitro* proliferation and karyotype analysis of Hoxa7-TPO cells that were cultured for extended periods of time.

a Comparison of growth characteristics of Hoxa7-TPO cells that were cultured for 4-6 weeks ('younger' Hoxa7-TPO cells) and Hoxa7-TPO cells that were continuously cultured for one year ('older' Hoxa7-TPO cells). Source data are provided as a Source Data file.

b Karyotype analysis of Hoxa7-TPO cells after one year of continuous cell culture.

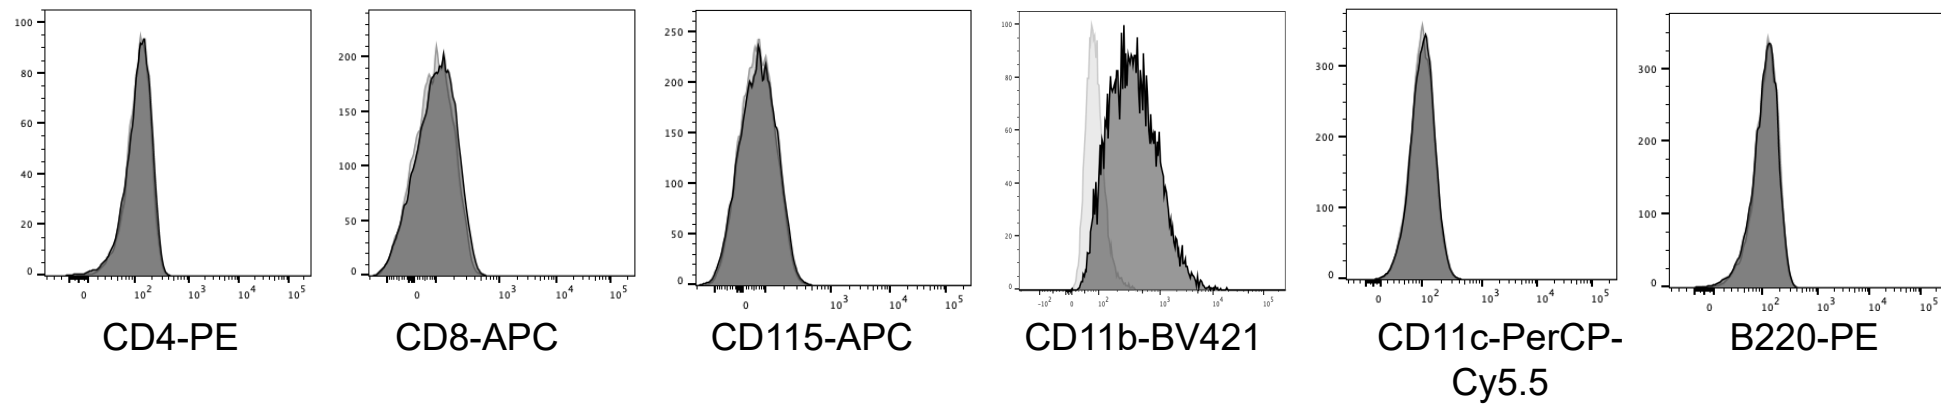

Supplementary Fig. 2 Flow cytometry analysis of Hoxa7-TPO cells.

Non-differentiated Hoxa7-TPO cells were stained with indicated antibodies and analyzed by flow cytometry. Dark grey, specific antibodies; light grey, isotype controls.

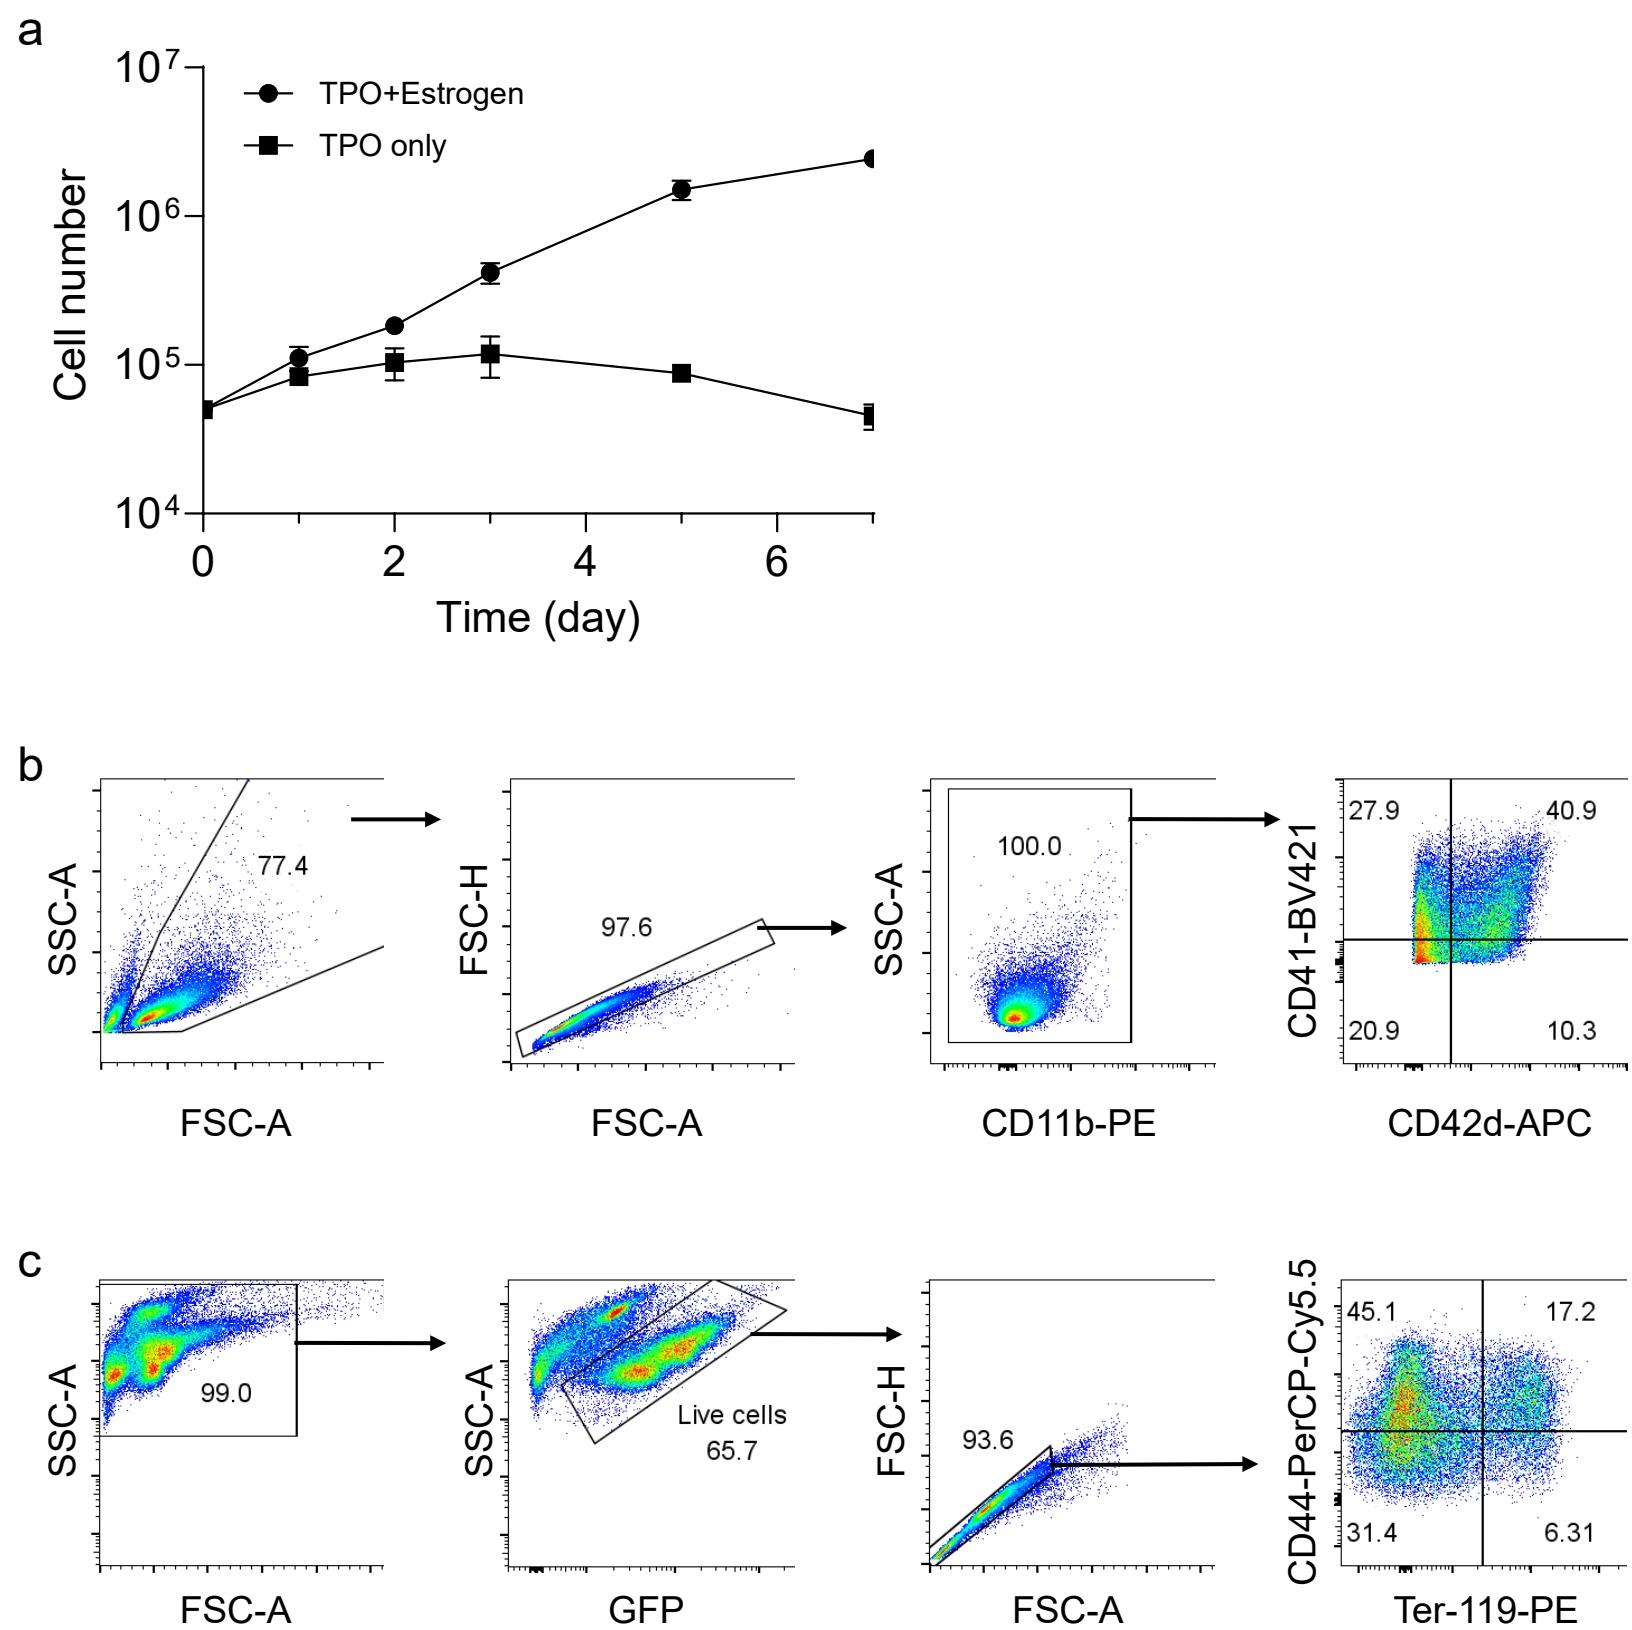

Supplementary Fig. 3 Estrogen-dependent growth characteristics of Hoxa7-TPO cells and flow cytometry-based gating strategy for analysis of *in vitro* differentiated Hoxa7-TPO cells.

a Cell numbers of Hoxa7-TPO cells cultured with TPO (20 ng/ml) in the presence or absence of exogenous estrogen. Data represent mean $\pm$ SD from $n = 5$ technical replicates at each indicated time point. Source data are provided as a Source Data file.

b Gating strategy for analysis of *in vitro* MK cell differentiation of Hoxa7-TPO cells.

c Gating strategy for analysis of *in vitro* erythroid differentiation of Hoxa7-TPO cells.

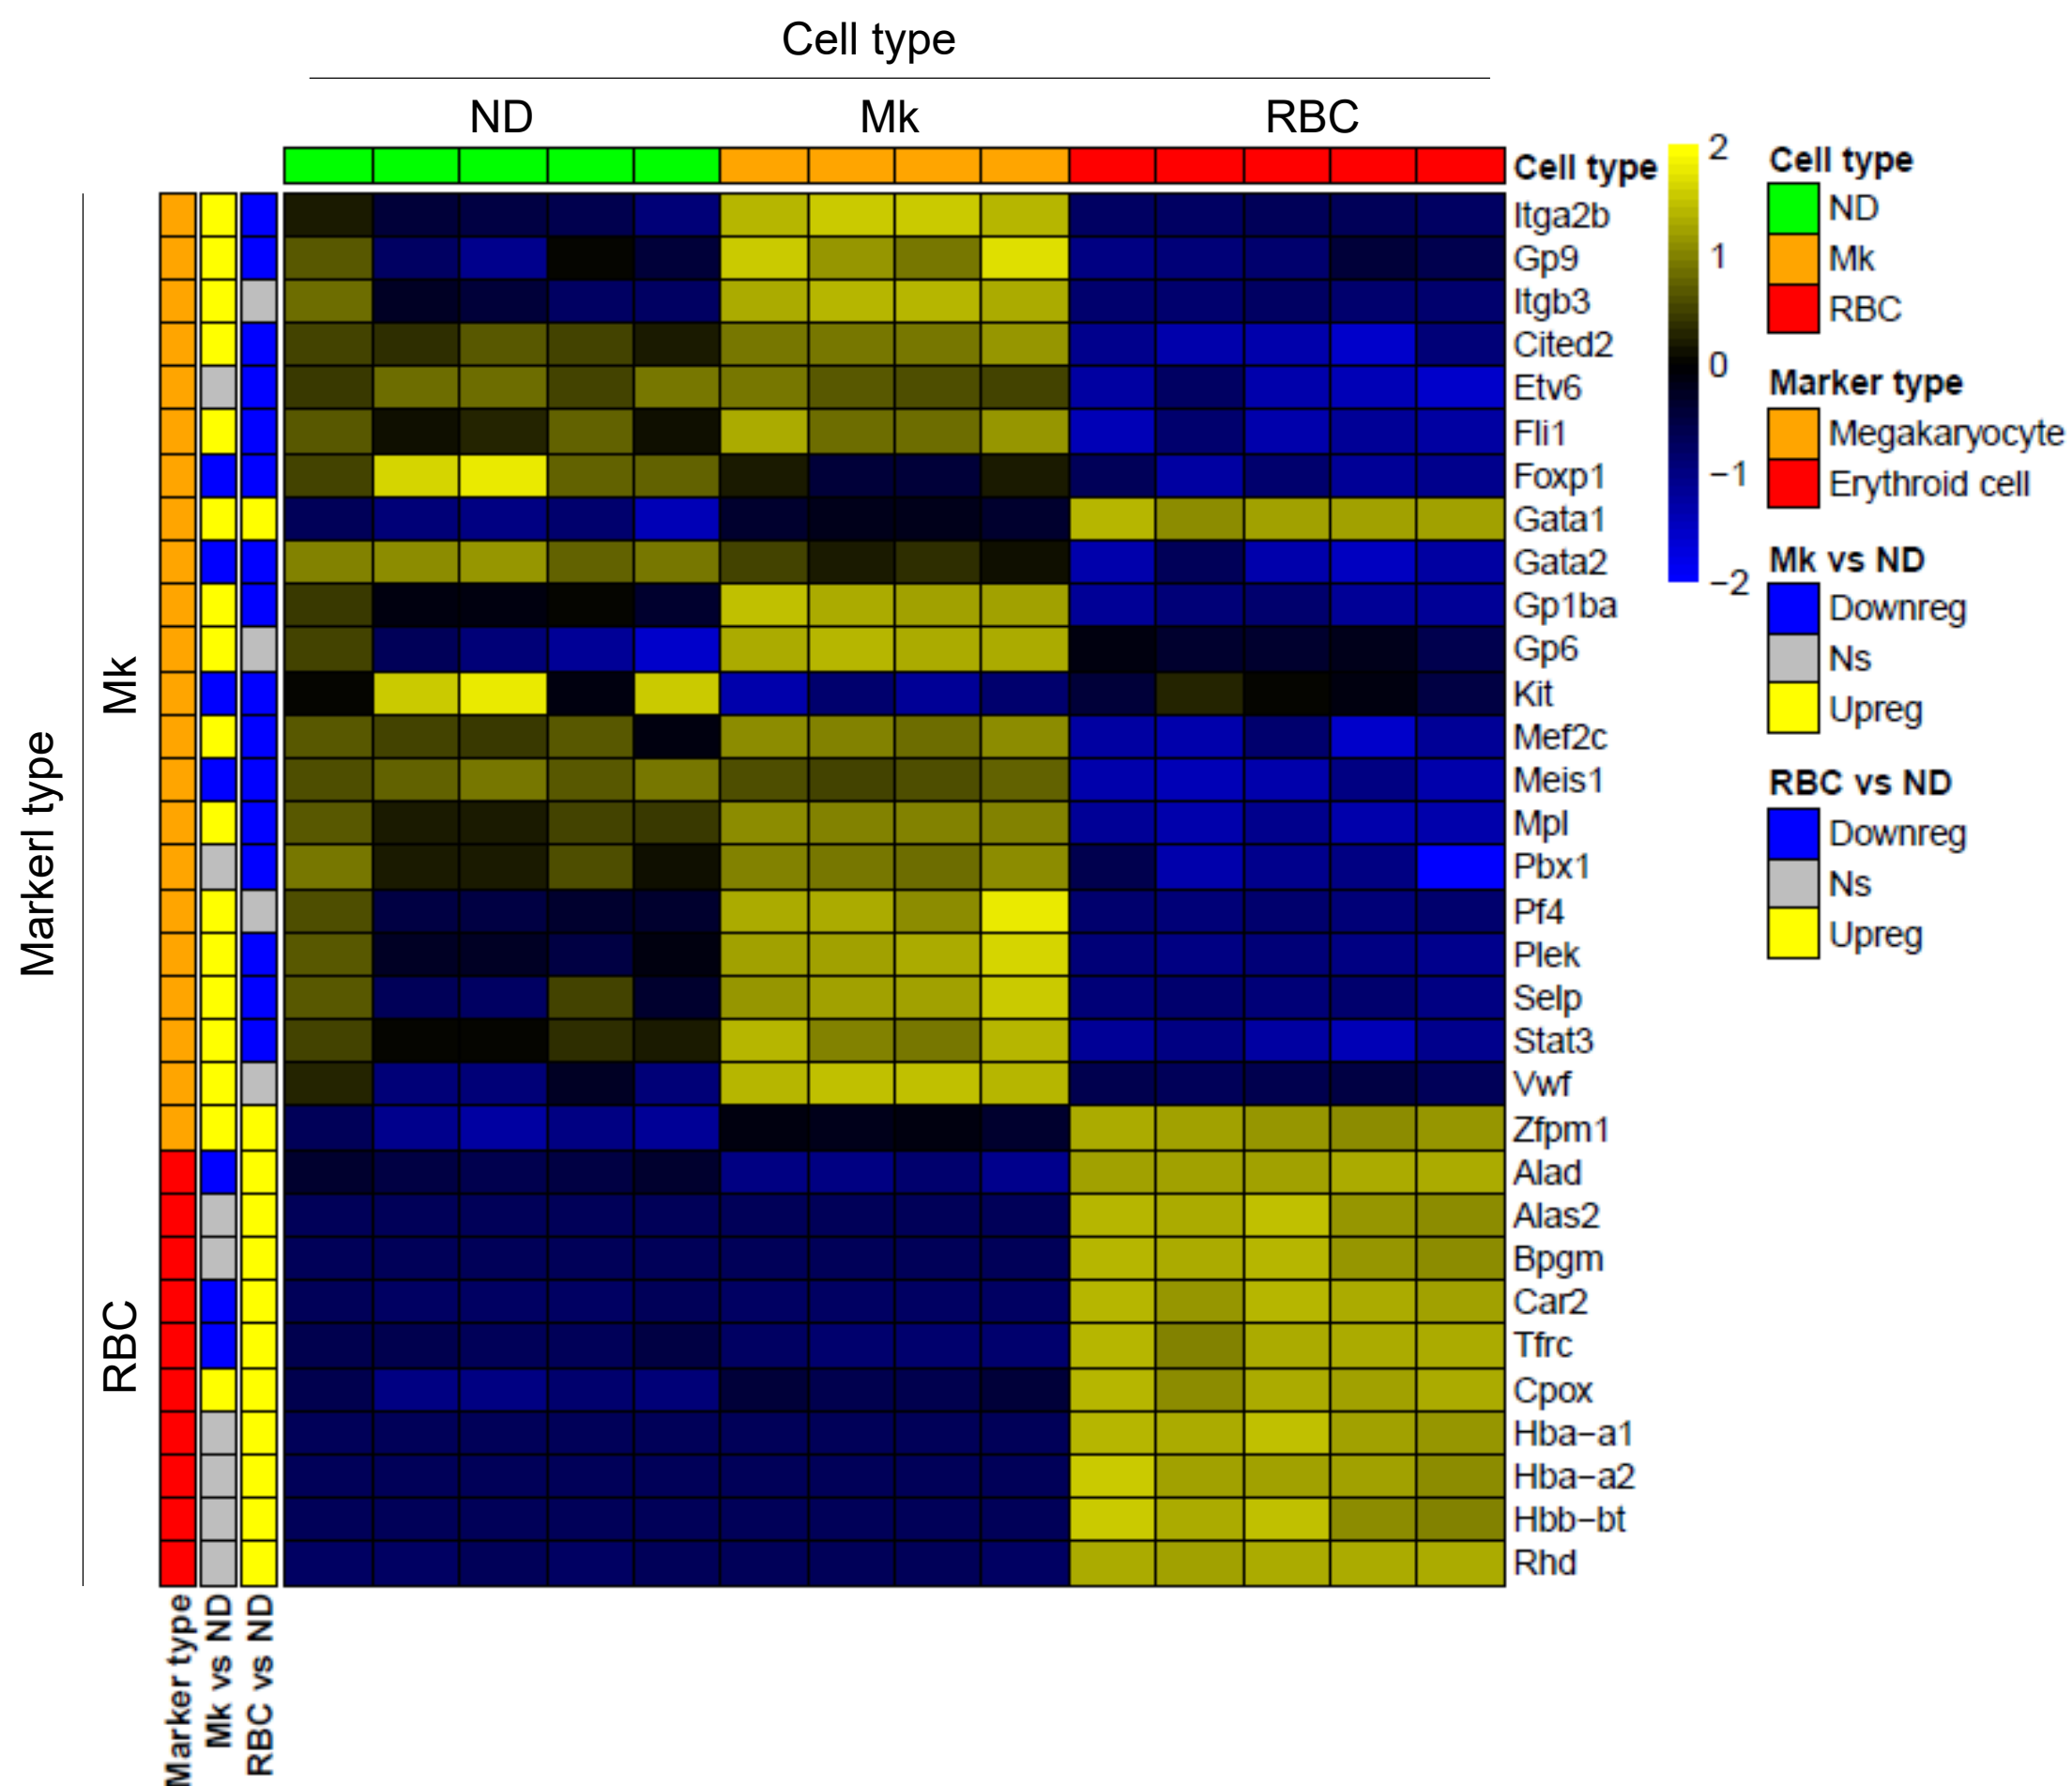

Supplementary Fig. 4 RNAseq-based heat map of marker genes encoding lineage-defining factors.

Analysis is based on RNAseq from non-differentiated Hoxa7-TPO cells, Hoxa7-TPO cells that were differentiated for 4 days *in vitro* in the presence of TPO and Hoxa7-TPO-derived reticulocytes that were isolated from adoptively transferred mice. Experimentally defined marker genes were drawn from the updated, manually curated (scRNA-seq-based) CellMarker 2.0 database (PMID: 36300619).

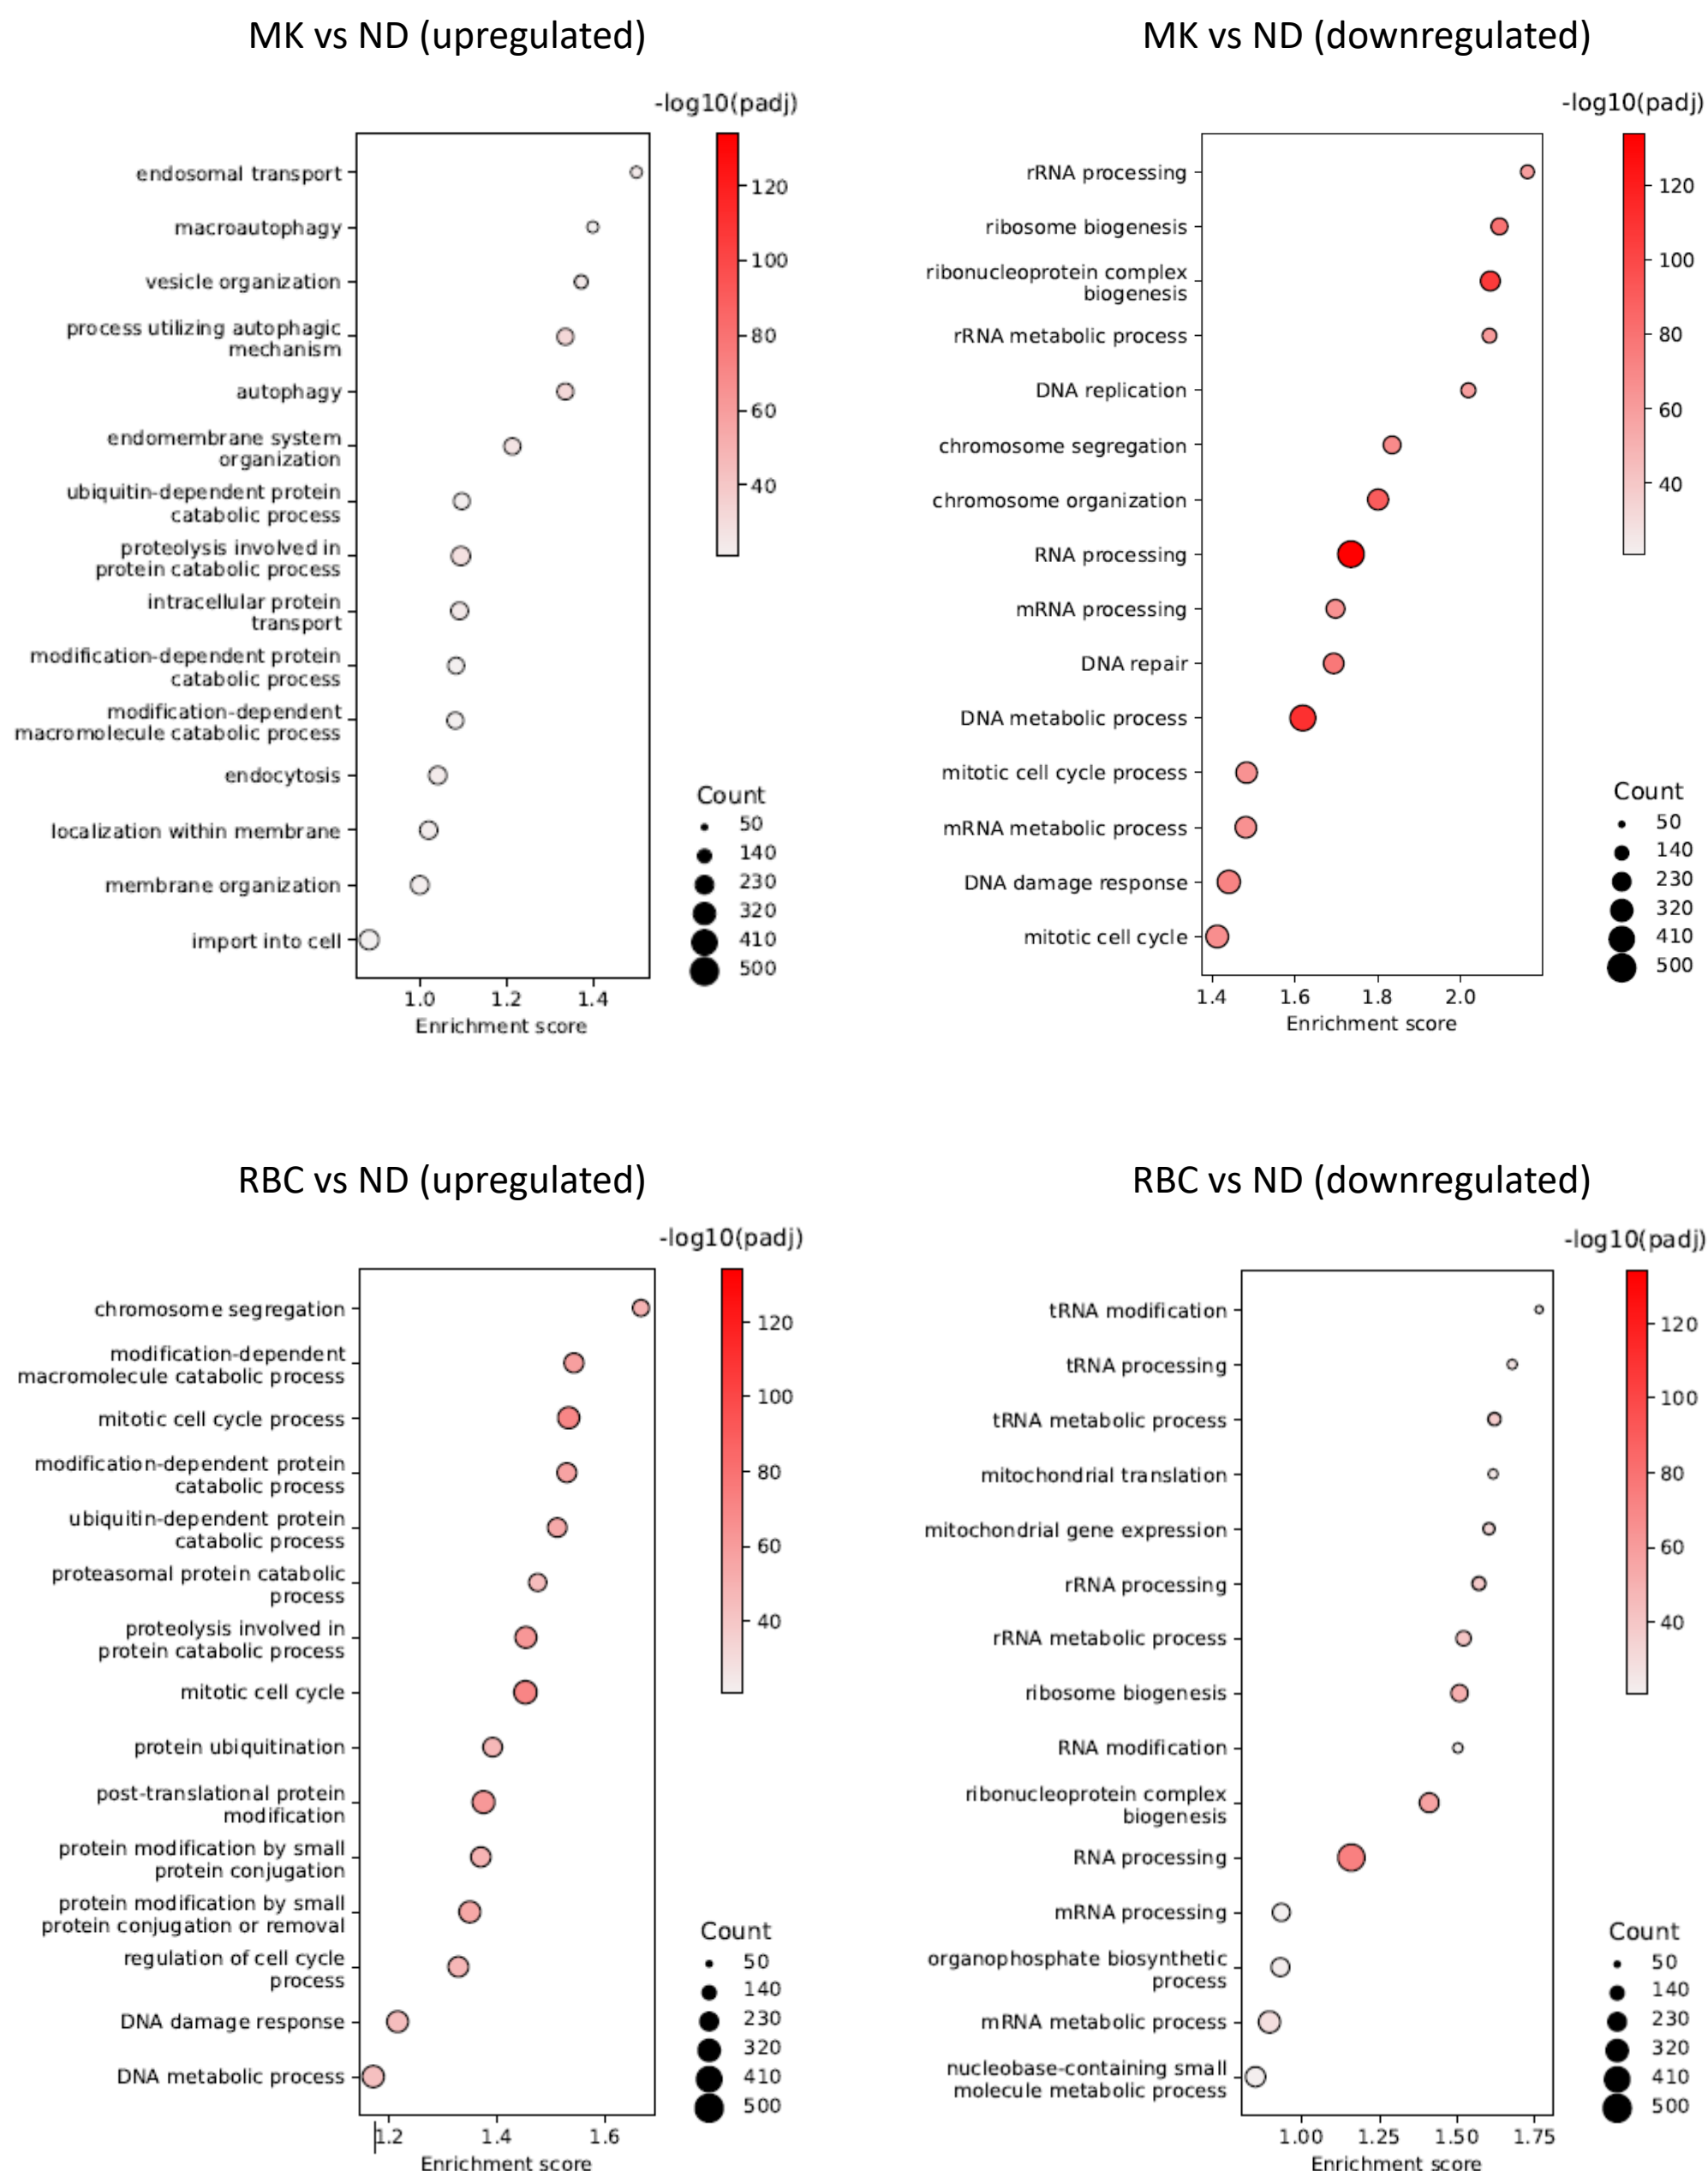

Supplementary Fig. 5 RNAseq-based gene ontology analysis based on up- and down-regulated genes in MK and reticulocytes vs. non-differentiated cells (ND).

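Gene ontology terms group genes by process. In the place of such terms, which were not used here, lists of genes for single processes were tested in MK against ND. Many genes of mitochondrial function and translation fell in the values as deposited, and fewer after subtracting medians. Of 79 tested genes of oxidative phosphorylation, 51 fell and 2 rose, or 57 and 3 when adjusted over the list alone (camera, adjusted p = 0.00761, and adjusted p = 0.788 with an estimated correlation), against 32 and 4 after quantile normalization and 13 and 4 after subtracting medians. Of 75 tested mitochondrial ribosomal proteins, 58 fell and none rose, or 60 when adjusted over the list alone (camera, adjusted p = 7.42e-05, and adjusted p = 0.725 with an estimated correlation), against 27 falling and 2 rising after subtracting medians. Of 70 tested genes of tRNA charging and mitochondrial translation, 47 fell and none rose, also when adjusted over the list alone (camera, adjusted p = 0.000776, and adjusted p = 0.725 with an estimated correlation), against 29 falling and 4 rising after subtracting medians. Nsun2, which methylates tRNA, fell by 1.79 (standard error 0.38). Of 78 tested ribosomal proteins, 59 fell and none rose, or 65 when adjusted over the list alone (camera, adjusted p = 5.89e-05, and adjusted p = 0.725 with an estimated correlation), against 9 falling after subtracting medians. Of 25 tested genes encoded in mitochondria, 10 fell and none rose, also when adjusted over the list alone, against 2 falling after subtracting medians (camera, adjusted p = 0.256).

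Protein turnover genes went both ways. Of 41 tested proteasome genes, 30 fell and 2 rose, or 31 and 2 when adjusted over the list alone (camera, adjusted p = 0.0161, and adjusted p = 0.788 with an estimated correlation), against 9 and 3 after subtracting medians. Psmb8 and Psmb9, subunits of the immunoproteasome, fell by 1.90 (standard error 0.28) and 1.62 (standard error 0.22). Of 60 tested genes of ubiquitin-dependent proteolysis, 14 rose and 16 fell, or 13 and 15 when adjusted over the list alone, against 20 and 6 after quantile normalization and 24 and 4 after subtracting medians. Camera placed them higher than other genes (adjusted p = 0.0191, and adjusted p = 0.409 with an estimated correlation), at a mean log2 fold change of −0.02 and a median of −0.10. Of 70 tested genes of endosomes and vesicle transport, 16 rose and 13 fell, also when adjusted over the list alone, against 28 and 8 after quantile normalization and 32 and 6 after subtracting medians. Their mean log2 fold change was 0.08, their median −0.07, and camera placed them higher than other genes (adjusted p = 0.00432, and adjusted p = 0.316 with an estimated correlation). That call was lost without the low-value filter, and fry made no call (adjusted p = 0.440). Rab27b, which moves platelet granules, rose by 3.39 (standard error 0.49) and Ehd1, a recycling factor, by 2.42 (standard error 0.39). Nbeal2, which is needed for alpha granules, rose by 1.71 (standard error 0.32) and Lyst, which shapes lysosome-related organelles, by 1.41 (standard error 0.40). Of 43 tested lysosome genes, 12 fell and 6 rose, also when adjusted over the list alone, against 9 and 12 after quantile normalization and 8 and 13 after subtracting medians (camera, adjusted p = 0.237). The protease gene Ctsl fell by 3.08 (standard error 0.52) and Hexb, a subunit of hexosaminidase, by 2.35 (standard error 0.17).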

For each condition (non-differentiated Hoxa7-TPO cells, Hoxa7-TPO cells that were differentiated for 4 days *in vitro* in the presence of TPO and Hoxa7-TPO-derived reticulocytes that were isolated from adoptively transferred mice), the top 15 most significantly enriched gene ontology “Biological Process” terms are shown (Fisher’s exact test with Benjamini-Hochberg correction), ranked by decreasing enrichment score.

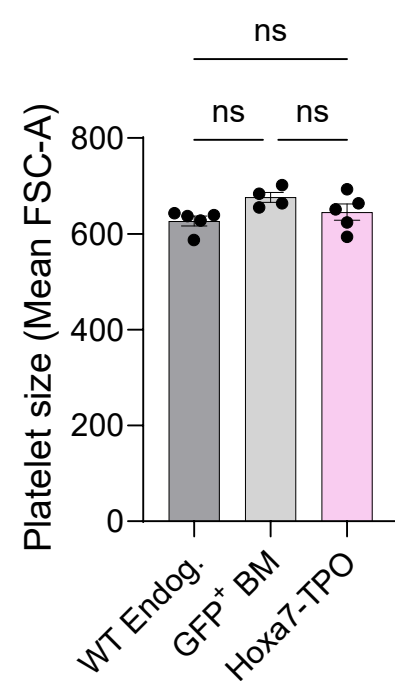

Supplementary Fig. 6 Cell size of Hoxa7-TPO- and BM-derived platelets.

Flow cytometry-based forward scatter analysis of platelets in lethally irradiated mice that were adoptively transferred with BM WT helper cells and Hoxa7-TPO cells (WT endog., Hoxa7-TPO) or GFP⁺ BM cells (GFP⁺ BM) and analyzed 7 days later. Data represent mean $\pm$ S.E. from $n = 5$ independent experiments for WT Endog. BM and Hoxa7-TPO, and $n = 4$ for GFP⁺ BM. Ns, not significant ($P > 0.05$), one-way ANOVA. Source data are provided as a Source Data file.

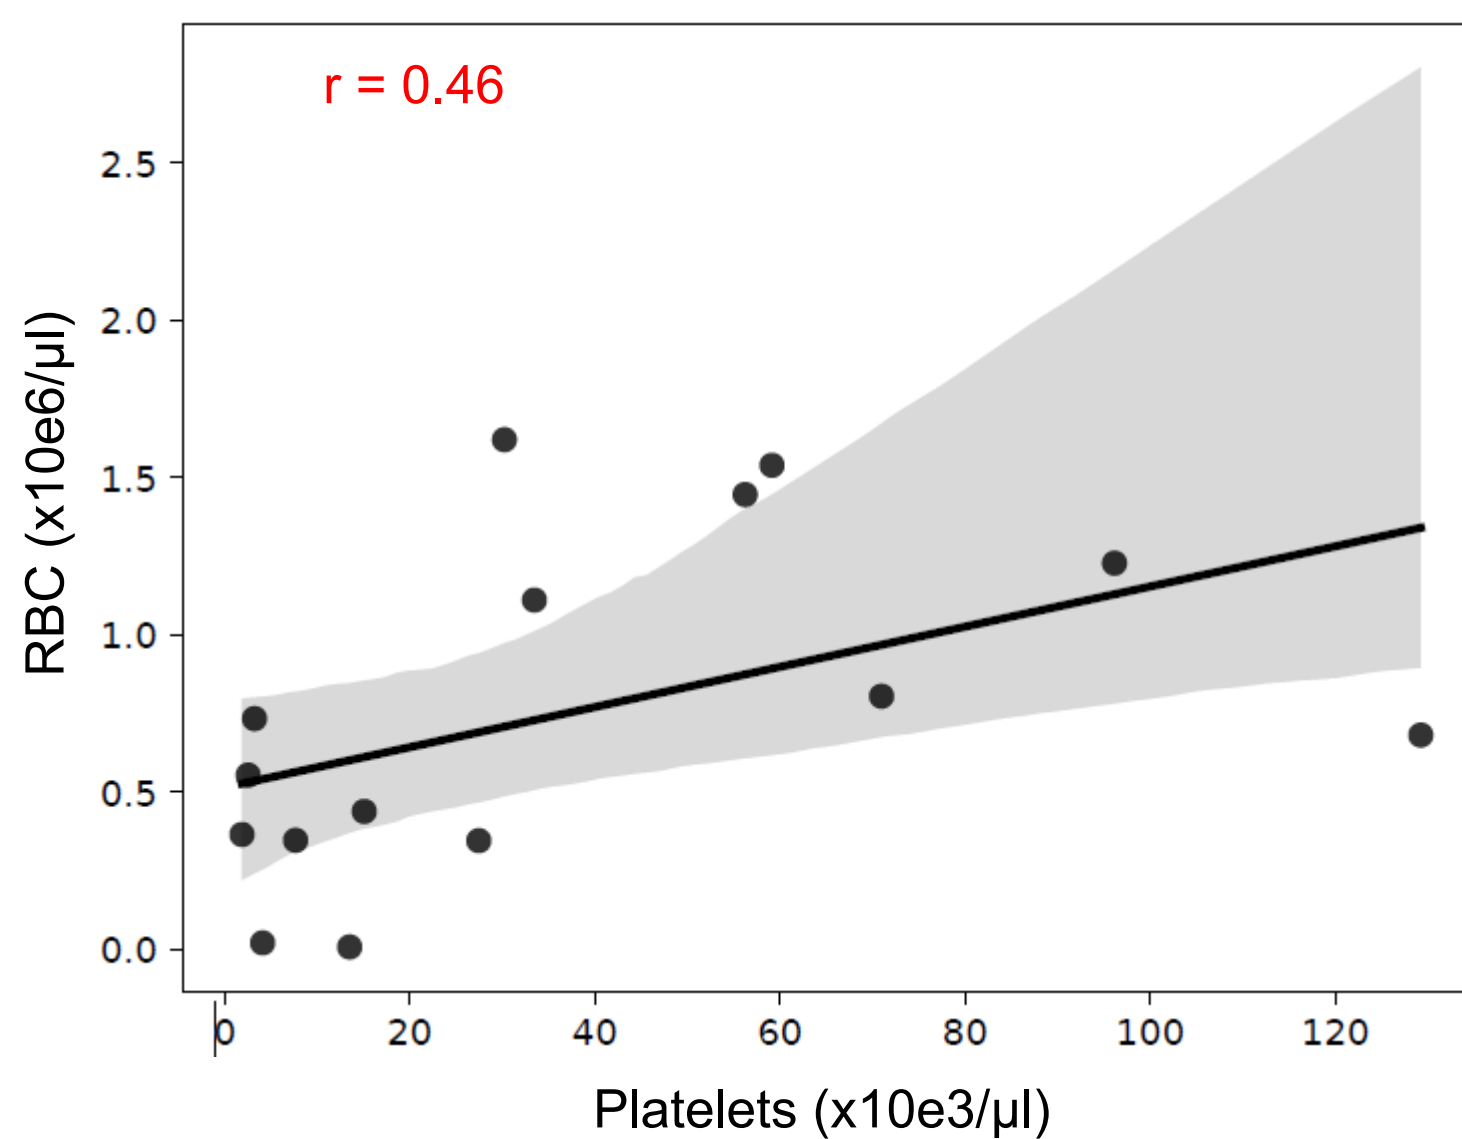

Supplementary Fig. 7 Correlation analysis of RBC and platelets produced from Hoxa7-TPO clones *in vivo*.

Correlation of RBC and platelet counts from the PB of mice that were adoptively transferred with 15 clones derived from Hoxa7-TPO cells. Each symbol represents data obtained from individual mice transferred with one individual clone. Regression line, 95% confidence interval (shaded) and Pearson correlation index (r , in red) are indicated. Source data are provided as a Source Data file.

Mice group	% platelets (mean ± SEM)	AUC (mean ± SEM)
Non-treated		
CD41+	5.98 ± 1.09	7,703 ± 200
BM only		
CD41+	3.89 ± 0.40	4,417 ± 184
BM+Hoxa7-TPO		
CD41+	1.60 ± 0.52 (33.7 %)	18,063 ± 917 (44.3%)
CD41+ GFP+	3.15 ± 1.50 (66.3 %)	22,748 ± 929 (55.7 %)

Supplementary Fig. 9 Relative size of cremaster arteriole thrombi and platelet number post laser injury in *Mpl*^{-/-} mice.

Flow cytometry studies determined the percent of cells present in the peripheral blood that are either CD41⁺ or CD41⁺GFP⁺ platelets in the mice at the time of the thrombosis study. The size of the thrombi post-laser injury in cremaster arterioles are shown in relative area-under-the-curve (AUC). Both results are mean ±1 SEM. BM only = *Mpl*^{-/-} mice receiving WT BM marrow transplant only. BM+Hoxa7-TPO = *Mpl*^{-/-} mice transplanted with both WT marrow and non-differentiated Hoxa7-TPO cells. The percentage of endogenous (CD41⁺) and Hoxa7-TPO-derived platelets (CD41⁺ GFP⁺) contributing to thrombi are depicted in red in brackets. All arms had 4 mice studied.

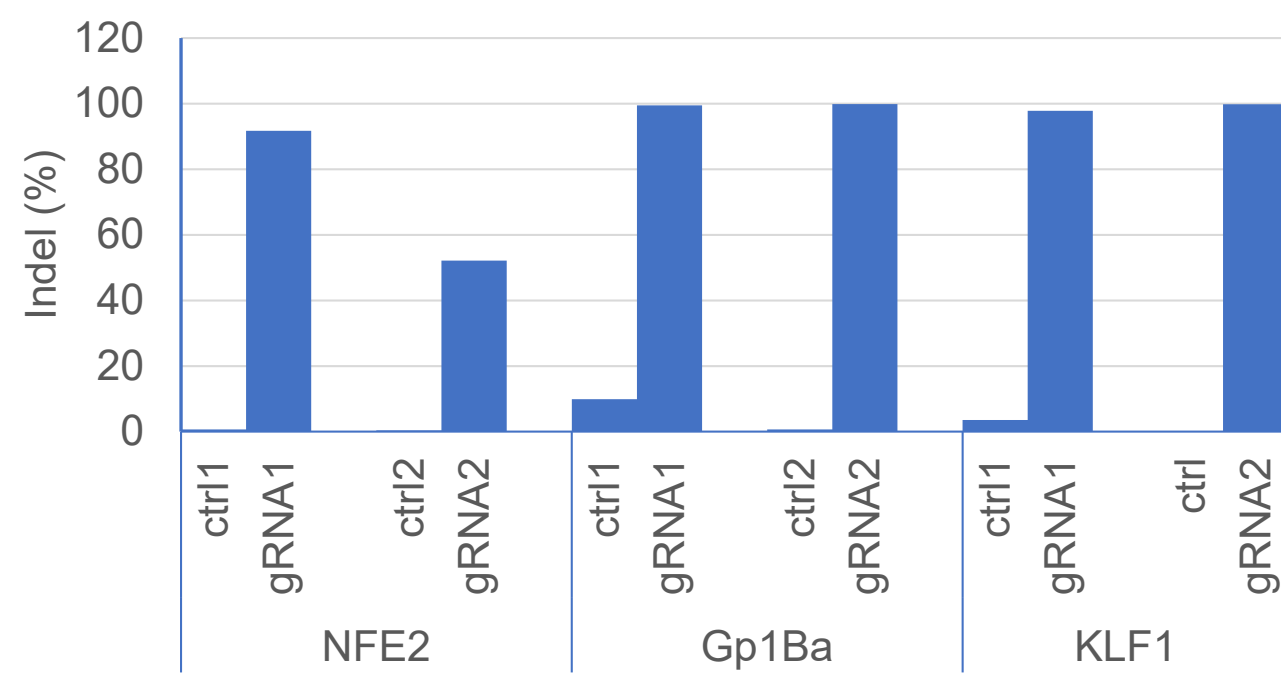

Supplementary Fig. 10 gRNA targeting efficiency

On-target DNA editing efficiency (indel frequency) of sgRNA-transduced Hoxa7-TPO cells was determined by next-generation sequencing. Source data are provided as a Source Data file.

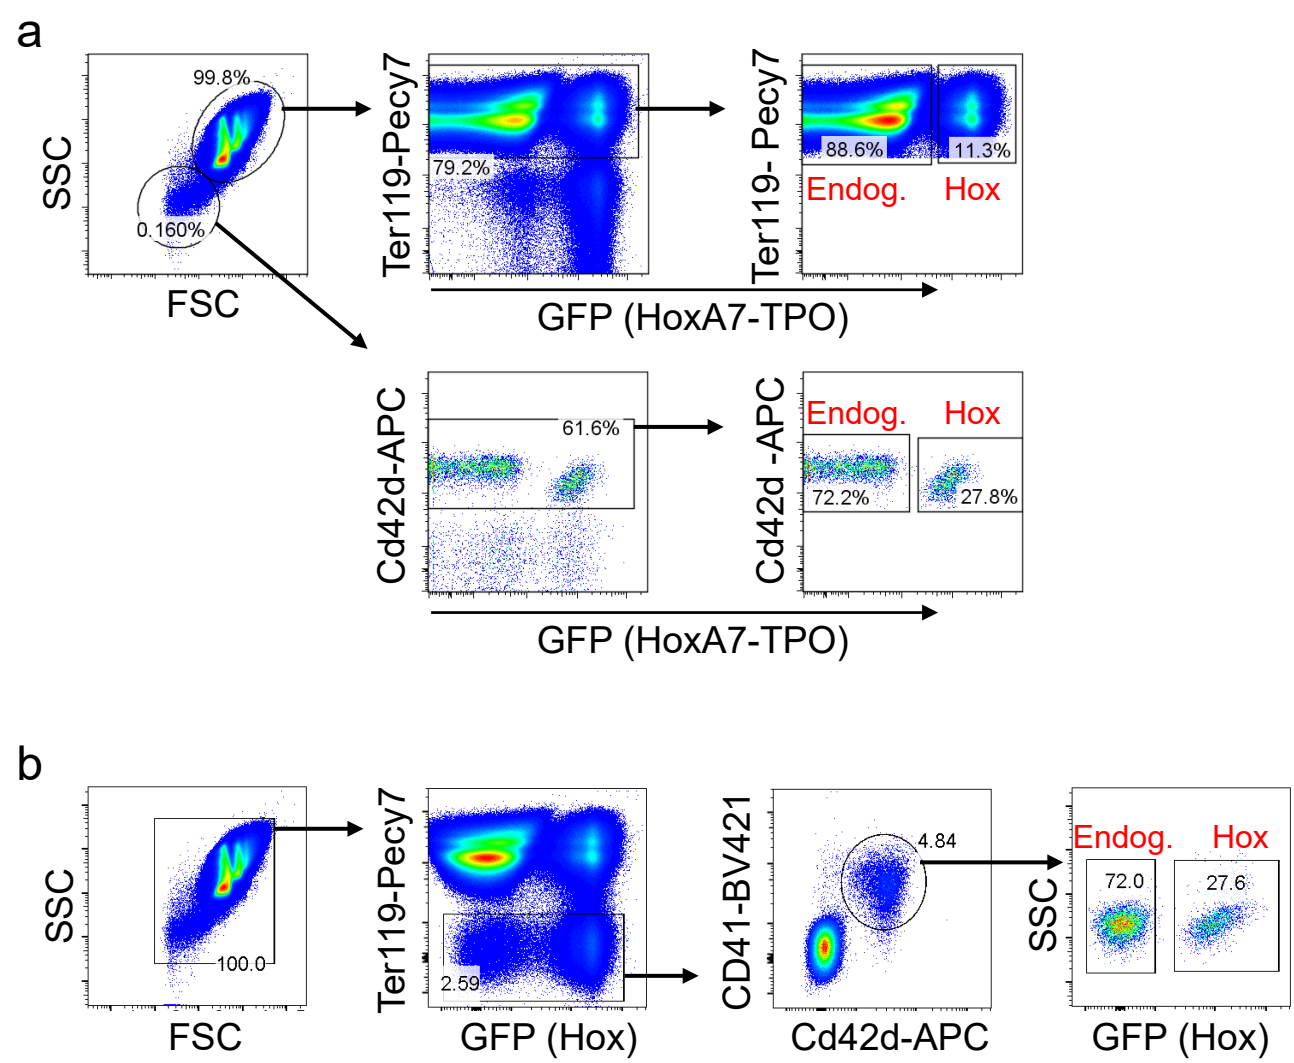

Supplementary Fig. 11 Gating strategy for platelets

a Flow cytometry-based gating strategy for standard assays based on adoptive transfer of HoxA7-TPO cells.

b Flow cytometry-based gating strategy for analysis of large platelets as obtained upon genetic deletion of GP1BA.

gene-gRNA Name	gRNA target sequence	target-seq-F-primer	target-seq-R-primer
NFE2_g1	TGGTATGGCTACATTACCAT	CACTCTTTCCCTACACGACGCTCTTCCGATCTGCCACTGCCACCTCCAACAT	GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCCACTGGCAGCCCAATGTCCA
NFE2_g2	AAGTTAACTATCTTGCCGT	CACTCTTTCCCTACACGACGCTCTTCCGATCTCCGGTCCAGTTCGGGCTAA	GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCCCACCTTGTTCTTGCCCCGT
Gp1Ba_g1	GACAGGCGCATTGTCCAAGT	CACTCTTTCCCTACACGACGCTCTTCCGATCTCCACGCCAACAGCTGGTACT	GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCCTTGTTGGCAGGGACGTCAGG
Gp1Ba1_g2	TGGCTTCGCACAATACCAA	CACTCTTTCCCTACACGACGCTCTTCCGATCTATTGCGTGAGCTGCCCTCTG	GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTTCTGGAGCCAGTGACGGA
KLF1_g1	GCTCGGAGTCGGAGTACGA	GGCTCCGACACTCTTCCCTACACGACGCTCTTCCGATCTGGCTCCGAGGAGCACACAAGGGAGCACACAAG	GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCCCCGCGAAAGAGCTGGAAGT
KLF1_g2	GAGGGACGTGACCTGTGCGT	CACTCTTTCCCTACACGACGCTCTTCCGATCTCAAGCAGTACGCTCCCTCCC	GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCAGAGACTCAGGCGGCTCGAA

Supplementary Table 1

Sequence information of sgRNA targets and primers used for analysis of targeting efficiency

# Supplementary material for: Murine hematopoietic progenitor cell lines with erythroid and megakaryocyte potential
**Source:** Nat Commun. 2025 Aug 7;16:7283. doi: 10.1038/s41467-025-62668-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional supplementary files

Supplementary Data 1.

List of differentially expressed genes in Hoxa7- TPO cells and Hoxa7-TPO-derived MK and reticulocytes. Gene expression of non-differentiated Hoxa7-TPO cells and Hoxa7-TPO cells that were differentiated for four days in vitro (MK) or were isolated ex vivo 7 days after adoptive transfer (reticulocytes) was analyzed by RNAseq. Differentially expressed genes (adj. Pval $\leq$ 0.05, LogFC $\geq$ 5) are shown. 

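At this threshold, an adjusted p of at most 0.05 and a log2 fold change of at least 5 in size, 12 genes were higher and 13 lower in MK than in ND in the limma test of the deposited values. Besides those named for the largest changes, Slc6a4, the serotonin transporter through which platelets load serotonin, rose by 5.84 (standard error 1.14, adjusted p = 0.00258), Ly6g6f, a platelet membrane protein, by 6.01 (standard error 1.08, adjusted p = 0.00198), and Cd226, an adhesion receptor, by 5.69 (standard error 1.01, adjusted p = 0.00196). Tpm4, a tropomyosin of the platelet cytoskeleton, rose by 5.68 (standard error 0.88), and Parvb, which links integrins to actin, by 5.58 (standard error 0.85). Timp3, an inhibitor of matrix proteases, rose by 5.29 (standard error 0.88), the tetraspanin Tspan9 by 5.27 (standard error 0.72) and the GTPase Rhoc by 5.09 (standard error 0.76). Among genes that fell, Ms4a2, a chain of the IgE receptor, had −5.61 (standard error 0.73, adjusted p = 0.00117) and Hdc, which makes histamine, −5.43 (standard error 0.69, adjusted p = 0.00117). The growth factor gene Fgf3 fell by 5.50 (standard error 0.90) and the somatostatin receptor gene Sstr1 by 5.40 (standard error 0.96). The galectin gene Lgals1 fell by 5.34 (standard error 0.72) and the histone gene Hist1h2bm by 5.31 (standard error 1.22). The count at this threshold rests on single libraries, with 26 higher without K1 of ND, 20 higher and 39 lower without K1v2 of MK, and 37 higher and 41 lower without both. It also moves with the pseudocount, to 33 higher and 40 lower with log2(FPKM + 0.1) and to 5 lower with log2(FPKM + 1). The copy of the paper's table used here holds the first 1999 of 18019 genes for MK and the first 1377 of 16121 for reticulocytes. Of those 1999 genes, 16 pass both thresholds in the paper's values and 875 have an adjusted p above 0.05.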

Differential expression genes were tested with limma-voom in R, which is a moderated two sided t test. Results were adjusted for multiple comparisons by the Benjamini-Hochberg method.

Supplementary Data 2.

Differentially expressed genes in Hoxa7-TPO-derived MK and reticulocytes vs. nondifferentiated Hoxa7-TPO cells as used for analysis of lineage-defining factors and gene ontology analysis. Differential expression analysis was performed using DESeq2 with the two-sided Wald test. Results were adjusted for multiple comparisons using the BenjaminiHochberg method.

Supplementary Data 3.

Reagents and antibodies used in this study.

# Supplementary material for: Murine hematopoietic progenitor cell lines with erythroid and megakaryocyte potential
**Source:** Nat Commun. 2025 Aug 7;16:7283. doi: 10.1038/s41467-025-62668-z
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection For flow cytometry experiments data was collected using Becton Dickinson (BD) FACSDiva software (v8.0.1 or v9.0) or SpectroFlo (v3.3.0).

Data analysis Data analysis was performed using the following software: FlowJo (v9 and v10), GraphPad Prism (v10.4.1), ImageJ (v1.54p), Partek Genomics Suite 6.6, TrimGalore (v0.6.10), STAR aligner (v2.7.11a), R package DESeq2 (v1.42.1).
The code used for the over-representation analysis is available at Github: https://github.com/mmarchetti90/project_setup_assistant/blob/main/code_base/term_enrichment/ora/enrichment_analysis_1.py.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Relevant data supporting the findings of this study are available upon request from the corresponding author, respectively have been deposited at NCBI GEO (GSE244976).

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample sizes were not predetermined by formal statistical methods; instead, they were chosen according to field standards or prior laboratory experience. For some experiments, effect size metrics such as Cohen's d (for t-tests) were calculated post hoc to aid in interpreting the magnitude of observed effects.

Data exclusions

No data were excluded.

Replication

All replication experiments were successful.

Randomization

For in vivo experiments, mice were randomly allocated to experimental groups. Randomization was not relevant to in vitro experiments.

Blinding

Investigators were not blinded to group allocations, as blinding was not applicable to the experimental design.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

From Thermofisher Scientific:

TER-119-Pecy7 (#25-5921-82)
 Ter-119-PE (#12-5921-82)
 CD16/CD32-PE (93; #12-0161-82)
 CD11c-PerCP-cy5.5 (N418; 45-0114-82)
 CD42d-APC (1C2; #17-0421-82)
 B220-PE (RA3-6B2; #12-0452-82)
 CD62P-PerCP-eFluor710 (Psel.KO2.3; # 46-0626-82)
 CD115-APC (AFS98; 17-1152-82)
 CD11b-BV421 (M1/70; #404-0112-82)
 donkey anti-mouse IgG- Alexa Fluor™ 488 (#A-21202)
 donkey anti-rabbit IgG- Alexa Fluor™ 488 (#A-21206)

From BD:

CD8a-APC (53-6.7; #553035)
 CD4-APC (RM4-5; #561091)
 CD117-APC (2B8; # 561074)
 CD71-PE (C2; #561937)

From Biolegend:

Sca-1-PE (E13-161.7; #122507)
 LY-6G-Pecy7 (1A8; #127617)
 Ly6C-APC (HK1.4; #128015)
 CD150-APC (TC15-12F12.2; #115909)
 CD105-Pecy7 (MJ7/18; #120409)
 CD44-PerCP-Cy5.5 (IM7; #103031)
 CD42d- Percp-Cy5.5 (1C2; #148508)
 CD41 BV421 (MWRReg30; #133912)
 CD34-PE (SA376A4; #152203)

AAnti-β1-tubulin (Sigma; #T8328)
 Anti-VWF (Santa Cruz Biotech; # sc-365712)

Validation

Validation information for the antibodies listed above is available on the manufacturers' websites using the corresponding catalogue numbers.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

HEK293T cells for virus production were obtained from Takara (632180). Hoxa7-TPO cells were generated from female mice.

Authentication	HEK293T cells were not further authenticated beyond Takara's certification. The detailed characterization of Hoxa7-TPO cells is key part of the manuscript.
Mycoplasma contamination	The cell lines were regularly tested for mycoplasma and found negative.
Commonly misidentified lines<br>(See ICLAC register)	No commonly misidentified lines were used.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	C57BL/6 mice were purchased from Jackson Laboratories and were either used directly in experiments or bred in the animal facility at the University of Utah. PF4-Cre and ROSA26iDTR mice were obtained from Jackson Laboratories and crossed in the University of Utah's animal facility. H2K-GFP mice were kindly provided by Dr. Derek Persons and were housed and bred at the University of Utah's animal facility. Mpl-/- mice were sourced from Dr. Wei Tong at the Children's Hospital of Philadelphia. All mice were closely monitored by resident veterinarians to ensure their well-being. The dark/light cycle, temperature, and humidity were centrally controlled.
Wild animals	N/A
Reporting on sex	Female mice and cell lines derived from female mice were used for this study.
Field-collected samples	N/A
Ethics oversight	All mouse studies were carried out in accordance with protocols approved by the Institutional Animal Care and Use Committees at the St. Jude Children's Research Hospital, the University of Utah and the Children's Hospital of Philadelphia.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	N/A
Novel plant genotypes	N/A
Authentication	N/A

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	Described in Methods section.
Instrument	BD LSRFortessa; BD LSRFortessa X-20; Cytex Aurora
Software	Data collection: BD FACSDiva V. 9.0; BD FACSDiva V. 8.0.1; SpecFlo V. 3.3.0<br>Data analysis: FlowJoe (various version)
Cell population abundance	Cell populations abundances are provided where relevant by quantification.

Gating strategy

All gating strategies are detailed in the supplementary section of the paper, including frequencies of gated populations.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

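RNAseq libraries of 3 groups were analysed, 5 of non-differentiated Hoxa7-TPO cells (ND), 5 of the same populations after 4 days in TPO without estrogen (MK) and 5 of reticulocytes sorted from mice that had received Hoxa7-TPO cells (RBC). Groups follow the sample titles, the series design and the paper's source data for Fig. 3d. For the ND and MK libraries other label fields name reticulocytes of transferred mice instead, which the titles and the paper contradict, and the paper was followed. For RBC the paper gives day 7 after transfer and the labels day 6.

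For ND and MK the authors deposited log2 values, log2(FPKM + 0.5), of 34591 genes with a floor of −1.0. For RBC the authors deposited raw counts per gene for 34590 genes, together with 91 spike-in entries, all of them at 0 counts, and 5 summary entries of HTSeq. The submitters' processing notes name BWA, HTSeq and mm9. Their versions are not given in the sources used here. The paper's methods name other tools for its differential expression, namely TrimGalore, STAR, a later genome release and DESeq2, so those values were made by another route. Summary entries stayed out of library sizes. Of all reads in the RBC table, 76.4 to 79.2% had a low mapping quality, 1.34 to 1.85% lay in no gene, 0.0831 to 0.101% were ambiguous, 2.39 to 6.08% were not aligned and 15.6 to 17.6% were counted in genes. RBC libraries held a count in 10528 to 11795 genes.

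ND and MK were compared with limma 3.58.1 in R 4.3.3 on the deposited log2 values, without a block and with an intensity trend in the moderation of variances, over the 11851 genes with an FPKM of at least 1 in at least 4 libraries. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. For Pf4, Vwf, Itga2b and Mpl an exact two-sided permutation test over 252 arrangements was added. It does not keep the pairs, and with them 32 arrangements remain. RBC and ND stand in separate tables in different units, so no test between them was run, although one had been planned in case a single table held both. RBC values are CPM, with 0.5 added on the log2 scale, and TMM factors for an alternative came from edgeR 4.0.16. Percentiles were taken among the detected genes of each library. They rank CPM in RBC, which are not scaled to transcript length, and FPKM in ND and MK, which are. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for levels, tables and figures.

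Gene lists were written from general knowledge, 31 by hand and 7 by name pattern, and 1185 of 1188 hand-written entries were matched to the deposited gene names, 21 of them through another name in a table of mouse genes (GRCm38.p6), which was used for names only. Lists of at least 3 tested members were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Genes are named in the text if the paper names them or measured their product (33 genes), if they are among the 10 largest rises or 10 largest falls that passed the test and had the same direction in 5 of 5 populations, or if they are among up to 4 members of a described list with the largest change past the test in the direction of most called members. In RBC the 10 highest genes and up to 4 highest members of a described list are named. Genes outside this rule are marked as chosen after their values were seen.

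ND and MK libraries of one name come from the same cell population and are paired by it. The deviations of the paired libraries from their group means correlated at 0.28 to 0.46, and 4 of 5 MK libraries correlated best with the ND library of their own population, K2 of MK doing so with K3 of ND. The test without a block was the main one because the paper names none.

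The limma analysis was tested on simulated data for the comparison of MK and ND. Of 50 genes each changed by 0.5, 1, 2 and 5 log2 units, it recovered 18, 44, 90 and 96%, and it called 4 of 11651 unchanged genes. In this simulation, smaller changes were therefore often missed. It changed few genes, with independent noise and no shift in scaling between libraries. In the real comparison 53.8% of tested genes were called, which makes the cutoff on p-values less strict, so these shares do not carry over. The 4 calls likewise tell nothing of calls that a shift in scaling could make. The alternatives covered the filter on low values, the pseudocount, quantile normalization, subtraction of library medians, the variance model, the population as a block, the treatment of K1 and K1v2, and each library left out in turn, and for RBC the scaling, the count minimum and the denominator of the globin share. Chosen after the values were seen were the comparison without K1v2 of MK and K1 of ND and a filter at an FPKM of at least 0.5, and so was a ratio of group mean FPKM beside the paper's fold changes. RBC libraries were compared in pairs to look for a library deposited more than once, and every pair differed by more than the sampling noise, with a chi-square of 3.43 to 14.9 per degree of freedom. The Haemopedia arrays and the Gene Ontology terms of the paper were not used here.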

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

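Tests of a wrong label, an exchange of labels and a population difference for the intermediate libraries, and of undifferentiated cells among the reticulocytes, were chosen only after the result was seen. Those of a mixed sample, of erythroblasts in S phase and of other splits were written before, but how far values had to lie apart to decide was set with some values known.

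A library was looked at again where its gap to the nearest library of its group was over 0.71 of the group's range, which chance alone gives for about 1 in 20 groups. This held for 36 of 311 groups of 5 libraries (11.6%), 17 times for K1v2 of MK, 9 times for K1 of ND and 10 times for other libraries.

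On the line from ND (0) to MK (100) the library K1v2 of MK lay at 41.7, where the other MK libraries lay between 98.0 and 119. On the log2(FPKM + 0.5) scale it was above the other MK libraries for Alad with 4.27, Bcl11a with 1.09, Car1 with 1.39, Csf1r with −0.57, Fcgr3 with 1.71, Fgf3 with 2.03, Kit with 0.19, Klf1 with 1.45, Nsun2 with 5.10, Tfr2 with 0.061, the erythroid list with 3.14 and the GMP list with 1.48. It was below them for the platelet genes Gp1ba with 3.9, Gp6 with 6.48 and Vwf with 6.81 and for Fyco1 with 2.28. If it were a mix with undifferentiated cells, the share of that state should be alike from genes that rise and genes that fall. It was 56.9% (bootstrap interval 52.9 to 62.3) from 415 rising and 45.1% (43.1 to 48.1) from 998 falling genes, 11.8 percentage points apart, and 13.9 apart after subtracting medians. The intervals treat genes that move together as independent. The gap speaks only against a mix of cells like those of the other libraries, from whose means both states were taken. Mixed-in cells of another stage, or a mix within its own population, stay open. A wrong label on an ordinary ND library is argued against too, because 41.7 lies above K2, K3, K5 and K1v2 of ND, the highest of which is at 6.76, by more than their SD of 7.54. An exchange of labels with K1 of ND, the other intermediate library, would turn round the order of these 2 for the genes above, which were chosen without them. It is argued against, since 79.0% (bootstrap interval 74.9 to 82.9) of the rising and 85.2% (83.0 to 87.5) of the falling genes are ordered as labelled, although the correlation between these 2 (0.943) is higher than that of K1v2 with any other MK library (at most 0.867). A difference of the population itself also stays open, since its ND library at −9.43 lies below the other ND libraries, the lowest of which is at −8.90, by less than their SD.

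In ND the library K1 lay at 35.4 on that line, where the other ND libraries reached 6.76. It was above the other ND libraries for the MK and platelet genes Cd226 with 5.26, Ly6g6f with 5.79, Pf4 with 12.13 and Ppbp with 9.29, for Parvb with 4.24, Slc6a4 with 5.58, Tspan9 with 2.14 and Trp53inp1 with 6.47, and below them for Tfr2 with 3.49. A wrong label on an ordinary MK library is argued against, because 35.4 lies below K1, K2, K3 and K5 of MK, the lowest of which is at 98.0, by more than their SD of 9.24. The MK library of the same population does not point to a difference of the population. At 98.0 it lies below K2, K3 and K5 of MK with 108 to 119, whereas the ND library is shifted toward MK. A population difference confined to non-differentiated cells stays open. A mix with differentiated cells cannot be told apart from a partial differentiation of all cells, since the shares of the MK state were 25.8% (21.9 to 28.1) from rising and 33.8% (32.3 to 35.6) from falling genes, 7.97 percentage points lower from the former (−7.97), and 14.1 lower after subtracting medians (−14.1). Shares from single genes went from 3.24% (10th percentile) to 44.7% (90th) of K1 of MK, with 107% for Ppbp, which speaks against cells just like those of K1 of MK, but K2, K3 and K5 of MK differ from K1 of MK about as widely on these genes (90th percentile 7.81 to 27.7 times the 10th, against 13.8), so mixed-in cells of another stage stay open. In the paper's Q-PCR of Fig. 3d the non-differentiated K1 sample had a Pf4 value of 0.0132, where the others had 0.0107 to 0.0150, and a Vwf value of 0.00139, where K2, K3 and K5 had 0.000202 to 0.000318 and K4 0.00290.

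Mitosis and histone genes in the RBC libraries are the other pattern weighed. Undifferentiated cells that escaped the sort are argued against, because the ratio of RBC CPM to ND FPKM was 3.38% as high for 22 stem and progenitor genes as for 60 mitosis genes. Nucleated erythroblasts in S phase among the sorted cells would bring the histone mRNAs that are degraded when S phase ends, and the median percentile of histone genes was at least 94.0 in each of the 5 libraries, which is consistent with this explanation but was measured in a table that gives no share of nucleated cells. No other condition in the design separates it from transcripts that lasted into the reticulocyte.

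Other flagged values were those of Bnip3 in K1 of MK with −0.14 (others 2.03 to 2.49) and Mecom in K5 of MK with −0.21 (others −0.87 to −0.76). The rule also flagged Cd8a in K3 of ND, which at −0.98 lay near the floor, only because the others were all at the floor of −1.0. In K5 of ND the MEP list measured 4.16 (others 4.55 to 4.70) and the CFUE list 1.91 (others 2.28 to 2.36). In RBC library L30 Gypa measured 6387 CPM (others 8285 to 8734) and Tax1bp1 1416 CPM (others 1810 to 1963). In RBC library L29 Lars2 measured 7.22 CPM (others 2.02 to 3.20), Mir5105 18729 CPM (others 11343 to 12088) and Psme3 2616 CPM (others 2383 to 2436).

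To ask whether chance can be excluded, the test of MK against ND was repeated on 100 of the 126 splits of the 10 libraries into 5 and 5, taking the larger count of a split and its mirror. The real split gave 1335 higher genes, reached or passed in 4 of the 100 splits including itself (highest other 3912), and 5046 lower genes, reached in 1, the real one (highest other 3912). At a log2 fold change of at least 5 in size, the 12 higher and 13 lower genes were each reached in 1 split, the real one (highest other 9 in both directions). Without regard to the pairs, chance can be excluded for these 4 counts at a share under 0.05. The split with 3912 exchanges K1v2 of MK and K1 of ND, a structure of the samples that goes with the intermediate position of both. Of the 100, 13 splits part all 5 pairs as the real one does, which is too few for a share under 0.05. Among them the highest other count was 2 for higher and for lower genes and 0 at a log2 fold change of at least 5. The splits that reach large counts part fewer pairs. For gene lists chance cannot be excluded, since 14 of 100 splits called at least the 20 lists of the real one (highest other 24).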

How the results depend on the processing

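Chosen only after the result was seen were the comparison without K1v2 of MK and K1 of ND and the filter at an FPKM of at least 0.5. The other alternatives were set earlier. Single genes kept their call or lack of one and, where called, their direction in 3537 of 3662 values, and gene lists in 834 of 897. Genes without a call could change sign and still be counted here, such as Cd44, which had −0.33 to 0.16 with 1 library left out. Counts of genes stayed within 1.5 times in 74 of 92 values, as did the number of lists called in 24 of 25. RBC list percentiles stayed within 1 SD in 203 of 228 values, marker levels in 192 of 252 and RBC genes in 1061 of 1225. Leaving out 1 of 5 libraries cannot move a mean by 1 SD, so all those values stayed by construction. With the other alternatives 1 percentile of the erythroid, mitosis, ubiquitin and tRNA lists stayed and 3 moved, and of the other lists 12 and 22. Marker levels stayed in 3 and moved in 3 for the leading list of each group, and in 9 and 57 for the others. RBC genes stayed in 186 and moved in 164. The 164 RBC gene values that moved did so with globin genes left out of the total, which raises all genes by construction. No single-gene call reversed its direction.

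Quantile normalization gave 2568 higher and 2761 lower genes, 8 of them lower by at least 5 log2 units. Subtracting medians gave 2576 and 2622, with 19 higher and 7 lower by at least 5. With log2(FPKM + 1) 5 genes were lower by at least 5, and with log2(FPKM + 0.1) 33 were higher and 40 lower, as a smaller pseudocount stretches low values. Without K1v2 of both groups 38 were lower by at least 5. With K1 and K1v2 averaged 20 were higher and 23 lower, and without K1v2 of MK and K1 of ND 37 and 41. With each library left out in turn, 9 to 26 were higher and 9 to 39 lower by at least 5, and 1022 to 1587 higher and 4239 to 5616 lower at any size. With the population as a block 1536 genes were higher and 5464 lower, 6235 were called in both fits, and of the genes named only Cd34 changed its call. Except where construction is named, the cause was not tested.

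With an estimated correlation 0 lists were called. Among the calls that ended were those of autophagy (mean log2 fold change minus that of other genes 0.51), DNA replication (−1.97), endosomes (0.49), MEP (−0.32), mitosis (−2.58), MK and platelets (3.44), mRNA processing (−0.80) and ribosome biogenesis (−0.95). Fry compares a list with no other genes, and the plain mean log2 fold change of the list is given for it. Autophagy (0.10) and endosomes (0.0804), higher than other genes with camera, had no call with fry. Fry gave a downward direction for endosomes, CFUE (−0.88), endomitosis (−0.61), stem and progenitor cells (−0.61), MEP (−0.72) and ubiquitin (−0.0162), where camera gave an upward one. Among these, camera called endosomes, MEP and ubiquitin, and fry called CFUE, endomitosis and stem and progenitor cells. The erythroid list (−0.18) was called higher by camera and went upward without a call with fry. Without the low-value filter the calls of autophagy (0.26), endosomes (0.25) and MEP (−0.55) ended. That of MEP also ended after quantile normalization (−0.42) and median subtraction (−0.32).

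With at least 10 counts required, RBC percentiles moved to 98.0 for erythroid, 79.1 for mitosis and 93.5 for ubiquitin genes, as low genes no longer stand below them. Medians over a list gave 4.88 for MEP in ND, 6.73 for MK and platelets in MK and 7.76 for erythroid genes in RBC. The globin share was 63.9% of a total without mitochondrially encoded and ribosomal protein genes, and 61.4 to 62.3% with each library left out in turn. DESeq2 was not run for MK against ND because their table holds no counts. Alternatives for RBC against ND were not run because that comparison was not tested.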

Differences from the paper's values

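The median over all genes shared with the paper's table, the Q-PCR ratios and the ratio of group mean FPKM were compared only after the result was seen. The other alternatives named below were set before the data were examined. The paper's log2 fold changes for MK against ND are those of Supplementary Data 1. Its columns and genes past no threshold match the paper's description of Supplementary Data 2, made with DESeq2, and not that of Supplementary Data 1, which names limma-voom and thresholds that most of its genes do not pass. The methods name DESeq2 after another alignment. The paper counts 4 populations and the values here rest on 5 libraries per group, so the sets of libraries may differ too. Of the genes named in this text, 25 stand in the part of that table used here, 24 of them with the same sign. Within reach means the same sign and a gap no larger than the paper's standard error or, if larger, the SD of the 5 population differences here. The bound is therefore wide for variable genes such as Itgb3, with 4.31 in the paper and 6.36 here, and narrow for Epor and Slamf1.

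Bcl11a had −3.37 in the paper and −2.30 here. Only log2(FPKM + 0.1) came within reach, with −2.98. Dazl had −8.89 in the paper and −6.35 here, and again only log2(FPKM + 0.1) came within reach, with −7.99. Epor had 1.91 in the paper and 1.37 here. Quantile normalization with 1.74 and median subtraction with 1.78 came within reach, the others not. Slamf1 had 1.28 in the paper and 0.78 here, and the same rescalings came within reach with 1.04 and 1.19, the others not. Cd44 had 0.56 in the paper and −0.10 here. It came within reach after quantile normalization with 0.13, after median subtraction with 0.31, without K1v2 of MK with 0.16, without K2 of ND with 0.12 and without K3 of ND with 0.03, and not otherwise. Kit had −8.52 in the paper and −4.34 here, and none of the 14 alternatives in which Kit was tested came within reach. These values are differences of mean log2(FPKM + 0.5). As the log2 ratio of the group mean FPKM, chosen after the values were seen and making no calls, Kit had −7.64, Dazl −9.50 and Bcl11a −2.98, all within reach, while Cd44 with −0.10, Epor with 1.41 and Slamf1 with 0.79 were not. Of the 25 genes, 22 were within reach as this ratio. Over 1518 genes in both tables the median was −0.02 in the paper and −0.39 here.

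The paper's Q-PCR of Fig. 3d is another assay, given here as the log2 ratio of MK to ND in a population, and the bound is the SD of the MK libraries. For Pf4 the paper's ratio was 6.79 in K1, 6.33 in K2 and 6.64 in K3, where RNAseq gave 1.67, 5.55 and 5.43. Subtracting medians brought K2 within reach with 6.10, and none of 4 alternatives of scaling and pseudocount did so for K1 or K3. For Vwf the paper's ratio was 5.35 in K1, 7.88 in K2, 8.66 in K3 and 7.11 in K5, where RNAseq gave 2.35, 6.60, 6.85 and 3.81. Quantile normalization with 7.11 and median subtraction with 7.15 brought K2 within reach, and none of the 4 did so for K1, K3 or K5.

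For non-differentiated cells the paper ranks CFUE above stem and progenitor cells (Fig. 3a). Here the stem and progenitor list had a z-score of 0.74 and the CFUE list one of 0.48, with MEP first in both. After TPO the paper ranks reticulocytes next to MKs (Fig. 3c), whereas here MEP markers with 1.21 stood above erythroid markers with 0.53. The lists used here are not the paper's signatures. The paper states that autophagy genes were up-regulated in MK. Here 8 rose and 9 fell in the values as deposited, and 25 and 1 after quantile normalization.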

Other observations

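The correlations between libraries were looked at only after the result was seen, whereas the gene lists and the rule for naming genes were fixed earlier. Target genes of p53 rose in MK. Of 25 tested members, 18 rose and 1 fell, or 19 and 1 when adjusted over the list alone (camera, adjusted p = 8.58e-11, and adjusted p = 0.316 with an estimated correlation). Cdkn1a, an inhibitor of the cell cycle, rose by 3.26 (standard error 0.64, adjusted p = 0.00259 from limma) and the kinase gene Plk2 by 2.62 (standard error 0.43). The death receptor gene Fas rose by 2.59 (standard error 0.53) and Zmat3, an RNA-binding target of p53, by 2.50 (standard error 0.42). Of 42 tested cytoskeleton genes, 20 rose and 3 fell, also when adjusted over the list alone (camera, adjusted p = 8.58e-11, and adjusted p = 0.316 with an estimated correlation). Tubb1, the beta tubulin of platelets, rose by 2.81 (standard error 0.46) and Mylk, a myosin kinase, by 3.89 (standard error 1.00). Of 25 tested JAK-STAT targets, 9 rose and 6 fell, also when adjusted over the list alone (camera, adjusted p = 0.0161, and adjusted p = 0.409 with an estimated correlation). That call was lost under both rescalings (adjusted p = 0.17 and 0.16) and without the low-value filter (adjusted p = 0.26). Socs3, a feedback inhibitor of cytokine receptors, rose by 3.46 (standard error 0.75) and the kinase gene Pim1 by 2.25 (standard error 0.61). Id2, an inhibitor of transcription factors, rose by 2.22 (standard error 0.56) and Bcl2l1, which protects platelets from cell death, by 2.21 (standard error 0.38).

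Genes of mast cells, basophils and eosinophils mostly fell. Of 15 tested members, 10 fell and 1 rose, or 12 and 1 when adjusted over the list alone (camera, adjusted p = 0.115). The list passed camera after quantile normalization (adjusted p = 0.0098), after median subtraction (adjusted p = 0.0073) and without the low-value filter (adjusted p = 0.009). Il1rl1, the receptor of interleukin 33, fell by 4.39 (standard error 0.58). Fcer1a, a chain of the IgE receptor, fell by 4.88 (standard error 1.56, adjusted p = 0.0226 from limma). That call was lost without the low-value filter, without K2 or K3 of MK, without K5 of ND and without both K1v2 of MK and K1 of ND (adjusted p = 0.050 to 0.077). Of 5 tested macrophage genes, 1 rose and none fell (camera, adjusted p = 0.0299, and adjusted p = 0.316 with an estimated correlation), while 3 rose under both rescalings, where the list was not called. Of 4 tested neutrophil genes, 3 rose and 1 fell (camera, adjusted p = 0.0782). Lyz2, the lysozyme gene of macrophages and neutrophils, rose by 4.22 (standard error 0.75, adjusted p = 0.00197). Il1b, which encodes interleukin 1 beta, rose by 2.32 (standard error 0.67, adjusted p = 0.0146), a call lost without K1v2 of both groups (1.85, adjusted p = 0.060).

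Most markers of other cell types were not expressed enough to be tested. Of 5 tested genes of stroma and endothelium, 2 rose and 1 fell (camera, adjusted p = 0.0782), against 2 and none under both rescalings. Of 5 tested T and NK cell genes 1 rose and 1 fell (camera, adjusted p = 0.333), and of 5 tested dendritic cell genes 1 rose and 2 fell (camera, adjusted p = 0.736). Of 3 tested B cell genes none passed, nor at an unadjusted p under 0.05 (camera, adjusted p = 0.249). In these lists and those of macrophages and neutrophils the counts were the same when adjusted over the list alone. Of 19 tested glycolysis genes, 5 fell and 1 rose, also when adjusted over the list alone, but none fell and 5 rose after subtracting medians (camera, adjusted p = 0.407). Of 29 tested interferon response genes, 7 fell and 2 rose, or 7 and 1 when adjusted over the list alone (camera, adjusted p = 0.673). Of 24 tested genes of cholesterol synthesis, 4 fell and none rose, or 3 when adjusted over the list alone, with 2 rising at an unadjusted p and 3 rising under both rescalings (camera, adjusted p = 0.490).

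In RBC, interferon response genes had a median percentile of 77.6 ± 3.71, where it was 61.8 ± 4.42 in ND (SD, n = 5 each), in tables that were normalized separately. Rsad2 measured 1041 ± 65.9 CPM and Isg15 567 ± 62.5 CPM (SD, n = 5). Macrophage markers had a median percentile of 69.3 ± 4.49 and neutrophil markers one of 62.1 ± 4.46 in RBC (SD, n = 5), although the cells had been sorted as reticulocytes. Slc40a1, an iron exporter, measured 75.8 ± 9.21 CPM, Hmox1, which degrades heme, 67.7 ± 16.3 CPM and Vcam1, an adhesion molecule, 66.5 ± 12.9 CPM (SD, n = 5). The neutrophil genes S100a8 and Ngp measured 94.0 ± 23.1 and 50.6 ± 8.19 CPM (SD, n = 5). Hoxa7 measured 44.5 ± 8.83 CPM (SD, n = 5), a value in which its own reads and those of the viral fusion gene cannot be told apart. Populations K2 and K3 were the closest pair in each group, with a correlation across genes of 0.988 in MK (next 0.947) and 0.984 in ND (next 0.941). Hbb-b2 ranged widely among ND libraries, with 8.49 ± 2.54 on the log2(FPKM + 0.5) scale (SD, n = 5).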
